# PLCγ-dependent mTOR signalling controls IL-7-mediated early B cell development

**DOI:** 10.1038/s41467-017-01388-5

**Published:** 2017-11-13

**Authors:** Mei Yu, Yuhong Chen, Hu Zeng, Yongwei Zheng, Guoping Fu, Wen Zhu, Ulrich Broeckel, Praful Aggarwal, Amy Turner, Geoffrey Neale, Cliff Guy, Nan Zhu, Hongbo Chi, Renren Wen, Demin Wang

## Abstract

The precise molecular mechanism underlying the regulation of early B cell lymphopoiesis is unclear. The PLCγ signaling pathway is critical for antigen receptor-mediated lymphocyte activation, but its function in cytokine signaling is unknown. Here we show that PLCγ1/PLCγ2 double deficiency in mice blocks early B cell development at the pre-pro-B cell stage and renders B cell progenitors unresponsive to IL-7. PLCγ pathway inhibition blocks IL-7-induced activation of mTOR, but not Stat5. The PLCγ pathway activates mTOR through the DAG/PKC signaling branch, independent of the conventional Akt/TSC/Rheb signaling axis. Inhibition of PLCγ/PKC-induced mTOR activation impairs IL-7-mediated B cell development. PLCγ1/PLCγ2 double-deficient B cell progenitors have reduced expression of genes related to B cell lineage, IL-7 signaling, and cell cycle. Thus, IL-7 receptor controls early B lymphopoiesis through activation of mTOR via PLCγ/DAG/PKC signaling, not via Akt/Rheb signaling.

## Abstract (web summary)

IL-7R activation drives early B cell development, but the signalling is unclear. Here the authors show PLCγ is involved in IL-7R-induced mTOR activation via a DAG/PKC-dependent pathway, and that double deficiency of the two PLCγ isoforms arrests B cell development at the pre-pro-B stage in mice.

## Introduction

B cells are derived from haematopoietic stem cells^1, 2^. Pre-pro-B cells are the earliest B cell progenitors, whereas pro-B cells initiate immunoglobulin heavy (IgH) chain gene rearrangement. A successfully rearranged IgH chain associates with the surrogate L-chains to form the pre-B cell receptor (pre-BCR) that directs the expansion of pre-B cells^1–3^. Deficiency of pre-BCR function blocks early B cell development at the pro-B to pre-B transition^4, 5^. In addition, the interleukin-7 receptor (IL-7R) has a critical function in early B cell lymphopoiesis^6, 7^. IL-7R signals direct the differentiation of common lymphoid progenitors (CLP) into pro-B cells, support pro-B cell proliferation and survival, regulate IgH gene rearrangement, and promote pre-B cell expansion^6–9^. Deficiency of IL-7 or IL-7R arrests B cell development at the early pre-pro-B stage^6, 7, 10, 11^.

IL-7R consists of the specific IL-7 receptor subunit α (IL-7Rα) and the common γ chain (γc)^12–14^. Upon IL-7 binding, the IL-7R heterodimer activates Jak1 and Jak3, leading to the activation of Stat5 proteins^15, 16^. Stat5 in turn translocates to the nucleus and activates transcription of a variety of genes^17–19^. Disruption of IL-7Rα, γc, Jak1 or Jak3, or Stat5 impairs IL-7-mediated early lymphoid development, resulting in arrest of B cell development at the pre-pro-B cell stage^6, 20–25^, highlighting central functions for the Jak1/Jak3/Stat5 pathway in IL-7-mediated early B cell development. Despite considerable progress, IL-7R signaling pathways that control early B cell development are not fully understood.

Phospholipase Cγ (PLCγ) is a lipid-hydrolyzing enzyme that upon activation hydrolyzes phosphatidyl-inositol 4,5-bisphosphate (PIP_2_) to generate diacylglycerol (DAG) and inositol 1,4,5-trisphosphate (IP_3_)^26, 27^. DAG activates protein kinase C (PKC) to turn on the protein kinase TAK1 through the CARMA1/Bcl10/MALT1 ternary complex, leading to the activation of IκB kinase (IKK) and c-Jun N-terminal protein kinase (JNK)^28–31^. IKK activates the transcription factor NF-κB^32, 33^, whereas JNK results in the activation of the transcription factor AP1^34, 35^. IP_3_ induces increase of the intracellular Ca^2+^ concentration, leading to the activation of the phosphatase calcineurin. Calcineurin dephosphorylates multiple phosphoserines on NFAT, leading to its nuclear translocation and activation^36^.

PLCγ has two isoforms, γ1 and γ2^26, 27^. PLCγ2 is required for many aspects of BCR-mediated signaling and late B cell maturation and function^31, 37–41^. PLCγ1 is essential for T cell receptor (TCR)-mediated signaling and T cell development^42, 43^. Although the individual functions of PLCγ1 and PLCγ2 have been identified, potential overlapping functions of the two PLCγ isoforms could mask the central biological function of the PLCγ pathway.

Here, we generate PLCγ1/PLCγ2 double-deficient mice and show that both PLCγ isoforms have critical and redundant functions in early lymphopoiesis. PLCγ1/PLCγ2 double deficiency blocks early B cell development at the pre-pro-B cell stage and T cell development at the double negative (DN) stage. Importantly, PLCγ1/PLCγ2 double-deficient B cell progenitors do not respond to IL-7, demonstrating a critical function of the PLCγ pathway in response to IL-7 in vivo. Moreover, the PLCγ pathway has no effect on Stat5 activation, but directly controls AKT-independent activation of mTOR. Thus, our studies, for the first time, show that the PLCγ pathway is essential for cytokine receptor-mediated biological function and that IL-7R activates mTOR through an unconventional PLCγ/DAG/PKC-dependent pathway to control early B lymphopoiesis.

## Results

### PLCγ1/PLCγ2 double deficiency blocks early B cell development

To overcome embryonic lethality caused by PLCγ1 deficiency and thus to study the combined role of both PLCγ1 and PLCγ2 in early B cell development, we crossed *Plcg1* “floxed” mice (*Plcg1* ^*fl*/*+*^) with heterogeneous PLCγ2-deficient (*Plcg2* ^*+*/*−*^) mice and *MxCre* transgenic mice, in which Cre expression is under the control of type I IFN-inducible Mx promoter. To track deletion of the “floxed” *Plcg1* gene, the mice were further bred with *Rosa-YFP* transgenic mice, in which a YFP cDNA preceded by a floxed transcriptional stop cassette is inserted into the ubiquitously expressed rosa26 locus^44^, to generate *YFPMxCrePlcg1* ^*fl*/*fl*^ *Plcg2* ^*−*/*−*^ mice. To study haematopoietic cell intrinsic effect of PLCγ1/PLCγ2 double deficiency, bone marrow (BM) cells from poly(I-C)-treated *YFPMxCrePlcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ (*Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^), *YFPMxCrePlcg1* ^*fl*/*fl*^ *Plcg2* ^*+*/*+*^ (*Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^) or *YFPMxCrePlcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ (*Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^) control mice, or *YFPMxCrePlcg1* ^*fl*/*fl*^ *Plcg2* ^*−*/*−*^ (*Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^) experimental mice were transplanted into lethally irradiated congenic wild-type CD45.1^+^ recipients. Six to eight weeks after BM transplantation, BM cells were largely CD45.2^+^YFP^+^ in the recipients that received the BM of control or experimental mice (Fig. 1a). YFP^+^ BM cells from the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice had no expression of PLCγ1 or PLCγ2, whereas YFP^+^ BM cells from the control recipients expressed both or either one of the two PLCγs (Fig. 1b). YFP positivity in BM cells from the recipients of BM of *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice was tightly correlated with PLCγ1 deletion (Fig. 1b). Of note, both PLCγ1 and PLCγ2 were completely deleted in CD45.2^+^YFP^+^ BM cells in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice (Fig. 1b); however, the numbers of the CD45.2^+^ hematopoietic stem cell (HSC)-containing Lin^−^c-Kit^+^Sca1^+^ (LSK) or myeloid progenitor-containing Lin^−^c-Kit^+^Sca1^−^ (LK) cells were normal in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice (Supplementary Fig. 1a). Owing to the reduction of B cells, the percentages of CD45.2^+^Mac-1^+^Gr-1^+^ myeloid cells were increased in the recipients of BM from *Plcg1* ^*−*/^ *Plcg2* ^*−*/*−*^ relative to the control mice (Supplementary Fig. 1b). However, the numbers of CD45.2^+^Mac-1^+^Gr-1^+^ myeloid cells were normal in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice (Supplementary Fig. 1c). The expression of CD11c, F4/80, and c-fms was normal on YFP^+^CD45.2^+^ myeloid cells in the recipients of BM from *PLCγ1* ^*−*/*−*^ *PLCγ2* ^*−*/*−*^ relative to the control mice (Supplementary Fig. 1d, e). In addition, in vitro cytokine-driven colony formation assay revealed that *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ BM cells responded normally to SCF and M-CSF to form colonies (Supplementary Fig. 1f). After 9 days of co-culture with OP9 stromal cells in the presence of SCF, *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ Lin^−^ BM progenitors generated similar amount of CD45.2^+^Mac-1^+^ myeloid cells as *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, *Rag1* ^*−*/*−*^, or *Jak3* ^*−*/*−*^ progenitors (Supplementary Fig. 1g). Taken together, both PLCγ1 and PLCγ2 can be completely deleted in the hematopoietic compartment and PLCγ1/PLCγ2 double deficiency has no effect or minor on the populations of HSCs and myeloid lineage cells.

**Fig. 1:**
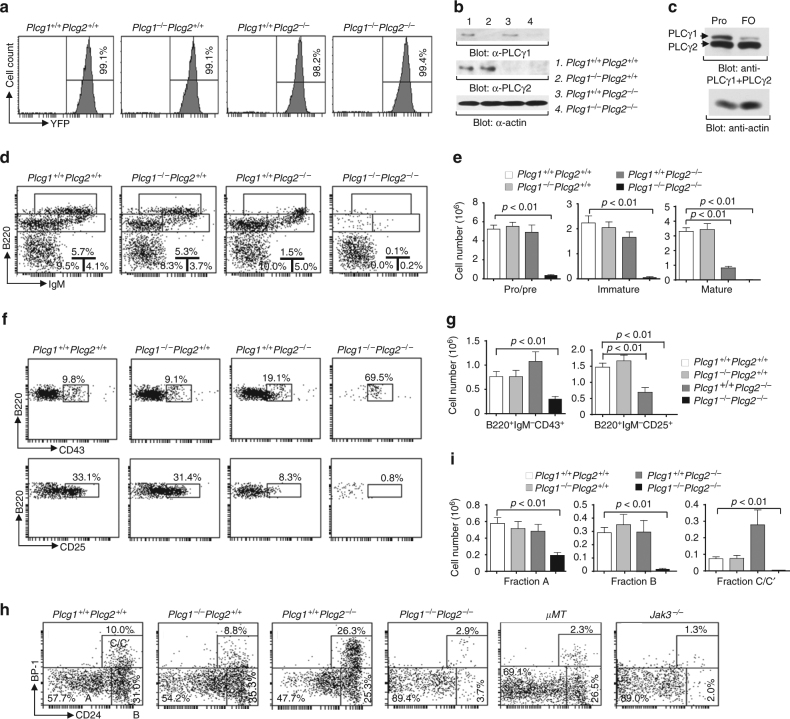
PLCγ1/PLCγ2 double deficiency blocks B cell development at the pre-pro-B cell stage. BM from *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, or *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice were transplanted into lethally irradiated congenic wild-type CD45.1^+^ mice. Six to eight weeks after transplantation, the recipients were analyzed. **a** BM cells from the recipients are largely YFP^+^ donor-derived. Lin^−^CD45.2^+^ BM cells from the recipients were analyzed. Numbers indicate percentages of YFP^+^ cells in the gated live cells. **b** Both PLCγ1 and PLCγ2 are deleted in YFP^+^ BM cells from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice. YFP^+^ BM cells from the recipients were subjected to western blot analysis. **c** Both PLCγ1 and PLCγ2 are expressed in pro-B cells. Sorted pro- (B220^lo^IgM^−^CD43^+^) and FO (B220^+^IgM^lo^CD23^+^CD21^int^) B cells from wild-type mice were subjected to western blot analysis. **d** BM cells from the recipients were stained with anti-CD45.2, anti-B220, and anti-IgM. Numbers indicate percentages of pro/pre-, immature, and mature B cells in the gated CD45.2^+^ population. **e** Bar graphs show the numbers of CD45.2^+^ pro/pre-, immature, and mature B cells in BM. **f** BM cells from the recipients were stained with anti-CD45.2, anti-B220, anti-IgM, anti-CD25, and anti-CD43. Numbers indicate percentages of pro-B (upper) and pre-B (lower) cells in the gated CD45.2^+^B220^+^IgM^−^ population. **g** Bar graphs show the numbers of CD45.2^+^ pro-B cells and pre-B cells in BM. **h** BM cells from the recipients were stained with anti-CD45.2, anti-B220, anti-CD43, anti-CD24, and anti-BP-1. BM from μMT and Jak3-deficient mice served as the controls. Numbers indicate percentages of pre-pro-B (fraction A), early pro-B (fraction B) and late pro-B/early pre-B (fraction C/C′) cells in the gated CD45.2^+^B220^+^CD43^+^ pro-B cell population. **i** Bar graphs show the numbers of CD45.2^+^ fractions A, B, and C/C′ B cells in BM. Error bars show ± SEM. Data shown are obtained from or representative of 10 (**a**, **d**–**g**) or 8 (**h**, **i**) mice of each genotype or representative of 2 (**b**, **c**) independent experiments. Control data are representative of 3 μMT and Jak3-deficient mice

The expression levels of both PLCγ1 and PLCγ2 were high in pro-B cells, whereas PLCγ2 was the dominant isoform in peripheral follicular B cells (Fig. 1c), indicating a combined role of both PLCγs in early B cell development. We examined the effect of PLCγ1/PLCγ2 double deficiency on B cell development. Within the YFP^+^ BM cells, the populations of B220^+^ B cells as well as immature (B220^+^IgM^+^) and mature (B220^hi^IgM^+^) B cells were barely detectable in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice (Fig. 1d, e). The remaining residual B220^+^ cells were mainly B220^+^IgM^−^ pro/pre-B progenitors that were markedly reduced in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice (Fig. 1d, e). In contrast, the populations of pro/pre-, immature and mature in the recipients of *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ BM were normal (Fig. 1d, e). As expected^37^, the populations of pro/pre- and immature B cells were normal whereas that of mature B cells was markedly reduced in the recipients of *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ BM (Fig. 1d, e). CD43 is expressed on B cell progenitors prior to pre-B cells, whereas CD25 is only expressed on pre-B cells^2, 45^. Within the B220^+^IgM^−^ progenitors, the recipients of *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ BM exhibited lower but significant amount of B220^+^CD43^+^ B cell progenitors but hardly detectable B220^+^CD25^+^ pre-B cells, compared to the recipients of *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ BM (Fig. 1f, g). Of note, the control recipients of *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ BM had a reduction of B220^+^CD25^+^ pre-B cells (Fig. 1f, g). Further, B220^+^CD43^+^ B cell progenitors can be divided into B220^+^CD43^+^BP-1^−^CD24^−^ pre-pro-B (fraction A), B220^+^CD43^+^BP-1^−^CD24^+^ early pro-B (fraction B), and B220^+^CD43^+^BP-1^+^CD24^+/hi^ late pro-B and early pre-B (fraction C/C′) cells^2, 46^. Within the B220^+^CD43^+^ cells, the recipients of *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ BM displayed drastic reduction in early pro-B (fraction B) and late pro-B/early pre-B (fraction C/C′) cells (Fig. 1h, i). Consistent with the previous finding^40^, the recipients of *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ BM exhibited an increase in late pro-B/early pre-B (fraction C/C′) cells (Fig. 1h, i). Of note, we also examined B cell development in *YFPMxCrePlc1* ^*fl*/*fl*^ *Plcg2* ^*−*/*−*^ (*Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^) and control mice three weeks after the last poly(I-C) injection. Early B cell development was blocked at the pre-pro-B stage in Cre-activated non-transplanted *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice (Supplementary Fig. 2). Thus, unlike PLCγ2 single deficiency, PLCγ1/PLCγ2 double deficiency blocks B cell development at the pre-pro-B stage.

Signals from both the IL-7R and pre-BCR are critical for early B cell lymphopoiesis at the pro/pre-B cell stages^3, 47^. Disruption of IL-7R or pre-BCR function arrests B cell development at the early pre-pro-B (fraction A) or late pro- and pre-B cell (fraction C/C′) stage, respectively^5, 6^. The recipients of *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ BM displayed B cell development arrest at the pre-pro-B (fraction A) stage, similar to *Jak3*-deficient mice that have defective IL-7R signaling^22, 23^ but not μMT mice that lack pre-BCR signaling^4^ (Fig. 1h). These data indicate that both PLCγ1 and PLCγ2 may be required for IL-7R-mediated early B cell development.

Signals from IL-7R also direct early T cell development at the DN stage. We examined early T cell development in the experimental and control recipients. The number of total thymocytes was markedly reduced in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice, and was further reduced and became barely detectable in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ mice (Supplementary Fig. 3a). The number of CD45.2^+^ DN thymocytes was reduced in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice, but barely detectable in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice (Supplementary Fig. 3b). Further, the number of CD45.2^+^ DN4 was reduced in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice, whereas the numbers of CD45.2^+^ DN1, DN2, DN3, and DN4 were all further reduced in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ mice (Supplementary Fig. 3c). Moreover, the number of CLPs and BLPs (B cell-biased lymphoid progenitor) was significantly reduced in the recipients of BM from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, but not *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ mice (Supplementary Fig. 4). Of note, deficiency of *IL-7* or *IL-7R* results in marked reduction in the numbers of total DN, DN1, DN2, DN3, and DN4 cells^6, 7, 48, 49^. Deficiency of IL-7 also leads to reduction in the numbers of CLPs^50^. The similarity between the effect of PLCγ1/PLCγ2 double deficiency and that of IL-7 or IL-7R deficiency on early T cell development and CLPs is also consistent with the notion that both PLCγ1 and PLCγ2 may be required for IL-7R-mediated function.

### PLCγ1/γ2 double deficiency impairs IL-7-mediated functions

To determine whether PLCγ1 and PLCγ2 are directly involved in IL-7-mediated early B cell development, we employed the in vitro OP9 co-culture system. Lin^−^ BM progenitors from poly(I-C)-treated *YFPMxCre Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, or *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice were cultured on OP9 stromal cells with IL-7. After 9 days of culture, Lin^−^ BM progenitors from *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, and *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice developed into mainly B cells and some myeloid cells (Fig. 2a, b). In contrast, Lin^−^ BM progenitors from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice failed to give rise to B cells but produced Mac1^+^ myeloid cells (Fig. 2a, b). As expected, Lin^−^ BM progenitors from Jak3-deficient mice could develop into myeloid cells but not B cells, whereas those progenitors from Rag1-deficient mice developed into mainly B cells and some myeloid cells (Fig. 2a, b). These data demonstrate that production of B cells from BM progenitors on OP9 cells is IL-7R- but not pre-BCR-dependent, and PLCγ1/PLCγ2 double deficiency inhibits IL-7R-dependent B cell but not IL-7R-independent myeloid cell production.

**Fig. 2:**
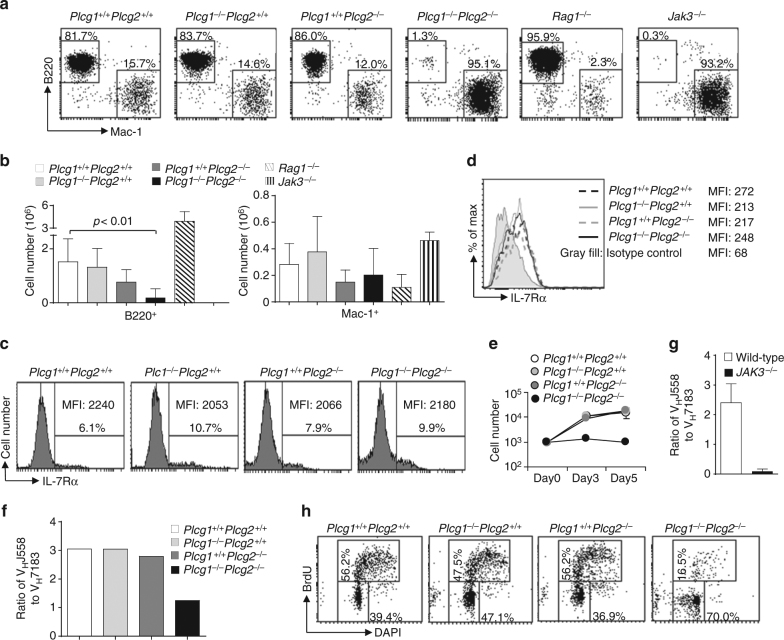
PLCγ1/PLCγ2 double deficiency impairs IL-7-mediated B cell progenitor functions. BM from *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, or *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice were transplanted into lethally irradiated congenic wild-type CD45.1^+^ mice. Six to eight weeks after transplantation, Lin^−^ BM cells from the recipients, *Rag1* ^*−*/*−*^ or *Jak3* ^*−*/*−*^ mice were cultured on OP9 cells plus IL-7. **a**, **b** IL-7-dependent B cell production. The cells were stained with anti-CD45.2, anti-B220, and anti-Mac-1 after 9 days of co-culture. Numbers indicate percentages of B220^+^ and Mac-1^+^ cells in the gated CD45.2^+^ population (**a**). Bar graphs show the numbers of CD45.2^+^B220^+^ and CD45.2^+^Mac-1^+^ cells (**b**). **c**, **d** IL-7R expression. BM cells from the recipients were stained with anti-IL-7Rα. Numbers indicate percentages of IL-7Rα^+^ cells in the gated CD45.2^+^Lin^−^population (**c**). After 9 days of co-culture plus Flt-3L, the cells from the recipients were stained with anti-CD45.2, anti-B220, and anti-IL-7Rα. Levels of IL-7Rα expression in the gated CD45.2^+^B220^+^ population are shown (**d**). **e** Expansion in response to IL-7. Fractions B and C of B cell progenitors (YFP^+^CD45.2^+^B220^+^CD43^+^CD24^+^) were sorted from the recipients and cultured with OP9 plus IL-7. On the indicated days after co-culture, the numbers of live cells were determined by trypan blue exclusion. **f**, **g** IL-7-mediated rearrangement of the distal V_H_J558 family gene segments of IgH chain genes. YFP^+^CD45.2^+^B220^+^CD43^+^ or B220^+^IgM^−^CD43^+^ pro-B cells were sorted from the recipients (**f**) or from wild-type or Jak3^*−*/*−*^ mice (**g**), respectively. The frequency of V_H_J558 and V_H_7183 family usage in these progenitors was determined by high-throughput sequencing of the rearranged IgH genes. Bar graphs show the ratios of percentages of rearranged V_H_J558 genes to those of rearranged V_H_7183 genes in the pro-B cells. **h** IL-7-mediated B cell progenitor proliferation. YFP^+^CD45.2^+^B220^+^CD43^+^CD24^+^ B cell progenitors (fractions B and C) were sorted from the recipients, and co-cultured with OP9 cells plus IL-7 for 3 days. BrdU incorporation and DAPI staining were used to determine proliferation. Numbers indicate percentages of BrdU^+^ cells in the gated live cells. Error bars show ± SEM. Data shown are obtained from or representative of 6 (**a**, **b**), 4 (**c**, **h**), or 2 (**d**–**f**) independent experiments or from three wild-type and 2 *Jak3* ^*−*/*−*^ mice (**g**)

Further, we examined the effect of acute in vitro deletion of *PLCgs* on IL-7-mediated B cell production. Lin^−^ BM progenitors from ERCre, a tamoxifen-inducible form of Cre, *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*fl*/*fl*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, or *Plcg1* ^*fl*/*fl*^ *Plcg2* ^*−*/*−*^ mice were cultured on OP9 stromal cells with IL-7 and Flt-3L. After 5 days of culture, Lin^−^ BM progenitors from all genotype mice developed into B cells and myeloid cells (Supplementary Fig. 5a). These cells were further cultured on OP9 in the presence of IL-7 without or with 4-hydroxytamoxifen (4-OHT) for 4 more days. Without 4-OHT treatment, *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*fl*/*fl*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ and to a lesser extent *Plcg1* ^*fl*/*fl*^ *Plcg2* ^*−*/*−*^ cells further developed into B cells (Supplementary Fig. 5b). Following 4-OHT treatment, *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*fl*/*fl*^ *Plcg2* ^*+*/*+*^, and *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ cells developed into largely B cells and a few myeloid cells, whereas *Plcg1* ^*fl*/*fl*^ *Plcg2* ^*−*/*−*^ cells developed into myeloid cells but failed to give rise to B cells (Supplementary Fig. 5c). These data demonstrate that PLCγ1/PLCγ2 double deficiency resulting from acute deletion of the *Plcgs* genes in vitro blocks IL-7R-dependent B cell but not IL-7R-independent myeloid cell production.

We next examined whether PLCγ1/PLCγ2 double deficiency affected the expression of IL-7 receptor (IL-7R). Despite the reduction of the number of IL-7Rα^+^ cells, the remaining IL-7Rα^+^ cells from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ BM expressed the same level of IL-7Rα as IL-7Rα^+^ BM cells from *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^/*+*/*+*^, and *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice did (Fig. 2c). In addition, the level of IL-7Rα expression on *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ B cell progenitors derived from co-culture of BM with OP9 cells was similar to that on the corresponding *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^/*+*/*+*^, and *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ B cell progenitors (Fig. 2d). Thus, the failure of *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ BM progenitors to differentiate into B cells in response to IL-7 in vitro was not due to the lack of IL-7R expression.

Further, the residual B220^+^CD43^+^CD24^+^ B cell progenitors that contained early pro-B (fraction B) and late pro-B (fraction C) cells were sorted from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice. These mutant B cell progenitors could not expand following 3 to 5 days of co-culture on OP9 cells with IL-7, whereas those B cell progenitors sorted from *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^/*+*/*+*^, or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice expanded well under the same condition (Fig. 2e). Thus, PLCγ1/PLCγ2 double-deficient B cell progenitors are unable to respond to IL-7 in vitro, further indicating a critical role of the PLCγ pathway in IL-7-mediated expansion of B cell progenitors.

One important in vivo function of IL-7R signaling is to direct the rearrangement of the V_H_J558 family of immunoglobulin (Ig) heavy (H) chain variable (V_H_) gene segments, which locate furthest away from the diversity (D_H_) and joining (J_H_) gene segments at the 5′ end of the V_H_ cluster of the IgH locus^9^. IL-7R deficiency leads to markedly decreased frequency of V_H_J558 family usage in rearranged IgH chain genes^9^. To further examine whether PLCγ1 and PLCγ2 have a role in IL-7R-mediated function in vivo, we studied the effect of PLCγ1/PLCγ2 double deficiency on V_H_J558 family usage. B220^+^CD43^+^ pro-B cells were sorted from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice and the frequency of V_H_J558 family usage in these progenitors was determined by high-throughput sequencing of the rearranged IgH genes. The usage frequency of V_H_J558 family genes relative to proximal V_H_7183 genes was markedly reduced in pro-B cells from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ mice (Fig. 2f). This defect was similar to that in Jak3-deficient pro-B cells (Fig. 2g). Thus, PLCγ1/PLCγ2 double deficiency indeed impairs IL-7R signaling in vivo, resulting in a reduction of the rearrangement of the distal V_H_J558 family gene segments.

### The PLCγ pathway supports IL-7-mediated cell proliferation

To understand the mechanism by which the PLCγ pathway regulates the function of IL-7, we studied the roles of PLCγ1 and PLCγ2 in IL-7-mediated proliferation and survival of B cell progenitors. Residual YFP^+^CD45.2^+^B220^+^CD43^+^CD24^+^ B cell progenitors (early pro-B and late pro-B) were sorted from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice, and co-cultured with OP9 cells in the presence of IL-7. BrdU incorporation assay showed that the *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ B progenitors exhibited a decrease in the level of IL-7-induced BrdU uptake compared to the corresponding *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ cells (Fig. 2h). In contrast, TUNEL analysis did not reveal any significant differences in the rate of apoptosis between the *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ and *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ B progenitors (Supplementary Fig. 6a). Of note, *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, but not *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, BM cells produced B cell progenitors when cultured with IL-7 alone (Supplementary Fig. 6b). However, all *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, and *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ BM cells failed to generate B cells when cultured with OP9 stromal cells alone. Thus, PLCγ1/PLCγ2 double deficiency impairs IL-7-mediated proliferation of B cell progenitors.

To confirm that the PLCγ pathway is critical for IL-7-mediated proliferation, we examined the effect of PLCγ inhibitor on IL-7-induced B cell production from Lin^−^ BM progenitors in vitro. In the presence of U73122, an aminosteroid PLCγ inhibitor, or edelfosine, a lysophospholipid PLCγ inhibitor, wild-type BM progenitors mainly developed into Mac1^+^ myeloid instead of B cells following IL-7-mediated co-culture with OP9 cells (Fig. 3a, b). As expected, the Jak3 inhibitor CP-690550 (tofacitinib) inhibited wild-type BM progenitors from developing into B but not myeloid cells in response to IL-7 on OP9 cells (Fig. 3a, b). In contrast, in the absence of any inhibitors, wild-type BM progenitors largely developed into B cells with some myeloid cells in response to IL-7 (Fig. 3a, b). These B cells were mostly B220^+^CD43^+^BP-1^−^CD24^+^ early pro-B (Supplementary Fig. 6c). CP-690550 or U73122 effectively reduced the expansion of these B cells (Supplementary Fig. 6c). Thus, inhibition of PLCγ, similar to that of Jak3, blocks IL-7-dependent B cell but not IL-7-independent myeloid cell production.

**Fig. 3:**
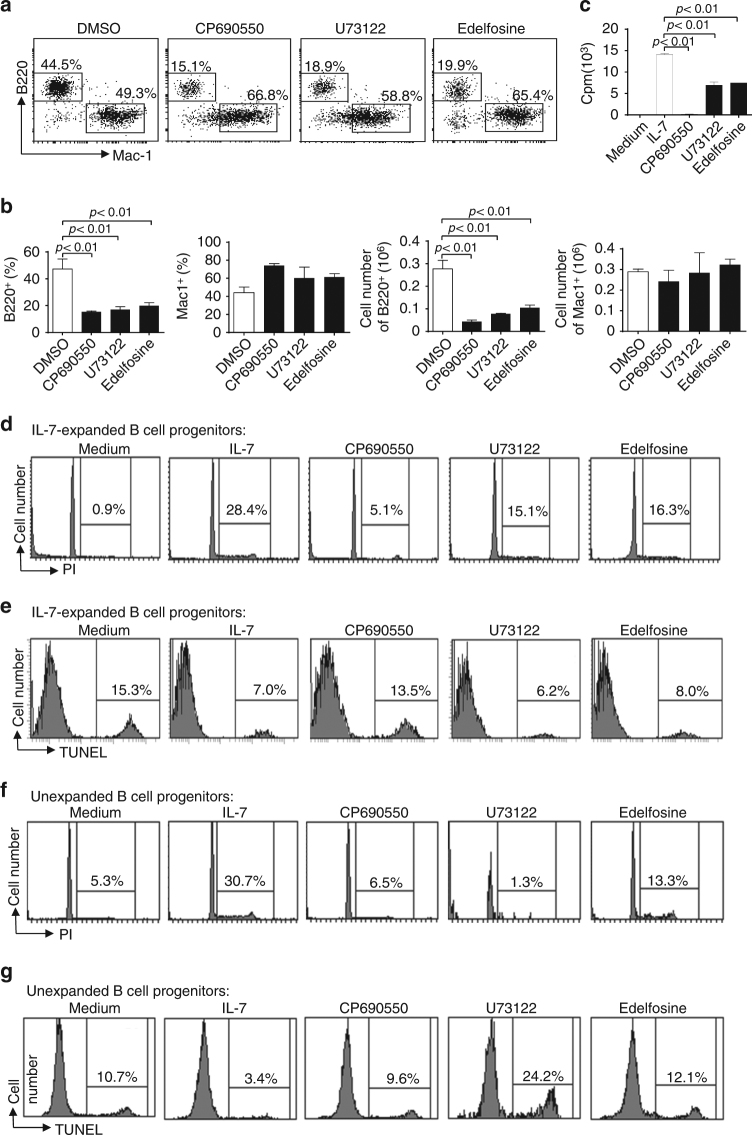
Effect of inhibition of the PLCγ pathway on IL-7-dependent B cell functions. **a**, **b** PLCγ pathway inhibition impairs IL-7-dependent B cell production. Lin^−^ BM cells from wild-type mice were cultured on OP9 cells in the presence of IL-7 for 1 day and then the cells were treated with DMSO, CP690550, U73122, or edelfosine. The cells were stained with anti-B220 and anti-Mac-1. Numbers indicate percentages of B220^+^ and Mac-1^+^ cells in the gated live cells (**a**) and bar graphs show the percentages and numbers of B220^+^ and Mac-1^+^ cells (**b**). **c**–**e** PLCγ pathway inhibition impairs IL-7-mediated proliferation but not survival of in vitro-expanded B cell progenitors. BM cells from *Rag1*-deficient mice were cultured in the presence of IL-7 for 7 days to derive B cell progenitors. These B cell progenitors were then cultured without IL-7 (medium) or with IL-7 plus DMSO, CP690550, U73122, or edelfosine. Cell proliferative responses were determined by [^3^H] thymidine incorporation (**c**), cell-cycle analysis was performed by PI staining (**d**), and cell survival was measured by TUNEL staining (**e**). **f**, **g** PLCγ pathway inhibition impairs IL-7-mediated proliferation and survival of unexpanded B cell progenitors. B220^+^IgM^−^IL-7R^+^ B cell progenitors were sorted from wild-type mice and cultured without IL-7 (medium) or with IL-7 plus DMSO, CP690550, U73122, or edelfosine. Cell-cycle analysis was performed by PI staining (**f**) and cell survival was measured by TUNEL staining (**g**). Error bars show ± SEM. Data shown are obtained from or representative of 3 (**a**, **b**), 6 (**c**), 7 (**d**, **e**), and 5 (**f**, **g**) independent experiments

Consistently, U73122, edelfosine, or CP-690550 markedly reduced the rate of IL-7-induced ^3^H-thymidine incorporation of B cell progenitors derived from BM as compared to the control cells in the absence of the inhibitors (Fig. 3c). Further, propidium iodide (PI) staining in combination with FACS analysis revealed that U73122, edelfosine, or CP-690550 impaired IL-7-induced entry of these B cell progenitors into S and G2/M phases (Fig. 3d). The TUNEL assay revealed that IL-7 decreased the population of apoptotic cells in B cell progenitors as compared to the control cells with medium alone (Fig. 3e). Of note, CP-690550 but not U73122 or edelfosine increased the population of apoptotic cells in B cell progenitors in the presence of IL-7 as compared with the IL-7-cultured control cells without any inhibitors (Fig. 3e). In addition, manoalide, a potent PLC inhibitor, impaired IL-7-induced entry of the B cell progenitors into S and G2/M phases (Supplementary Fig. 6d) and increased the population of apoptotic cells in IL-7-cultured B cell progenitors (Supplementary Fig. 6e) as compared to the control cells without any inhibitors. These data demonstrate that inhibition of the PLCγ pathway impairs IL-7-mediated proliferation and possibly reduces survival of in vitro-expanded B cell progenitors.

Furthermore, we examined the effect of PLCγ inhibitor on IL-7-mediated proliferation and survival of unexpanded B cell progenitors. IL-7R^+^ B cell progenitors were sorted from wild-type mice and then directly cultured without IL-7 or with IL-7 plus DMSO or the inhibitors. U73122, edelfosine, or CP-690550 impaired IL-7-induced entry of these B cell progenitors into S and G2/M phases (Fig. 3f). U73122, edelfosine, or CP-690550 also increased the population of apoptotic cells in the B cell progenitors in the presence of IL-7, compared with the IL-7-cultured control cells without any inhibitors (Fig. 3g). Therefore, inhibition of the PLCγ pathway impairs IL-7-mediated proliferation and survival of unexpanded B cell progenitors.

### PLCγ1/PLCγ2 double deficiency alters gene expression

To further study the molecular mechanism underlying the defect of B cell development, we examined the global gene expression profile of PLCγ1/PLCγ2 double-deficient CLPs by RNA-seq analysis. CLPs (Lin^−^IL-7R^+^) were sorted from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ and control mice, and subjected to RNA-seq analysis. 

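CLPs of 4 genotypes were sequenced, Plcg1+/+Plcg2+/+, Plcg1−/−Plcg2+/+, Plcg1+/+Plcg2−/− and Plcg1−/−Plcg2−/−, with 1 library from each of 3 mice per genotype. The cells were of donor origin and had been sorted from recipients of a BM transplant. The paper does not state how many donors each genotype had, so n counts recipients. mRNA was purified by its poly(A) tail, and the libraries were sequenced on an Illumina NextSeq instrument. The authors aligned the reads to mm10 with STAR and deposited, for each library, the raw count of reads on each of 24421 RefSeq genes, together with the number of reads that fell on no gene. The reads counted on genes ranged from 4291310 to 33219995 with a median of 13848722 in Plcg1+/+Plcg2+/+ CLPs, and from 9837850 to 22518025 with a median of 16397240 in CLPs labelled Plcg1−/−Plcg2+/+. They ranged from 4232345 to 22245995 with a median of 17091919 in Plcg1+/+Plcg2−/− CLPs, and from 12172383 to 25117842 with a median of 20429629 in CLPs labelled Plcg1−/−Plcg2−/−. Between 17.9% and 45.2% of the reads of a CLP library fell on no gene, with a median of 25.3%. At these depths, 3 reads on a gene corresponded to between 0.0903 and 0.709 CPM, the count of a gene scaled to the size of its library, which covers counting error alone. Counts were normalized by edgeR's TMM method, and the 15209 genes that passed edgeR's filter on low counts were compared by its quasi-likelihood test, with the 12 libraries in one fit. A gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, the threshold of the Fig. 4 legend.
Plcg2, on chromosome 8 of mm10 from 117498275 to 117635142, had 232 ± 43.0 normalized CPM (SD, n = 3) in Plcg1+/+Plcg2+/+ CLPs, 121 ± 18.8 (SD, n = 3) in Plcg1+/+Plcg2−/− CLPs and 108 ± 11.1 (SD, n = 3) in Plcg1−/−Plcg2−/− CLPs. Its log2 fold change was −0.93 in Plcg1+/+Plcg2−/− CLPs (standard error 0.16, adjusted p = 0.368 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.10 in Plcg1−/−Plcg2−/− CLPs (standard error 0.16, adjusted p = 0.0375 from the same test). Plcg1, on chromosome 2 from 160731310 to 160775760, had 106 ± 5.87 normalized CPM (SD, n = 3) in Plcg1+/+Plcg2+/+ CLPs, 106 ± 33.2 (SD, n = 3) in CLPs labelled Plcg1−/−Plcg2+/+ and 139 ± 49.0 (SD, n = 3) in CLPs labelled Plcg1−/−Plcg2−/−. The counts are sums over a whole gene, in which the loss of single exons of the floxed allele cannot be seen, and they did not separate the Plcg1 genotypes. The Plcg1 genotypes were therefore taken from the labels. All 6 CLP libraries labelled Plcg1−/− had more reads on Xist, and fewer on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, than all 6 other CLP libraries. Each comparison of a Plcg1−/− genotype with Plcg1+/+Plcg2+/+ CLPs is thus also one between libraries that differ in sex-linked transcripts.

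**Figure D1:**
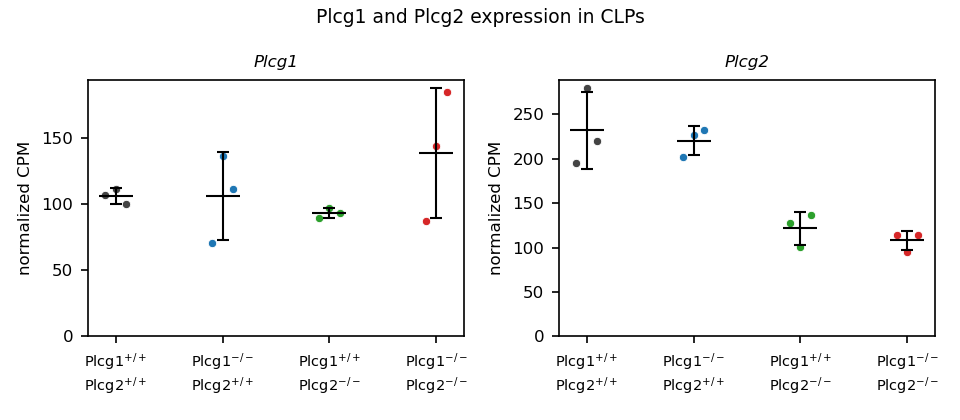
Normalized CPM of Plcg1 (left) and Plcg2 (right) in the CLP libraries of each genotype on the x axis. Points are single mice, and the horizontal mark and bar are the mean ± SD of 3 mice. The lowest Plcg1+/+Plcg2+/+ value of Plcg2 was 196 normalized CPM and the highest value in the 6 libraries labelled Plcg2−/− was 137.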

Differential expression analysis demonstrated that *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, but not *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, CLPs displayed a marked change of the gene expression profile compared to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ CLPs (Fig. 4a). 

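Of the 15209 genes tested in CLPs, 1143 had an unadjusted p of at most 0.05 in Plcg1−/−Plcg2−/− against Plcg1+/+Plcg2+/+ CLPs, with 559 higher and 584 lower. The same count was 434 in CLPs labelled Plcg1−/−Plcg2+/+ and 596 in Plcg1+/+Plcg2−/− CLPs. CLPs labelled Plcg1−/−Plcg2−/− were also compared directly with the single-deficient ones, without the replicate number as a block. Relative to Plcg1−/−Plcg2+/+ CLPs 4 genes were changed, and relative to Plcg1+/+Plcg2−/− CLPs 8. A departure of the double-deficient profile from the sum of the single-deficient profiles was called at 3 genes, with 2 above and 1 below that sum. With the replicate number as a block in the fit it was called at 9 genes.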

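Relative to Plcg1+/+Plcg2+/+ CLPs, 14 genes were called changed in CLPs labelled Plcg1−/−Plcg2−/−, 6 higher and 8 lower. Replicate numbers are shared between the genotypes, and the mean correlation of the libraries' deviations from their group means was 0.0738 for libraries with the same number and −0.0344 for libraries with different numbers. A fit with the replicate number as a block called 50 genes changed, 25 in each direction. The choice that moved the count most was DESeq2, the authors' own test, in place of edgeR, which called 170 genes on the same libraries, 92 higher and 78 lower. The largest rise was in Rnase12, on chromosome 14 from 51056698 to 51057242, from 1.26 ± 1.15 (SD, n = 3) to 30.6 ± 13.0 normalized CPM (SD, n = 3), a log2 fold change of 4.37 (standard error 0.59, adjusted p = 0.0257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by Pcdh9, Cacna1i, a RIKEN cDNA gene and Ctse, with log2 fold changes of 3.34, 3.25, 2.58 and 2.55. The largest falls were in the Y-linked genes Ddx3y and Eif2s3y, with log2 fold changes of −4.84 and −4.66. These were lower in all CLP libraries labelled Plcg1−/− than in all others, and the labels give no donor sex. The next largest were in C130046K22Rik, with a log2 fold change of −3.95, Blk and Ccr7. In each of these genes all 3 Plcg1−/−Plcg2−/− libraries lay on one side of all 3 Plcg1+/+Plcg2+/+ libraries, which was a condition for listing them here.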

Specifically, a total of 162 genes were significantly differentially expressed in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ CLPs, including 97 upregulated genes and 65 downregulated genes (Fig. 4a). In contrast, a total of seven genes in *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ CLPs and a total of six genes in *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ CLPs were significantly differentially expressed (Fig. 4a). 

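In CLPs labelled Plcg1−/−Plcg2+/+, 1 gene was called changed, and with the replicate number as a block it was again 1. The gene was BC002163, at 0.821 ± 0.131 normalized CPM (SD, n = 3) against 6.05 ± 0.828 in Plcg1+/+Plcg2+/+ CLPs (SD, n = 3), a log2 fold change of −2.85 (standard error 0.27, adjusted p = 0.00543 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The annotation used here gives it no single position. In Plcg1+/+Plcg2−/− CLPs, 0 genes were called changed with or without the block. The targeted Plcg2 was itself not called there, at a log2 fold change of −0.93 (unadjusted p = 1.21e-04, adjusted p = 0.368 from edgeR's test without the block). A count of 0 thus does not show that no gene changed. The mean correlation of same-numbered libraries was −0.0427 for Plcg1−/−Plcg2+/+ and Plcg1+/+Plcg2+/+ CLPs and 0.0278 for Plcg1+/+Plcg2−/− and Plcg1+/+Plcg2+/+ CLPs, against 0.0257 and −0.0180 for differently numbered ones. DESeq2 called 13 and 11 genes on the same libraries.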

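The 10 genes of Fig. 4b, which relate to T and B lymphocytes, were all tested in CLPs labelled Plcg1−/−Plcg2−/− against Plcg1+/+Plcg2+/+ CLPs. The 9 genes drawn as reduced were all lower and Prnp was higher, and all 10 had an unadjusted p of at most 0.05. The paper chose them from these same libraries, so this is not independent of that choice. With Benjamini-Hochberg adjustment over all tested genes, 3 of them were past the threshold. Blk, on chromosome 14 from 63372837 to 63417187, fell from 166 ± 92.2 to 26.7 ± 7.49 normalized CPM (SD, n = 3 each), a log2 fold change of −2.63 (standard error 0.35, adjusted p = 0.0257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccr7, on chromosome 11 from 99144199 to 99155077, fell from 54.9 ± 16.6 to 10.9 ± 2.38 normalized CPM (SD, n = 3 each), a log2 fold change of −2.33 (standard error 0.28, adjusted p = 0.0250 from the same test). The gene of the panel left besides these was Plcg2, the targeted gene. The lowest log2 fold change was that of Fcmr, at −3.34 (standard error 0.79, adjusted p = 0.218 from the same test), whose Plcg1+/+Plcg2+/+ libraries ranged from 9.99 to 44.0 normalized CPM. Prnp had a log2 fold change of 1.92 (standard error 0.48, adjusted p = 0.248 from the same test). Of the 10 genes, 4 were past the threshold with the replicate number as a block, and all 10 were with DESeq2.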

Ingenuity pathway analysis identified that certain lymphoid-lineage-affiliated genes were reduced in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, CLPs (Fig. 4b). However, the expression of lymphoid specification factors, such as Runx1, E2A, EBF1, Tcf12, Notch1^51^, was not significantly changed in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, CLPs (RNA-seq data in the GEO database: GSE89352). Therefore, the PLCγ pathway does not control the lymphoid commitment but impairs further differentiation of CLPs.

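Runx1 had 192 ± 10.4 normalized CPM in Plcg1+/+Plcg2+/+ CLPs and 225 ± 55.8 in CLPs labelled Plcg1−/−Plcg2−/− (SD, n = 3 each), a log2 fold change of 0.23 (standard error 0.27, adjusted p = 0.861 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tcf3, which encodes E2A, had a log2 fold change of −0.35 (standard error 0.34, adjusted p = 0.838 from the same test), and Ebf1 one of −0.06 (standard error 0.60, adjusted p = 0.987). Ebf1 varied widely between mice, from 99.9 to 769 normalized CPM in Plcg1+/+Plcg2+/+ CLPs and from 189 to 688 in Plcg1−/−Plcg2−/− CLPs. Tcf12 was lower by a log2 fold change of −0.37 (standard error 0.17, unadjusted p = 0.0556, adjusted p = 0.663 from edgeR's test). Notch1 had a log2 fold change of −0.13 (standard error 0.52, adjusted p = 0.965 from edgeR's test), with 1 Plcg1+/+Plcg2+/+ library at 690 normalized CPM and the others at 190 and 205. With 1 library left out in turn, the log2 fold changes of Tcf3, Ebf1 and Notch1 took both signs, so that changes of the size of their standard errors were not detectable here. With the replicate number as a block, none of the 5 factors was past the threshold, and the lowest adjusted p was 0.399, for Tcf12 (edgeR's test).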

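Across the 5 specification factors the median log2 fold change in CLPs labelled Plcg1−/−Plcg2−/− was −0.13, and the values lay between −0.37 and 0.23. Across the 8 genes that Fig. 4b lists for B lymphocytes as reduced, the targeted Plcg2 among them, the median was −2.12 and the values lay between −3.34 and −0.82. The paper lists these genes as reduced in these same libraries, so their median is not independent of that choice. Il7r, which encodes the receptor chain by which CLPs were sorted, had 340 ± 96.5 normalized CPM in Plcg1+/+Plcg2+/+ CLPs and 299 ± 151 in Plcg1−/−Plcg2−/− CLPs (SD, n = 3 each), a log2 fold change of −0.19 (standard error 0.55, adjusted p = 0.951 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From specification factors that were not significantly changed while lymphoid-lineage-affiliated genes were reduced, the paper concludes that the PLCγ pathway leaves lymphoid commitment untouched and acts on the further differentiation of CLPs.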

**Fig. 4:**
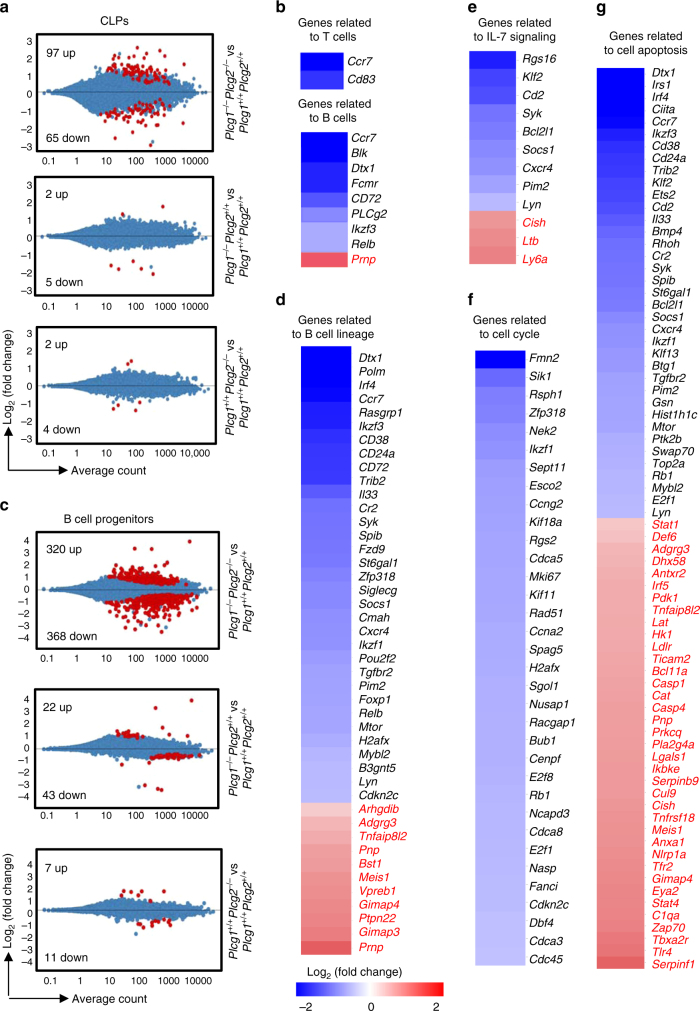
PLCγ1/PLCγ2 double deficiency alters gene expression in CLPs and B cell progenitors. BM from *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, or *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice were transplanted into lethally irradiated congenic wild-type CD45.1^+^ mice. Six to eight weeks after transplantation, CLPs (CD45.2^+^Lin^−^IL-7R^+^) and B cell progenitors (CD45.2^+^B220^+^IgM^−^IL-7R^+^) were sorted from the BM transplantation recipients and subjected to RNA-seq analysis. **a** Differentially expressed genes in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ (upper), *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ (middle), or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ (lower) relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ CLPs. Differentially expressed genes with log2 fold-change ≥0.5 and FDR ≤0.05 are shown in red. **b** Heat maps of differentially expressed genes related to T and B lymphocytes in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ CLPs. **c** Differentially expressed genes in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ (upper), *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ (middle), or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ (lower) relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ B cell progenitors. Differentially expressed genes with log2 fold-change ≥0.5 and FDR ≤0.05 are shown in red. Heat maps of differentially expressed genes related to B cell lineage (**d**), IL-7 signaling (**e**), cell cycle (**f**), and cell apoptosis (**g**) in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ B cell progenitors are shown. Data shown are obtained from three mice of each genotype

Further, PLCγ1/PLCγ2 double-deficient B cell progenitors were subjected to global gene expression profiling. 

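B cell progenitors of the same 4 genotypes were sequenced, again with 1 library from each of 3 mice per genotype, and their libraries carry the mouse numbers of the CLP libraries. The deposited values are again the authors' raw counts of reads on genes. The reads counted on genes ranged in Plcg1+/+Plcg2+/+ B cell progenitors from 9826067 to 14212061 with a median of 10067130, and in those labelled Plcg1−/−Plcg2+/+ from 5735871 to 7515523 with a median of 5894506. They ranged, in Plcg1+/+Plcg2−/− B cell progenitors, from 1479582 to 18959055 with a median of 2393873, and in those labelled Plcg1−/−Plcg2−/− from 2858724 to 25057223 with a median of 7478166. Between 59.9% and 87.3% of the reads of a library fell on no gene, with a median of 65.2%. A count of 3 reads corresponded to between 0.120 and 2.03 CPM. The 15001 genes that passed the filter on low counts were compared as in CLPs, with the 12 libraries of B cell progenitors in a fit of their own.
Plcg2 had 234 ± 17.3 normalized CPM (SD, n = 3) in Plcg1+/+Plcg2+/+ B cell progenitors, 90.1 ± 9.34 (SD, n = 3) in Plcg1+/+Plcg2−/− ones and 91.7 ± 19.3 (SD, n = 3) in Plcg1−/−Plcg2−/− ones. Its log2 fold change was −1.37 (standard error 0.17, adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.35 (standard error 0.16, adjusted p = 0.00251 from the same test). Plcg1 had 93.2 ± 16.9 normalized CPM (SD, n = 3) in Plcg1+/+Plcg2+/+ B cell progenitors, 79.6 ± 19.1 (SD, n = 3) in those labelled Plcg1−/−Plcg2+/+ and 127 ± 64.5 (SD, n = 3) in those labelled Plcg1−/−Plcg2−/−, differences within the spread between mice. As in CLPs, all 6 libraries labelled Plcg1−/− had more reads on Xist and fewer on the 4 Y-linked genes than all 6 others.

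**Figure D2:**
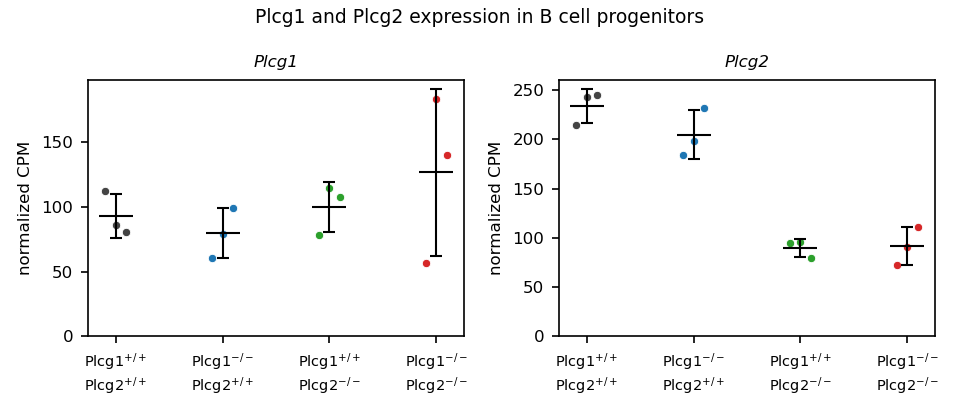
Normalized CPM of Plcg1 (left) and Plcg2 (right) in the B cell progenitor libraries of each genotype on the x axis. Points are single mice, and the horizontal mark and bar are the mean ± SD of 3 mice. The lowest Plcg1+/+Plcg2+/+ value of Plcg2 was 214 normalized CPM and the highest value in the 6 libraries labelled Plcg2−/− was 111.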

B cell progenitors (B220^+^IgM^−^IL-7R^+^) were sorted from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ and control mice and subjected to RNA-seq analysis. Differential expression analysis showed that *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, but not *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, B cell progenitors had a distinct gene expression profile compared to corresponding *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^ B cell progenitors (Fig. 4c). 

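At an unadjusted p of at most 0.05, 1841 of the 15001 genes tested in B cell progenitors differed between Plcg1−/−Plcg2−/− and Plcg1+/+Plcg2+/+, 857 higher and 984 lower. In those labelled Plcg1−/−Plcg2+/+ the count was 1490, with 1093 higher and 397 lower, and in Plcg1+/+Plcg2−/− ones it was 426. B cell progenitors labelled Plcg1−/−Plcg2−/− were also compared directly with single-deficient ones, without the replicate number as a block. They had 32 changed genes relative to Plcg1−/−Plcg2+/+, a comparison of libraries that were all high in Xist, and 23 relative to Plcg1+/+Plcg2−/−. A departure from the sum of the single-deficient profiles was called at 4 genes, and at 3 with the replicate number as a block. DESeq2 called it at 858 genes, 822 of them below the sum. Reads on no gene made up 66.5% to 87.3% of Plcg1−/−Plcg2+/+ libraries and 63.8% to 75.8% of Plcg1+/+Plcg2−/− ones. In Plcg1−/−Plcg2−/− libraries the share was 60.3% to 63.0%, and in Plcg1+/+Plcg2+/+ ones 59.9% to 71.4%. Whether this share plays a part in these counts was not tested.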

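Relative to Plcg1+/+Plcg2+/+, 134 genes were called changed in B cell progenitors labelled Plcg1−/−Plcg2−/−, 33 higher and 101 lower. The mean correlation of the libraries' deviations was 0.0549 for same-numbered libraries and −0.0267 for differently numbered ones. A fit with the replicate number as a block called 550 genes changed, 190 higher and 360 lower. DESeq2 called 422 genes on the same 12 libraries, 165 higher and 257 lower, and with a normal prior on fold changes and the 6 libraries of both genotypes alone it called 655 genes, 305 higher and 350 lower. The largest rise was again in Rnase12, from 0.863 ± 0.292 to 21.1 ± 5.51 normalized CPM (SD, n = 3 each), a log2 fold change of 4.59 (standard error 0.36, adjusted p = 1.24e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The X-linked Xist and Tsix rose with log2 fold changes of 4.57 and 3.88, Cdhr2 with 4.11 and Rnaset2b with 3.45. Tsix overlaps Xist on the other strand and had at most 5 reads in any CLP library. Its reads may thus be reads of Xist, and its rise is uncertain. Rnaset2b has a near-identical copy on the same chromosome, Rnaset2a, that holds 0 reads in every library, so its counts are uncertain. The largest fall was in Lrrc10b, on chromosome 19 from 10455371 to 10457447, from 10.1 ± 1.91 to 0.270 ± 0.0589 normalized CPM (SD, n = 3 each), a log2 fold change of −5.29 (standard error 0.80, adjusted p = 0.00854 from the same test). Rbm24 followed with a log2 fold change of −5.21 and Fam189a1 with −5.06, and then the Y-linked Ddx3y and Kdm5d with −4.57 and −4.52.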

Specifically, *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ B cell progenitors exhibited a total of 688 significantly altered genes, including 320 upregulated and 368 downregulated (Fig. 4c). 

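Relative to Plcg1+/+Plcg2+/+, 9 genes were called changed in B cell progenitors labelled Plcg1−/−Plcg2+/+, 5 higher and 4 lower, and with the replicate number as a block again 9. They include Xist and Tsix, with log2 fold changes of 4.68 and 4.46, the latter uncertain as above. They also include Uty, Kdm5d, Ddx3y and Eif2s3y, which fell with log2 fold changes from −4.24 to −3.74. The others were Rnase12, with a log2 fold change of 2.76, Ctse, with 2.29, and Kif5a, with 1.98. Without Xist, Tsix and the Y-linked genes in the fit, 0 genes were called changed, and 1484 had an unadjusted p of at most 0.05. With the block, 7 genes were called changed in Plcg1+/+Plcg2−/− B cell progenitors, 4 higher and 3 lower. Without it there were also 7, 5 higher and 2 lower. Eps8l1 fell from 19.7 ± 3.00 to 2.54 ± 1.34 normalized CPM (SD, n = 3 each), a log2 fold change of −3.23 (standard error 0.40, adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the other gene that fell was Plcg2. The rises were in Rnaset2b, Rnase12, Mmp14, Cd36 and Synj2, with log2 fold changes of 4.57, 2.76, 2.34, 2.25 and 1.88. Same-numbered libraries had a mean correlation of −0.0841 in the first comparison and −0.213 in the second, against 0.0490 and 0.103 for differently numbered ones. DESeq2 called 24 and 18 genes on the same libraries.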

By comparison, a total of 65 genes in *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^ B cell progenitors and a total of 18 genes in *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ progenitors were significantly changed (Fig. 4c). Ingenuity pathway analysis showed that B cell lineage-affiliated and IL-7 signaling pathway-regulated genes were significantly downregulated in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, B cell progenitors (Fig. 4d, e), consistent with the observation that PLCγ1/PLCγ2 double-deficient B cell progenitors failed to respond to IL-7 stimulation (Fig. 2a, b). 

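Fig. 4d lists 44 genes of the B cell lineage, 33 drawn as reduced and 11 as raised, and all 44 moved in the drawn direction in B cell progenitors labelled Plcg1−/−Plcg2−/−. At an unadjusted p of at most 0.05 there were 43, and 8 were past the adjusted threshold, all of them reduced. The median log2 fold change was −1.13 for the reduced genes and 1.13 for the raised ones. The lowest was that of Dtx1, on chromosome 5 from 120680203 to 120711867, from 11.9 ± 1.53 to 0.981 ± 0.630 normalized CPM (SD, n = 3 each), at −3.75 (standard error 0.49, adjusted p = 0.00459 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest was that of Prnp, at 1.66 (standard error 0.37, adjusted p = 0.0659 from the same test). Of the 12 genes of IL-7 signaling in Fig. 4e, the 9 drawn as reduced were lower and the 3 drawn as raised were higher, and 2 were past the adjusted threshold. Rgs16 had the lowest log2 fold change, −2.85 (standard error 0.57, adjusted p = 0.0371 from edgeR's test), and Ly6a the highest, 1.35 (standard error 0.60, adjusted p = 0.388 from edgeR's test). Past the threshold with the replicate number as a block were 30 genes of Fig. 4d and 9 of Fig. 4e. The paper chose the genes of both panels from these same libraries, so their shared direction and unadjusted p are not independent of that choice. The paper states, from Ingenuity pathway analysis, that genes of both groups were significantly downregulated, and it sets this beside the failed response of double-deficient progenitors to IL-7. Its flow cytometry found later B cell stages depleted in double-deficient BM (Fig. 1f–i). Lower values in the sorted cells may thus reflect the mix of stages as well as expression within a stage.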

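The 34 cell-cycle genes of Fig. 4f were all lower in B cell progenitors labelled Plcg1−/−Plcg2−/− than in Plcg1+/+Plcg2+/+ ones, with a median log2 fold change of −0.70, and 33 had an unadjusted p of at most 0.05. After adjustment 2 were past the threshold, and 26 were with the replicate number as a block. These genes too were chosen by the paper from the same libraries, so their shared direction is not an independent result. Fmn2 had the lowest log2 fold change, −2.56 (standard error 0.50, adjusted p = 0.0353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cdc45 the highest, −0.50, from 110 ± 5.31 to 77.9 ± 4.76 normalized CPM (SD, n = 3 each, adjusted p = 0.150 from the same edgeR test). A list of 94 S and G2/M genes chosen without these data was examined as well. Its median log2 fold change was −0.44, with 92 of the 94 genes lower, and limma's camera test of the list against all other genes gave p = 0.123; in an exact permutation of the 6 libraries into groups of 3, a median as large came from 1 of the 10 splits, the real one, and 10 splits cannot reach 0.05. In those labelled Plcg1−/−Plcg2+/+ the median was −0.34, with 94 genes lower, and in Plcg1+/+Plcg2−/− ones it was −0.18, with 89 genes lower. Between those labelled Plcg1−/−Plcg2−/− and Plcg1−/−Plcg2+/+ the median of the list differed by −0.10. In CLPs labelled Plcg1−/−Plcg2−/− the median was −0.28, with 89 genes lower, which camera gave p = 0.204 and the exact permutation reached in 4 of the 10 splits. It was −0.27 in CLPs labelled Plcg1−/−Plcg2+/+, with 94 genes lower, and −0.28 in Plcg1+/+Plcg2−/− CLPs, with 88 lower.

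**Figure D3:**
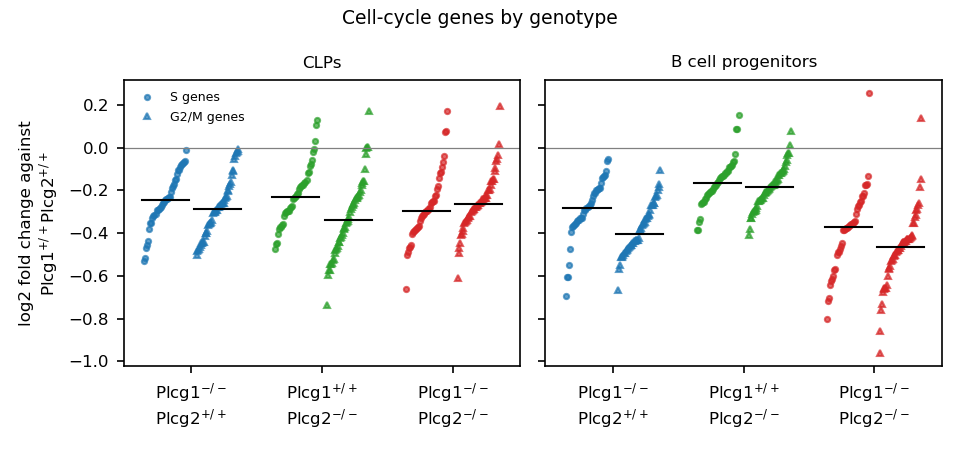
Log2 fold change against Plcg1+/+Plcg2+/+ of each S gene (circles) and G2/M gene (triangles) in CLPs (left) and B cell progenitors (right), with the genotype on the x axis. Genes are sorted by value within a group and the black lines are medians, which in Plcg1−/−Plcg2−/− B cell progenitors were −0.37 for the 42 S genes and −0.46 for the 52 G2/M genes.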

The cell-cycle pathway was also strongly downregulated as many cell cycle-related genes were significantly reduced in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ B cell progenitors (Fig. 4f). In addition, the expression of genes related to cell apoptosis was altered in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, B cell progenitors (Fig. 4g), suggesting modest activation of “cell death” process (although this did not reach statistical significant). 

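Fig. 4g lists 74 genes related to apoptosis, 37 drawn as reduced and 37 as raised. All 74 moved in the drawn direction in B cell progenitors labelled Plcg1−/−Plcg2−/−, 71 had an unadjusted p of at most 0.05, and 16 were past the adjusted threshold, 11 lower and 5 higher. There were 51 past it with the replicate number as a block, and 44 with DESeq2 on the same libraries. The paper chose these genes from these libraries, so the shared direction is not independent of that choice. The median log2 fold change was −1.17 for the reduced genes and 0.96 for the raised ones. The lowest was that of Irs1, on chromosome 1 from 82233105 to 82291439, from 8.13 ± 2.77 to 0.545 ± 0.430 normalized CPM (SD, n = 3 each), at −4.06 (standard error 0.73, adjusted p = 0.0233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest was that of C1qa, from 3.50 ± 1.94 to 10.6 ± 3.99 normalized CPM (SD, n = 3 each), at 1.57 (standard error 0.45, adjusted p = 0.166 from the same test).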

Of note, the expression of B cell lineage specification factors, such as E2A, EBF1 and Pax5^51^, and Raptor and Rictor was not significantly altered in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^, relative to *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, B cell progenitors (RNA-seq data in the GEO database: GSE89352). 

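Tcf3, which encodes E2A, had 740.5 ± 343 normalized CPM in B cell progenitors labelled Plcg1−/−Plcg2−/− against 1106 ± 124 in Plcg1+/+Plcg2+/+ ones (SD, n = 3 each), a log2 fold change of −0.58 (standard error 0.34, adjusted p = 0.508 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ebf1 had a log2 fold change of −0.18 (standard error 0.53, adjusted p = 0.911 from the same test) and ranged from 179 to 929 normalized CPM between the 3 Plcg1−/−Plcg2−/− mice. Pax5 fell from 184 ± 30.8 to 105 ± 49.5 normalized CPM (SD, n = 3 each), a log2 fold change of −0.80 (standard error 0.34, unadjusted p = 0.0375, adjusted p = 0.368 from edgeR's test). Every Plcg1−/−Plcg2−/− library had less Pax5 than every Plcg1+/+Plcg2+/+ library. With the replicate number as a block, Pax5 was past the threshold at −0.89 (adjusted p = 0.0350 from edgeR's test), Tcf3 was at −0.70 (adjusted p = 0.0887 from edgeR's test), and Ebf1, Rptor and Rictor were not past it. Rptor and Rictor, which encode Raptor and Rictor, had log2 fold changes of 0.26 and −0.14 (standard errors 0.25 and 0.14, adjusted p = 0.687 and 0.688 from edgeR's test).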

A bar plot summarizing top activated and inhibited pathways in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ pro-B cells was shown (Supplementary Fig. 7a). In addition, the reduction of some of the top listed genes was confirmed by quantitative real-time PCR (qRT-PCR) (Supplementary Fig. 7b). 

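The 6 genes measured by qRT-PCR were all lower by RNA-seq in B cell progenitors labelled Plcg1−/−Plcg2−/−, and in each of them every Plcg1−/−Plcg2−/− library was below every Plcg1+/+Plcg2+/+ library. The paper took them from the top genes of its heat maps of these same libraries, so their direction here is not an independent result. Irf4 fell from 645 ± 129 to 111 ± 37.9 normalized CPM (SD, n = 3 each), a log2 fold change of −2.53 (standard error 0.47, adjusted p = 0.0271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ikzf3 fell from 251 ± 76.8 to 60.1 ± 19.5 normalized CPM (SD, n = 3 each), a log2 fold change of −2.08 (standard error 0.38, adjusted p = 0.0233 from the same test). Rasgrp1 had a log2 fold change of −2.67 (adjusted p = 0.0271 from edgeR's test) and Cd2 one of −1.95 (adjusted p = 0.0386 from edgeR's test). Rsph1 had a log2 fold change of −1.15 and was the gene of the 6 that was not past the threshold (standard error 0.43, adjusted p = 0.298 from edgeR's test). Fmn2 fell from 18.9 ± 3.75 to 3.02 ± 1.22 normalized CPM (SD, n = 3 each). The qRT-PCR values themselves are not analysed here.

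**Figure D4:**
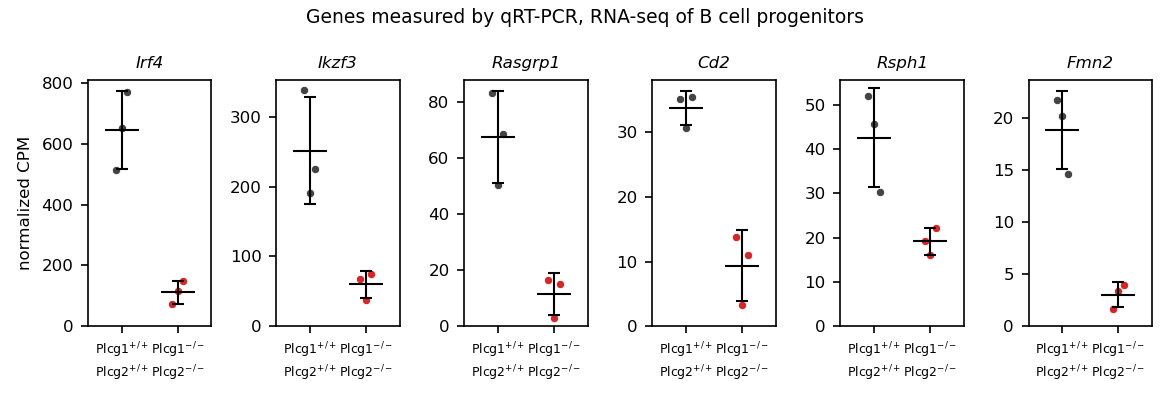
Normalized CPM of the 6 genes in B cell progenitors of both genotypes on the x axis. Points are single mice, and the horizontal mark and bar are the mean ± SD of 3 mice. The highest Plcg1−/−Plcg2−/− value of Irf4 was 148 normalized CPM and its lowest Plcg1+/+Plcg2+/+ value was 513.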

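Whether the effect of the double deficiency differs between CLPs and B cell progenitors was tested for each of 17212 genes in one fit of all 24 libraries, as the difference between both log2 fold changes. At the adjusted threshold 0 genes differed, and 235 had an unadjusted p of at most 0.05, 116 higher and 119 lower in B cell progenitors. With the mouse as a replicate block the count at the adjusted threshold was again 0. The genes that Fig. 4d draws as reduced in B cell progenitors were all lower in CLPs labelled Plcg1−/−Plcg2−/− too, with a median log2 fold change of −0.80. The cell-cycle genes of Fig. 4f had a median of −0.41 there, with all 34 lower. Of those drawn as raised in B cell progenitors, 8 of the 11 of Fig. 4d and 33 of the 37 of Fig. 4g were higher in these CLPs, with medians of 0.74 and 0.46, while 2 of the 3 of Fig. 4e were lower, with a median of −0.12. Il7r had a log2 fold change of −0.46 in B cell progenitors (standard error 0.44, adjusted p = 0.681 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).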

Taken together, these findings demonstrate that the PLCγ-dependent pathway does not control the B cell commitment/priming but directs gene expression to mediate IL-7-induced cell-cycle progression, differentiation and, possibly, survival during early B cell lymphopoiesis.

### The PLCγ pathway supports IL-7-mediated metabolism

Cell proliferation is associated with cellular metabolism changes and the mechanistic target of rapamycin (mTOR) signaling pathway that controls cell metabolism^52^. We also examined the role of the PLCγ pathway in IL-7-mediated mitochondrial respiration by real-time measurement of the rate of oxygen consumption (OCR). Basal OCR level was established followed by sequential addition of the mitochondrial function modulators, oligomycin, FCCP, and antimycin A. U73122-treated or edelfosine-treated B cell progenitors exhibited a marked reduction of IL-7-mediated basal, uncoupled (proton leak), and maximal OCR compared to the control cells without inhibitor treatment (Fig. 5a). As controls, CP-690550 markedly reduced IL-7-mediated basal, uncoupled, and maximal OCR (Fig. 5a). We next examined the role of the PLCγ pathway in IL-7-mediated glycolysis by real-time measurement of the rate of extracellular acidification (ECAR). Basal ECAR level was established following sequential addition of oligomycin, FCCP, and antimycin A. U73122 or edelfosine, similar to CP-690550, reduced IL-7-mediated basal, uncoupled, and maximal ECAR in B cell progenitors compared to the control cells without inhibitor treatment (Fig. 5b). Therefore, inhibition of the PLCγ pathway impairs IL-7-mediated metabolism of in vitro-expanded B cell progenitors.

**Fig. 5:**
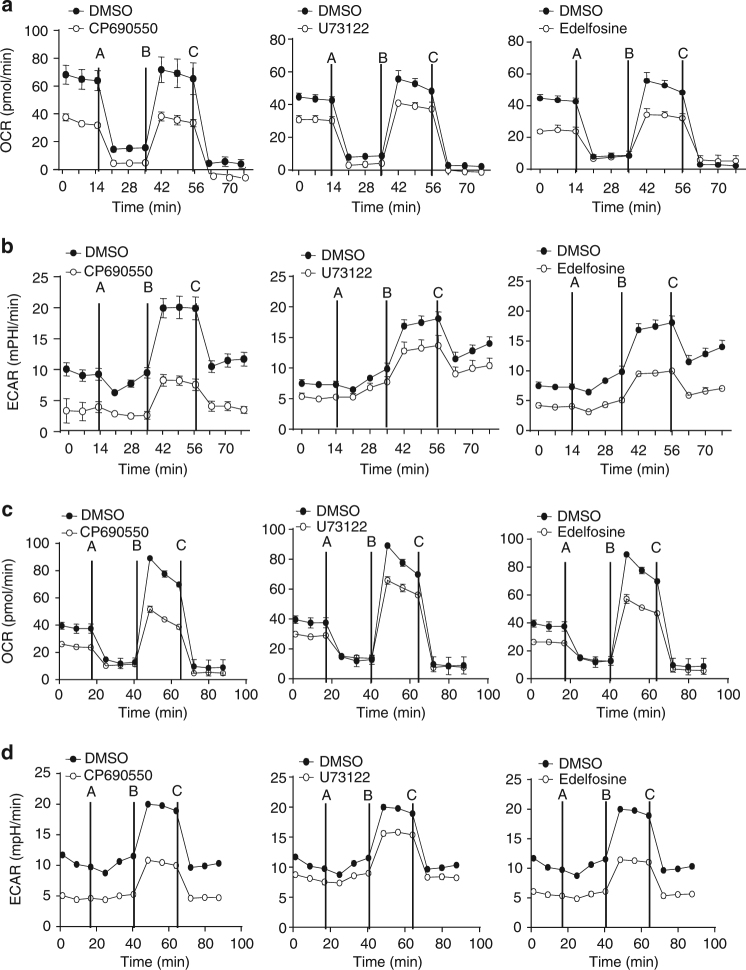
Inhibition of the PLCγ pathway impairs IL-7-mediated metabolism of B cell progenitors. **a**, **b** BM^−^derived Rag1-deficient B cell progenitors were cultured with IL-7 plus DMSO, CP690550, U73122, or edelfosine. **c**, **d** B220^+^IgM^−^IL-7R^+^ B cell progenitors were sorted from wild-type mice and cultured without IL-7 (medium) or with IL-7 plus DMSO, CP690550, U73122, or edelfosine. After measuring basal OCR (**a**, **c**) and ECAR (**b**, **d**), oligomycin A (A), FCCP (B), and antimycin (C) were sequentially added. Error bars show ± SEM. Data shown are obtained from 5 (**a**, **b**) and 3 (**c**, **d**) independent experimentsED: On your figures please ensure all instances of PLCy refer to proteins, and <Emphasis Type="Italic">Plcg</Emphasis> is used to refer to the gene.

Further, we examined the effect of inhibition of the PLCγ pathway on IL-7-mediated metabolism of unexpanded B cell progenitors. IL-7R^+^ B cell progenitors were sorted from wild-type mice, incubated with IL-7 plus DMSO or the inhibitors, and then subjected to OCR and ECAR measurement. U73122 or edelfosine markedly reduced IL-7-mediated basal and maximal OCR in unexpanded B cell progenitors compared to the control cells in the absence of any inhibitor (Fig. 5c). CP-690550 markedly reduced IL-7-mediated basal and maximal OCR in these B cell progenitors (Fig. 5c). Similar to CP-690550, U73122 or edelfosine reduced IL-7-mediated basal, uncoupled, and maximal ECAR in unexpanded B cell progenitors compared to the control cells without inhibitor treatment (Fig. 5d). In addition, manoalide reduced both IL-7-mediated basal, uncoupled, and maximal OCR and ECAR in unexpanded B cell progenitors (Supplementary Fig. 8). Therefore, inhibition of the PLCγ pathway impairs IL-7-mediated metabolism of B cell progenitors without in vitro expansion.

### The PLCγ pathway controls IL-7-induced mTOR activation

To provide biochemical evidence demonstrating that the PLCγ pathway is involved in IL-7R signaling, we examined activation of PLCγ1 and PLCγ2 by IL-7 stimulation in B cell progenitors. *Rag1*-deficient pro-B cells lack the pre-BCR, excluding any potential interference of the pre-BCR with IL-7R signaling. Rag1-deficient pro-B cells express IL-7R, can be readily expanded in vitro, and thus are particularly suitable for the study of IL-7-mediated signaling and functions. Pro-B cells were derived from *Rag1*-deficient BM after co-culture with OP9 cells and IL-7. In these B cell progenitors, IL-7 stimulation activated both PLCγ1 and PLCγ2 as measured by protein tyrosine phosphorylation (Fig. 6a). In addition, IL-7 stimulation activated the two downstream molecules, PKC and Ca^2+^, of the PLCγ pathway. Prolonged and constant IL-7 treatment elevated the level of intracellular free Ca^2+^, a consequence of IP_3_ production (Supplementary Fig. 9a, b). Further, IL-7 stimulation activated phosphorylation of ribosomal protein S6, S6 kinase (S6K), and mTOR itself, indicators of mTOR activation (Fig. 6b). As expected, IL-7 stimulation activated tyrosine phosphorylation of Stat5 (Fig. 6b). Thus, in addition to Stat5, both PLCγ and mTOR are biochemically activated by IL-7 stimulation in B cell progenitors.

**Fig. 6:**
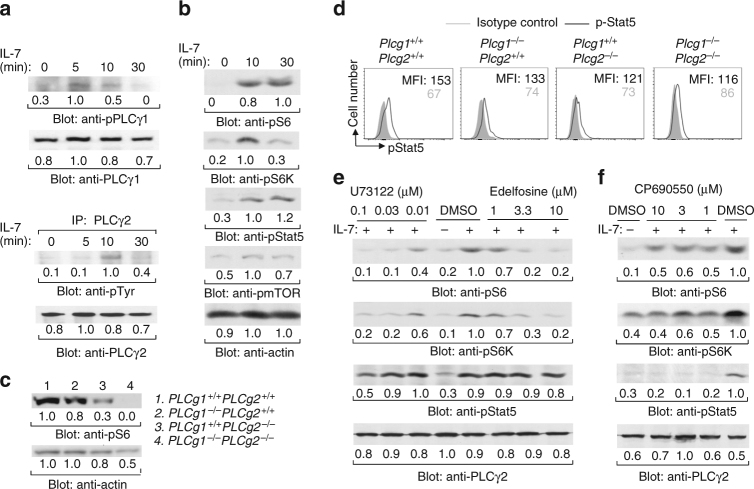
Inhibition of the PLCγ pathway impairs IL-7-induced mTOR activation. **a** PLCγ1 and PLCγ2 are phosphorylated upon IL-7 stimulation. Pro-B cells derived from *Rag1*-deficient mice were stimulated with IL-7. Cell lysates were subjected to western blot analysis (upper). Cell lysates were immunoprecipitated (IP) with anti-PLCγ2 antibodies and precipitated proteins were immunoblotted with the indicated antibodies (lower). **b** IL-7 stimulation activates the mTOR pathway. Pro-B cells derived from Rag1-deficient mice were stimulated with IL-7 and cell lysates were subjected to western blot analysis. **c** PLCγ1/PLCγ2 double deficiency impairs mTOR activation. YFP^+^CD45.2^+^ pre-pro-B cells (fraction A) were sorted from the indicated BM transplantation recipients and cell lysates were subjected to western blot analysis. **d** PLCγ1/PLCγ2 double deficiency does not affect Stat5 activation. BM cells from the indicated recipients were stained with anti-B220 and anti-CD43 antibodies, followed by intracellular staining with anti-phosphor-Stat5 (pStat5) antibodies or isotype controls. Numbers indicate the mean fluorescent intensity (MFI) of B220^+^CD43^+^ cells of pStat5 (black) or isotype controls (gray) staining. **e**, **f** Inhibition of the PLCγ pathway or Jak3 impairs IL-7-induced activation of mTOR. Pro-B cells derived from *Rag1*-deficient BM were pre-treated with DMSO, U73122, edelfosine, or CP-690550; and then stimulated with IL-7. Cell lysates were subjected to western blot analysis. The number beneath each band in the western blot indicates the relative intensity of the corresponding band. Data shown are representative of 3 (**a**, **b**, **d**), 4 (**c**), 5 (**e**), and 3 (**f**) independent experiments

The mTOR signaling pathway controls cell metabolism. We found that the PLCγ pathway was important for the regulation of cellular metabolism (Fig. 5). These observations raise the question whether the PLCγ pathway is linked to mTOR activation. Therefore, we examined the role of PLCγ1 and PLCγ2 in mTOR activation in B cell progenitors. Owing to the scarcity of the remaining PLCγ1/PLCγ2 double-deficient B cell progenitors, we were only able to examine the basal level of S6 phosphorylation in these mutant progenitors. The pre-pro-B cells (YFP^+^CD45.2^+^B220^+^CD43^+^CD24^−^) were sorted from *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ mice, and direct western blot analysis showed that the basal level of S6 phosphorylation was markedly decreased in *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ relative to the corresponding *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^/*+*/*+*^, or *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^ B cell progenitors (Fig. 6c). In contrast, phospho-flow cytometry showed that the basal level of Stat5 phosphorylation was comparable among *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, and *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ pre-pro-B cells (Fig. 6d). These data show that PLCγ1/PLCγ2 double deficiency impairs mTOR activation in B cell progenitors.

To further demonstrate that the PLCγ pathway regulates mTOR activation by IL-7 stimulation, we examined the effect of inhibition of this pathway on IL-7-induced activation of mTOR in B cell progenitors without the pre-BCR. Pro-B cells were derived from *Rag1*-deficient BM cells. Pre-treatment of these progenitors with U73122 reduced IL-7-induced phosphorylation of S6 and S6K compared with the control without inhibitor pre-treatment (Fig. 6e). Of note, U73122 pre-treatment had no effect on IL-7-induced phosphorylation of Stat5 in these B cell progenitors (Fig. 6e). As a control, CP-690550 reduced IL-7-induced phosphorylation of S6, S6K, and Stat5 in these B cell progenitors (Fig. 6f). In addition, manoalide reduced IL-7-induced phosphorylation of S6 compared to the control without inhibitor pre-treatment (Supplementary Fig. 10a). In contrast, manoalide treatment had no effect on IL-7-induced phosphorylation of Stat5 in B cell progenitors (Supplementary Fig. 10a). Of note, U73122 or edelfosine inhibited BCR-induced Ca^2+^ flux in splenic mature B cells (Supplementary Fig. 10b), demonstrating these inhibitors could directly blocked the activity of PLCγs. Thus, inhibition of the PLCγ pathway impairs IL-7-induced mTOR but not Stat5 activation, demonstrating that the PLCγ pathway functions upstream of mTOR activation during IL-7 signaling.

### The DAG/PKC pathway controls IL-7-induced mTOR activation

To further confirm that the PLCγ pathway functions upstream of IL-7-induced mTOR activation, we examined the roles of its two downstream cascades, the DAG/PKC-dependent and IP_3_/Ca^2+^-dependent pathways, in IL-7-mediated mTOR activation in B cell progenitors. Pro-B cells derived from Rag1-deficient BM cells were pre-treated with the PKC inhibitor Go6976 or/and the membrane permeable Ca^2+^ chelator BAPTA. Go6976 or Go6976 plus BAPTA but not BAPTA alone completely inhibited IL-7-induced phosphorylation of S6 and S6K compared with the control without an inhibitor (Fig. 7a). However, Go6976 or Go6976 plus BAPTA had little effect on IL-7-induced phosphorylation of Stat5 in these B cell progenitors (Fig. 7a). Thus, inhibition of the PKC but not the Ca^2+^ pathway impairs mTOR activation by IL-7.

**Fig. 7:**
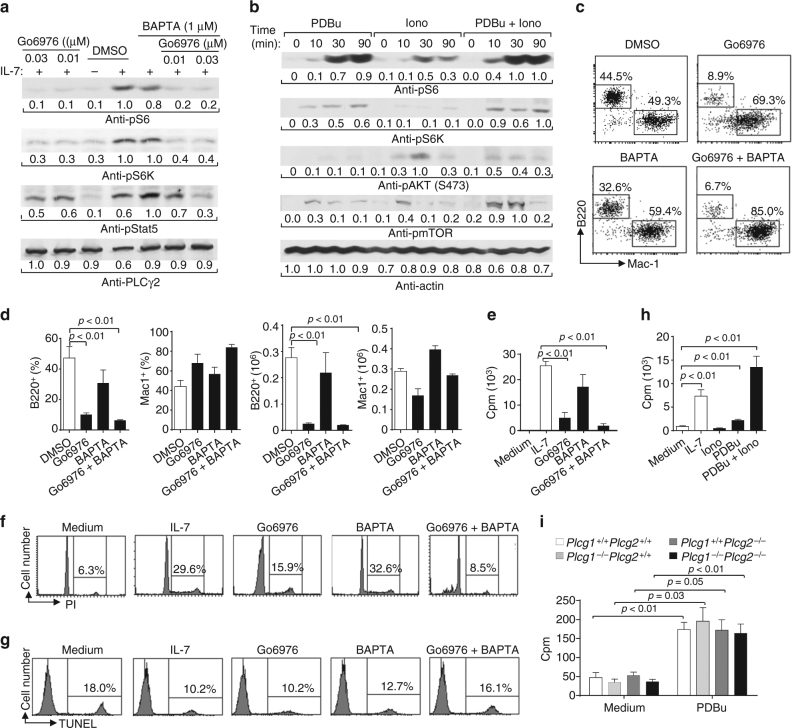
A major role of the DAG/PKC-dependent pathway in IL-7-mediated mTOR activation and functions. **a** Inhibition of the PKC pathway impairs IL-7-induced mTOR activation. Pro-B cells derived from Rag1-deficient BM were pre-treated with DMSO, Go6976, BAPTA, or Go6976 plus BAPTA, and stimulated with IL-7. Cell lysates were subjected to western blot analysis. **b** The PKC pathway activates mTOR in pro-B cells. Pro-B cells derived from Rag1-deficient BM were starved and stimulated with PDBu, ionomycin, or both. Cell lysates were subjected to western blot analysis. **c**, **d** Inhibition of the PKC pathway impairs IL-7-dependent B cell production. Lin^−^ BM cells from wild-type mice were cultured on OP9 cells plus IL-7 for 1 day and then were treated with DMSO, Go6976, or Go6976 plus BAPTA. Numbers indicate percentages of B220^+^ and Mac-1^+^ cells in the gated live cells (**c**). Bar graphs show the percentages and numbers of B220^+^ and Mac-1^+^ cells (**d**). **e**–**g** Inhibition of the PKC pathway impairs IL-7-mediated B cell progenitor proliferation but not survival. Pro-B cells derived from Rag1-deficient BM were cultured without IL-7 (medium) or with IL-7 plus DMSO, Go6976 or Go6976, and BAPTA. Cell proliferation was determined by [^3^H] thymidine incorporation (**e**), cell-cycle analysis was performed by PI staining (**f**), and cell survival was measured by TUNEL staining (**g**). **h** PKC pathway activation induces B cell progenitor proliferation. Pro-B cells derived from Rag1-deficient BM were cultured without IL-7 (medium) or with IL-7, ionomycin (Iono), PDBu, or PDBu plus iono. Cell proliferation was determined by [^3^H] thymidine incorporation. **i** YFP^+^CD45.2^+^B220^+^CD43^+^CD24^+^ B cell progenitors were sorted from the congenic wild-type CD45.1^+^ recipients received *Plcg1* ^*+*/*+*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*−*/*−*^ *Plcg2* ^*+*/*+*^, *Plcg1* ^*+*/*+*^ *Plcg2* ^*−*/*−*^, or *Plcg1* ^*−*/*−*^ *Plcg2* ^*−*/*−*^ BM, and cultured with or without PDBu. Cell proliferation was determined by [^3^H] thymidine incorporation. The number beneath each band in the western blot indicates the relative intensity of the corresponding band. Error bars show ± SEM. Data shown are obtained from or representative of 3 (**a**–**d**, **f**, **g**), 4 (**i**), and 6 (**e**, **h**) independent experiments

To further investigate the roles of the DAG/PKC-dependent and IP_3_/Ca^2+^-dependent pathways in mTOR activation, we examined the effect of the PKC agonist phorbol 12,13-dibutyrate (PDBu) and the Ca^2+^ ionophore ionomycin on the phosphorylation of S6 and S6K in B cell progenitors. Pro-B cells derived from Rag1-deficient BM cells were stimulated with PDBu or/and ionomycin. PDBu or PDBu plus ionomycin markedly and ionomycin alone slightly induced phosphorylation of S6 and S6K (Fig. 7b). In addition, PDBu, PDBu plus ionomycin or ionomycin alone induced phosphorylation of mTOR itself (Fig. 7b). Of note, PDBu barely and ionomycin or PDBu plus ionomycin slightly induced Akt phosphorylation at S473 (Fig. 7b), whereas PDBu, ionomycin, or PDBu plus ionomycin barely induced Akt phosphorylation at T308 (Supplementary Fig. 11), indicating that PDBu might activate the mTOR pathway independently of Akt. Thus, the PKC pathway by itself can largely activate mTOR, whereas the Ca^2+^ pathway may contribute to mTOR activation in B cell progenitors.

### The DAG/PKC pathway directs IL-7-induced cell proliferation

To further investigate the roles of the DAG/PKC-dependent and IP_3_/Ca^2+^-dependent pathways in IL-7-mediated function, we examined the effect of inhibition of one or both of these two downstream cascades on IL-7-mediated functions in B cell progenitors. We found that Go6976 or Go6976 plus BAPTA blocked the development of wild-type BM progenitors into B cells but not Mac1^+^ myeloid cells following IL-7-mediated co-culture on OP9 cells (Fig. 7c, d). In contrast, BAPTA itself had little effect on IL-7-mediated B cell development in vitro (Fig. 7c, d).

Further, the cultured cells were subjected to staining with a combination of anti-B220, anti-CD43, anti-BP-1, and anti-CD24. Go6976 or Go6976 plus BAPTA but not BAPTA itself markedly increased the percentages of pre-pro-B cells (fraction A) and markedly decreased the percentages of late pro-B/early pre-B cells (fraction C/C′) (Supplementary Fig. 12a, b). In addition, Go6976 or Go6976 plus BAPTA but not BAPTA itself reduced the numbers of pre-pro-B cells (fraction A), markedly decreased the numbers of early pro-B (fraction B) and completely diminished the numbers of late pro-B/early pre-B cells (fraction C/C′) (Supplementary Fig. 12c). Thus, inhibition of PKC, but not chelation of Ca^2+^, prevents IL-7-mediated B cell production in vitro mainly at the pre-pro-B stage.

Consistently, Go6976 but not BAPTA markedly reduced the rate of IL-7-induced ^3^H-thymidine incorporation of OP9 co-culture-derived Rag1-deficient B cell progenitors (Fig. 7e). Of note, Go6976 plus BAPTA further decreased the rate of IL-7-induced ^3^H-thymidine incorporation of B cell progenitors (Fig. 7e). PI staining analysis found that IL-7 promoted the entry of B cell progenitors derived from OP9 co-culture into S and G2/M phases and Go6976, but not BAPTA, markedly inhibited IL-7-induced cell-cycle progress of these B cell progenitors (Fig. 7f). Again, Go6976 plus BAPTA further blocked IL-7-induced cell-cycle progress of these B cell progenitors (Fig. 7f). However, the TUNEL assay revealed that Go6976 or BAPTA had no effect on IL-7-mediated survival of B cell progenitors compared with the control cells without inhibitor treatment (Fig. 7g). Moreover, Go6976, but not BAPTA, blocked IL-7-induced cell-cycle progression of unexpanded B cell progenitors (Supplementary Fig. 13a). Go6976 or BAPTA inhibited IL-7-mediated survival of unexpanded B cell progenitors compared to vesicle-treated control cells (Supplementary Fig. 13b). Thus, inhibition of PKC, but not chelation of Ca^2+^, markedly impedes, whereas inhibition of both pathways completely blocks IL-7-induced proliferation of expanded B cell progenitors. Inhibition of either pathway has no effect on IL-7-mediated survival of expanded B cell progenitors. However, inhibition of PKC, but not chelation of Ca^2+^, blocks IL-7-induced proliferation of unexpanded B cell progenitors, whereas inhibition of either pathway impairs IL-7-mediated survival of unexpanded B cell progenitors.

Moreover, the PKC agonist PDBu but not the Ca^2+^ ionophore ionomycin clearly induced ^3^H-thymidine incorporation of BM-derived *Rag1*-deficient pro-B cells (Fig. 7h). PDBu and ionomycin together markedly induced ^3^H-thymidine incorporation of the pro-B cells (Fig. 7h). Importantly, PDBu induced ^3^H-thymidine incorporation in PLCγ1/PLCγ2 double-deficient B cell progenitors to the same extent as it did in control cells (Fig. 7i). Thus, activation of the PKC-dependent but not the Ca^2+^-dependent pathway can induce proliferation of B cell progenitors, whereas activation of both pathways further enhances B cell progenitor proliferation. Activation of the PKC-dependent pathway can overcome PLCγ1/2 double deficiency to induce cell proliferation independent of IL-7. Taken together, these data demonstrate that the PKC-dependent pathway has a major role in IL-7-mediated development of B progenitors.

### PKC-dependent mTOR activation in early B cell development

Many receptors normally activate mTOR through the PI3K/Akt/Tsc/Rheb pathway^53^. Rheb (Ras homolog enriched in brain) is a GTPase that activates mTOR. The tuberous sclerosis 1 (Tsc1) and Tsc2 complex functions as a GTPase activating protein (GAP) that directly inhibits the Rheb activation. Typically, activated Akt phosphorylates Tsc2, resulting in the dissociation and functional inactivation of the Tsc1/2 complex and subsequent Rheb/mTOR activation. However, we found that PDBu induced mTOR activation without Akt activation in pro-B cells (Fig. 7b), suggesting that IL-7/PKC might activate the mTOR pathway independently of the Akt/Tsc/Rheb pathway. Thus, we examined the effect of the AKT inhibitor MK-2206 on IL-7-induced B cell production from Lin^−^ BM progenitors in vitro. In the presence of MK-2206, wild-type BM progenitors mainly developed into B cells with some myeloid cells following IL-7-mediated co-culture with OP9 cells, similar to control progenitors in the absence of the inhibitor (Fig. 8a). Thus, inhibition of AKT fails to block IL-7-dependent B cell production.

**Fig. 8:**
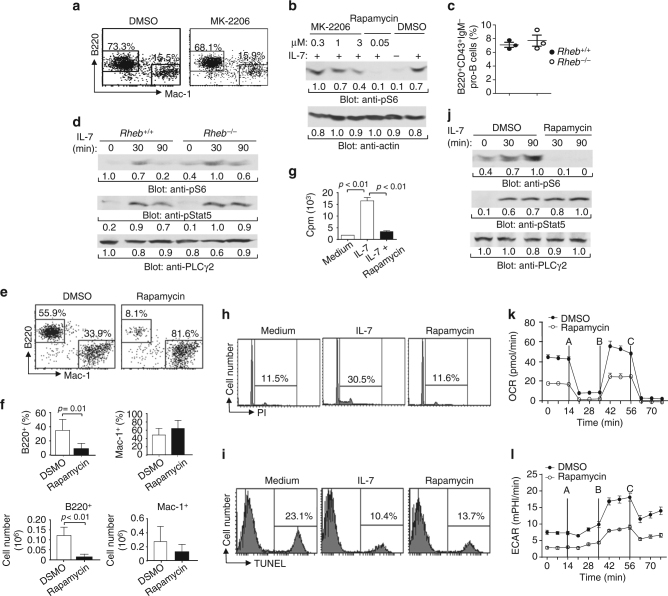
IL-7-mediated mTOR activation is Akt/Tsc/Rheb pathway-independent. **a** AKT inhibition does not affect IL-7-dependent B cell production. Wild-type Lin^−^ BM cells were cultured on OP9 cells plus IL-7 for 1 day and then treated with DMSO or MK-2206. Numbers indicate percentages of B220^+^ and Mac-1^+^ cells in the gated live cells. **b** AKT inhibition does not block S6 phosphorylation. Pro-B cells derived from *Rag1*-deficient BM were pre-treated with DMSO, MK-2206 or rapamycin for 10 min and then stimulated with IL-7 for 90 min. Cell lysates were subjected to Western analysis. **c** Rheb deficiency does not affect early B cell development. The percentages of pro-B cells in the gated BM B220^+^ cells of *Rheb* ^+/+^ and *Rheb* ^*−*/*−*^ mice. **d** IL-7-induced mTOR activation is Rheb-independent. Pro-B cells derived from *Rheb* ^+/+^ and *Rheb* ^*−*/*−*^ BM were stimulated with IL-7. Cell lysates were subjected to western analysis. **e**, **f** mTOR pathway inhibition impairs IL-7-dependent B cell production. Wild-type Lin^−^ BM cells were cultured on OP9 cells plus IL-7 for 1 day and then treated with DMSO or rapamycin. Numbers indicate percentages of B220^+^ and Mac-1^+^ cells in the gated live cells (**e**). Bar graphs show the percentages and numbers of B220^+^ and Mac-1^+^ cells (**f**). **g**–**i** mTOR pathway inhibition blocks or partially impairs IL-7-mediated B cell progenitor proliferation or survival, respectively. Pro-B cells derived from Rag1-deficient BM were cultured without IL-7 (medium) or with IL-7 plus DMSO or rapamycin. Cell proliferation was determined by [^3^H] thymidine incorporation (**g**), cell-cycle analysis was performed by PI staining **h**, and cell survival was measured by TUNEL staining (**i**). **j**–**l** mTOR inhibition impairs IL-7-mediated S6 phosphorylation and metabolism in B cell progenitors. Pro-B cells derived from Rag1-deficient BM were stimulated with IL-7 plus or minus rapamycin. Cell lysates were subjected to western analysis (**j**). These pro-B cells were cultured with IL-7 plus DMSO or rapamycin. After basal OCR (**k**) and ECAR (**l**) measurement, oligomycin A (A), FCCP (B), and antimycin (C) were sequentially added. Error bars show ± SEM. Data shown are obtained from or representative of 2 (**a**, **b**, **d**), 3 (**c**), 5 (**e**, **f**, **k**, **l**), 6 (**g**, **j**), and 7 (**h**, **i**) independent experiments

Further, we examined the effect of MK-2206 on IL-7-mediated mTOR activation. Two relatively lower concentrations of MK-2206 failed to block IL-7-induced S6 phosphorylation in pro-B cells derived from Rag1-deficient BM (Fig. 8b), but markedly impaired BCR-mediated mTOR activation in splenic B cells (Supplementary Fig. 14). In contrast, rapamycin blocked IL-7-induced S6 phosphorylation (Fig. 8b). Thus, inhibition of AKT fails to block IL-7-induced mTOR activation.

To further examine the role of IL-7-mediated mTOR activation by the Akt/Tsc/Rheb pathway, we examined the effect of Rheb deficiency on B cell development. In BM, the populations of total B220^+^ B cells as well as pro- (B220^+^CD43^+^), pro/pre- (B220^+^IgM^−^), immature (B220^+^IgM^+^), and mature (B220^hi^IgM^+^) B cells were normal in *Rheb*-deficient relative to wild-type mice (Fig. 8c; Supplementary Fig. 15a, b). In addition, within the B220^+^CD43^+^ cells, Rheb-deficient relative to wild-type mice displayed slightly decreased percentages of pre-pro-B (fraction A), normal percentages of early pro-B (fraction B), and increased percentages of late pro-B/early pre-B (fraction C/C′) cells (Supplementary Fig. 15c). Compared to wild-type mice, Rheb-deficient mice had normal numbers of pre-pro-B and pro-B and increased numbers of late pro-B/early pre-B cells (Supplementary Fig. 15d). Thus, Rheb deficiency does not affect IL-7-mediated pre-pro-B to early pro-B transition.

We also examined the effect of Rheb deficiency on IL-7-mediated mTOR activation. Pro-B cells were derived from Rheb-deficient BM cells through co-culture with OP9 cells. IL-7-induced phosphorylation of S6 was comparable between Rheb-deficient and wild-type pro-B cells (Fig. 8d). In contrast, BCR-induced phosphorylation of S6 was abolished in Rheb-deficient relative to wild-type splenic B cells (Supplementary Fig. 16). These data demonstrate that Rheb is required for BCR-induced mTOR activation in peripheral B cells, but not required for IL-7-induced mTOR activation in B cell progenitors. Thus, IL-7 activates mTOR through the PLCγ/PKC pathway, independently of the conventional Akt/Tsc/Rheb pathway. The Akt/Tsc/Rheb pathway is not required for IL-7R-mediated early B cell development.

We investigated whether mTOR activation by IL-7 through the PLCγ pathway is critical for early B cell development. To this end, we examined the effect of the mTOR inhibitor rapamycin on IL-7-mediated functions. Rapamycin inhibited wild-type Lin^−^ BM progenitors from developing into B but not myeloid cells in response to IL-7 on OP9 cells (Fig. 8e, f). Rapamycin also blocked IL-7-induced ^3^H-thymidine incorporation of B cell progenitors derived from BM as compared with the control cells in the absence of the inhibitor (Fig. 8g). Further, PI staining analysis demonstrated that rapamycin blocked IL-7-induced entry of these B cell progenitors into S and G2/M phases (Fig. 8h). In contrast, the TUNEL assay revealed that rapamycin barely increased the population of apoptotic cells in IL-7-cultured B cell progenitors as compared to the control cells without the inhibitor (Fig. 8i). Moreover, rapamycin blocked IL-7-induced S6 phosphorylation, but not Stat5 phosphorylation in pro-B cells derived from Rag1-deficient BM (Fig. 8j). Finally, rapamycin markedly reduced IL-7-mediated basal, uncoupled, and maximal OCR and ECAR (Fig. 8k, l). These data demonstrate that inhibition of mTOR activation blocks IL-7-mediated B cell production, proliferation, and metabolism. Taken together, we conclude that PLCγ/PKC but not Akt/Tsc/Rheb pathway-dependent activation of mTOR is essential for IL-7-mediated early B cell development.

## Discussion

It is known that PLCγ1 and PLCγ2 have distinct functions and have an important role in TCR and BCR-mediated T and B cell maturation and function, respectively^37, 43^. However, due to a potential redundant role of the two PLCγs, the biological function of this important pathway is not fully understood. For example, the role of the PLCγ pathway in regulating the biological functions of cytokines is unknown, although erythropoietin (Epo) or macrophage colony-stimulating factor (M-CSF) induce tyrosine phosphorylation of both PLCγ1 and PLCγ2^54, 55^. Our current study for the first time demonstrates that PLCγ1 and PLCγ2 have overlapping functions and both participate in IL-7 signaling, revealing a critical but as yet unknown role of the PLCγ pathway in IL-7-mediated early lymphopoiesis. Signals emanating from the IL-7R control the differentiation of CLPs into pro-B cells, the proliferation and survival of pro-B cells, the rearrangement of IgH gene, and the expansion of pre-B cells^6, 8, 9, 47, 56^. The Jak1/Jak3/Stat5 pathway has a critical role in controlling these IL-7-mediated functions^21–23^. Importantly, our findings demonstrate that the PLCγ pathway directs IL-7-controlled early B cell development independently of the Stat5 pathway. However, a previous study has shown that a constitutively active Stat5 can partially restore pro-B cell expansion in IL-7R-deficient mice^57^, whereas our current data indicate that IL-7-induced activation of Stat5 is not sufficient to drive early B cell development in the absence of PLCγ activation. This discrepancy could be due to many differences, such as amplitude and kinetics, between IL-7-induced Stat5 activation and constitutive Stat5 activation. Taken together, all evidence supports the notion that the Stat5 pathway and the PLCγ pathway are individually necessary but not sufficient to fully drive IL-7-mediated early B cell development.

In addition to the IL-7R, the pre-BCR also controls early B cell lymphopoiesis^3, 47^. Given the fact that both PLCγs are important for antigen receptor-mediated function^37, 43^, it is possible that both PLCγ1 and PLCγ2 are required for pre-BCR-mediated expansion of pre-B cells^1–3^. Disruption of pre-BCR function arrests B cell development at the late pro- and pre-B cell (fraction C/C′) stage^5^. However, we found that PLCγ1/PLCγ2 double deficiency, similar to that of IL-7 or IL-7R, blocked B cell development at the early pre-pro-B (fraction A) stage, reduced the numbers of all subsets of DN thymocytes, and decreased the numbers of CLPs^7, 48–50, 58^. The similarities between the effect of PLCγ1/PLCγ2 double deficiency and that of IL-7 or IL-7R deficiency on early B and T cell development supports the notion that both PLCγ1 and PLCγ2 participate in IL-7-mediated function. We find that PLCγ1/PLCγ2 double deficiency disrupts IL-7 function, arresting B cell development at the pre-pro-B cell stage and thus leading to the loss of pro-B cells. *Rag1* deficiency disrupts pre-BCR expression and prohibits pre-BCR-mediated expansion of pre-B cells, arresting B cell development at the pro-B cell stage. Both pre-pro- and pro-B cells respond to the IL-7 stimulation, although their responses might have subtle differences. Nonetheless, *Rag1*-deficient pro-B cells express IL-7R and are especially suitable for the biochemical study of IL-7-mediated signaling. In vitro OP9 co-culture and biochemical studies further demonstrate that PLCγ1 and PLCγ2 participate in IL-7R signaling and are critical for IL-7-mediated B cell proliferation and production. Nonetheless, it is possible that PLCγ1 and PLCγ2 are involved in pre-BCR-mediated functions. Although single deficiency of PLCγ1 or PLCγ2 has no obvious effect on early B cell development^37, 43^, both PLCγs might have a redundant and critical role in pre-BCR-mediated functions. Further studies of mice with PLCγ1/PLCγ2 double deficiency in pre-B cells are warranted.

We show that the PLCγ pathway is critical for IL-7-induced cell proliferation. PLCγ1/PLCγ2 double deficiency or inhibition of PLCγ impaired IL-7-induced cell proliferation in primary and in vitro-expanded B cell progenitors. Although IL-7 deficiency arrests B cell development largely at the pre-pro- to pro-B cell transition, CLPs, pre-pro-B, and pro-B cells are all responsive to IL-7^6, 8, 9^. PLCγ1/PLCγ2 double deficiency arrested B cell development at the pre-pro-B cell stage. Notably, the remaining residual PLCγ1/PLCγ2 double-deficient pro-B cells were defective in response to IL-7. RNA-seq analysis demonstrated that PLCγ1/PLCγ2 double-deficient B cell progenitors displayed a significantly reduced expression of many cell cycle-related genes, indicating a strongly downregulated cell-cycle pathway in the mutant B cell progenitors. In contrast, the role of the PLCγ pathway in IL-7-mediated cell survival is less clear. Inhibition of PLCγ increased cell apoptosis in unexpanded B cell progenitors, but not in the cells following in vitro expansion. TUNEL assay failed to detect a significant increase of apoptosis in PLCγ1/PLCγ2 double-deficient B cell progenitors. However, RNA-seq analysis showed that the “cell death” process trended higher in PLCγ1/PLCγ2 double-deficient B cell progenitors. Thus, the PLCγ pathway controls IL-7-mediated proliferation and, possibly, survival of B cell progenitors. Previous studies have demonstrated that providing a survival signal is critical for IL-7R-mediated early T cell development^59, 60^. It is likely that the PLCγ-dependent pathway controls both IL-7-mediated proliferation and survival of T cell progenitors.

Pro-B cells are highly responsive to IL-7 stimulation^6, 7, 10, 11^. Rag deficiency arrests B cell development at the pro-B cell stage. Rag-deficient pro-B cells express IL-7R, can be readily expanded in vitro, and are particularly suitable for the study of IL-7-mediated signaling and functions. Inhibition of the PLCγ pathway reduced IL-7-mediated oxygen consumption (oxidative phosphorylation) and extracellular acidification (glycolysis) in unexpanded or in vitro-expanded B cell progenitors, demonstrating a critical role of the PLCγ pathway in controlling IL-7-regulated cellular metabolism. Cell proliferation is supported by cellular metabolism, which is controlled by the mTOR signaling pathway^52, 53, 61^. Importantly, we discovered that the PLCγ pathway-regulated IL-7-induced activation of mTOR. Typically, activation of mTOR depends on the PI3K/Akt/Tsc/Rheb pathway^53, 61, 62^. Activation of the lipid kinase PI3K leads to production of PIP_3_ that recruits Akt to the plasma membrane, resulting in Akt activation through its dual phosphorylation by PDK1 and mTORC2. Activated Akt phosphorylates Tsc2, leading to functional inactivation of the Rheb GAP Tsc1/2 complex, and subsequent elevation of GTP-bound Rheb and activation of mTOR. However, Rheb deficiency had no effect on IL-7-induced mTOR activation in B cell progenitors, but disrupted BCR-induced mTOR activation in peripheral B cells, demonstrating that IL-7 uniquely activates mTOR through the PLCγ pathway independently of the conventional Akt/Tsc/Rheb pathway. In addition, inhibition of AKT blocks BCR-induced but not IL-7-induced mTOR activation. Consistently, single or double deficiency of *Akt1* and *Akt2* has no effect on IL-7-mediated early B cell development^63^. However, deficiency of *PDK1* inhibits IL-7-mediated proliferation of B cell progenitors, which could be due to PDK1 targeting Akt and other signaling molecules, such as PKC^64^. PLCγ hydrolyzes PIP_2_ to generate DAG and IP_3_ that induces PKC activation and intracellular Ca^2+^ release, respectively^26, 27^. Inhibition of PKC but not chelation of intracellular calcium markedly decreased IL-7-induced mTOR activation. In addition, PKC agonist but not calcium ionophore markedly activated mTOR. Our data demonstrate that PKC, but not Ca^2+^-dependent downstream pathway of PLCγ has a central role in activating mTOR. Of note, PKC agonist activated mTOR without Akt activation in pro-B cells, supporting the notion that the PLCγ pathway activates mTOR independently of the Akt/Tsc/Rheb pathway. Consistently, previous studies have shown that PKC is able to activate mTOR in mouse epithelial cells and glioma independently of Akt^65, 66^. Of note, the Ca^2+^-dependent pathway is required for classical PKC activation^58^, and thus this pathway may also contribute to mTOR activation through PKC. In fact, we found here that PKC agonist plus calcium further induced mTOR activation. These results demonstrate the PKC-dependent downstream pathway of PLCγ plays a major role in mTOR activation, whereas the Ca^2+^-dependent downstream pathway contributes to it. The importance of the PLCγ/PKC/mTOR pathway in controlling early B cell development is supported by studies of mice with genetic disruption of this pathway via Raptor deletion^67, 68^. Raptor deficiency impairs early B cell development, leading to a marked reduction in peripheral B cells^67, 68^. Consistent with our current findings, B cell-specific Raptor deletion blocks early B cell development at the pre-pro-B cell stage, resulting in a decrease in early pro-B (fraction B)^67^.

PLCγ1/PLCγ2 double, but not single, deficiency markedly altered the gene expression profile in CLPs. Lymphoid-lineage-affiliated genes, but not lymphoid specification factors, such as Runx1, E2A, EBF1, Tcf12, and Notch1^51^, were identified as significantly reduced genes in PLCγ1/PLCγ2 double-deficient CLPs. Thus, the PLCγ pathway is not required for lymphoid commitment of CLPs but is important for their further differentiation. Previous studies have shown that IL-7 controls lymphoid commitment of CLPs through inducing EBF expression^50^. It is quite possible that IL-7 directs lymphoid commitment of CLPs through a PLCγ-independent pathway. Similarly, PLCγ1/PLCγ2 double-deficient but not single-deficient B cell progenitors exhibited a distinct gene expression profile compared to corresponding wild-type cells. B cell-affiliated, IL-7 signaling pathway-regulated, and cell cycle-related genes were significantly reduced in PLCγ1/PLCγ2 double-deficient B cell progenitors. However, the expression of B cell lineage specification factors, such as E2A, EBF1, and Pax5^51^, was not significantly altered in PLCγ1/PLCγ2 double-deficient B cell progenitors. Thus, the PLCγ-dependent pathway seems not to control B cell commitment/priming, but directs IL-7-induced cell-cycle progression and differentiation. Previous studies have demonstrated that IL-7 controls B cell commitment/priming through Stat5-dependent upregulation of EBF^11^. 

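Expression of 9 genes of Stat5 signaling, chosen before the counts were read, was compared between B cell progenitors labelled Plcg1−/−Plcg2−/− and Plcg1+/+Plcg2+/+ ones. Without the replicate number as a block none was past the adjusted threshold, 5 were higher and 4 lower, and the median log2 fold change was 0.25. Cish, a Stat5 target, had 23.2 ± 11.0 against 10.7 ± 0.902 normalized CPM (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.55, adjusted p = 0.430 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stat5a and Stat5b had log2 fold changes of 0.39 and 0.27 (standard errors 0.22 and 0.22), and Bcl2 one of 0.46. Socs1 fell from 24.5 ± 5.78 to 11.4 ± 4.13 normalized CPM (SD, n = 3 each), a log2 fold change of −1.10 (standard error 0.35, unadjusted p = 0.00844, adjusted p = 0.215 from edgeR's test). Pim1 had a log2 fold change of −0.65 (standard error 0.48, adjusted p = 0.594 from edgeR's test). Those of Socs2, Socs3 and Osm, at −0.16, −0.40 and 0.25, were smaller than their standard errors and took both signs when 1 library was left out in turn. With the replicate number as a block, Socs1 was past the threshold at −1.16 (adjusted p = 0.00659 from edgeR's test), Pim1 was at −0.69 (adjusted p = 0.0504 from edgeR's test) and Cish at 0.95 (adjusted p = 0.213 from edgeR's test), and no other of the 9 was past it.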

Of note, the expression of genes related to Stat5 signaling was not reduced in PLCγ1/PLCγ2 double-deficient B cell progenitors, consistent with our observation that PLCγ1/PLCγ2 double deficiency did not affect IL-7-induced Stat5 activation. All evidences support the notion that the Stat5 pathway and the PLCγ pathway have a critical and distinct role in IL-7-mediated early B cell development. The Stat5/EBF axis is critical for IL-7-driven B cell lineage commitment/priming of B cell progenitors, whereas the PLCγ/mTOR axis directs IL-7-induced cell-cycle progression, differentiation and, possibly, survival during early B cell lymphopoiesis. Our findings indicate that disruption of the PLCγ pathway might lead to a severe combined immunodeficiency with absent T cells and B cells in humans.

## Methods

### Mice and reagents

*Plcg1* ^*flox*^ and *Plcg2* ^*−*/*−*^ mice were described previously^37, 43^. Mx-1Cre transgenic and *Rag1* ^*−*/*−*^ mice were purchased from Jackson Laboratory. CD45.1 mice were purchased from Jackson Laboratory or Charles River Laboratories. Rosa-26-YFP mice were generously provided by Dr. F. Costantini (Columbia University, New York). RosaCreERT2 mice were generously provided by Dr. Thomas Ludwig (Columbia University, New York). The experimental and control mice were on a mixed 129xC57BL/6 background and 8–12-weeks old, and include both males and females. Animal protocols were approved by the Medical College of Wisconsin Institutional Animal Care and Use Committee.

IL-7 and Flt3 ligand were from R&D Systems. SCF was purchased from Peprotech. 4-Hydroxytamoxifen (H7904) was from Sigma. U73122 (662035), rapamycin (553210), BAPTA/AM (196419), and Go6976 (365250) were purchased from CalBiochem EMD Millipore. CP-690550 citrate (4556) and edelfosine (3022) were purchased from TOCRIS Bioscience. MK-2206 (S1078) was purchased from Sellechem. Manoalide (ab141554) was purchased from Abcam. In all the in vitro inhibitor experiments, 0.3 μM of U73122, 3.3 μM of edelfosine, 0.05 μM of maoalide, 1 μM of CP-690550, 0.03 μM of Go6976, 0.05 μM of manoalide, 1 μM of BAPTA, and 50 nM of rapamycin were used unless stated otherwise. For ex vivo inhibitor experiments, 0.05 μM of U73122, 10 μM of edelfosine, 0.05 μM of manoalide, 1 μM of CP-690550, 0.15 μM of Go6976, 0.01 μM of BAPTA, and 50 nM of rapamycin were used.

### BM transplantation

Experimental and control mice at 6–12 weeks of age were intraperitoneally injected with PolyI:C (GE Healthcare Life Sciences) every other day for three times and then killed 3 weeks after the last injection for BM isolation. CD45.1^+^ mice were irradiated with 1000 rads and then injected with 2 × 10^6^ total BM cells from control and experimental mice via tail vein. Mice were analyzed 6–8 weeks after BM transplantation.

### Flow cytometry and cell sorting

Single-cell suspension from the BM of the experimental and control mice were treated with Gey’s solution to lyse red blood cells (RBCs) and resuspended in PBS with 2% FBS. The cells were stained with a combination of fluorescence-conjugated antibodies. PE-conjugated anti-B220 (RA3-6B2), anti-CD11b (M1/70), anti-CD4 (GK1.5), anti-Gr.1 (RB6.8C5), anti-Ter119 (Ter119), and anti-IL-7R (A7R34), Allophycocyanin (APC)-conjugated anti-B220 (RA3-6B2), anti-IgM (II/4I), anti-c-Kit (2B8), and anti-CD44 (IM7), PE/Cy7-conjugated anti-Sca1 (D7), anti-CD25 (PC61.5), anti-CD24 (M1/69), and anti-IL-7R (A7R34), Biotin-conjugated anti-CD4 (RM4.5), anti-CD8 (53-617), anti-Ter119 (Ter119), and anti-BP-1 (6C3), PERCp-Cyanine5.5-conjugated anti-CD45.2 (104), and eFluor450-conjugated anti-Ly-6D antibodies were from eBioscience. PE-conjugated anti-CD43 (S7), anti-TCRγδ (GL3), anti-CD8 (53-6.7), and anti-NK1.1 (PK136), Biotin-conjugated anti-B220 (RA3-6B2), anti-CD11b (M1/70), and anti-Gr.1 (RB6-8C5) antibodies, and APC/Cy7-conjugated streptavidin were from BD Biosciences. APC/Cy7-conjugated anti-CD45.2 (104) and anti-B220 (RA3-6B2) antibodies were from Biolegend. APC-conjugated streptavidin was from Jackson ImmunoResearch. For staining of cell surface molecules, antibodies were used at dilution of 1:400. Samples were applied to a flow cytometer (LSR II, Becton Dickinson) for FACS analysis or cell sorter (FACSAira IIIu, Becton Dickinson) for sorting. Data were collected and analyzed using FACSDiva software (Becton Dickinson) or FlowJo software (Tree Star). FACS gating strategies are presented in Supplementary Fig. 17.

### Intracellular staining of pSTAT5

Single-cell suspension from the BM of the experimental and control mice were prepared, followed by RBC lysis, and fixed with 2% PFA (Electron Microscopy Sciences Cat15710) at 37 °C for 10 min. Cells were washed twice with PBS and then slowly permeabilized with ice-cold 95% MeOH while vortexing on ice for 20 min. Cells were washed twice with PBS and incubated with Fc-block for 15 min on ice and then stained with PE/Cy7-conjugated anti-B220, PE-conjugated anti-CD43, AlexaFluor 647-conjugated anti-phospho-STAT5 (pY694, BD Biosciences), or mouse IgG_1_,κ isotype control (BD Biosciences). PE/Cy7-conjugated anti-B220 and PE-conjugated anti-CD43 were used at dilution of 1:400. AlexaFluor 647-conjugated anti-phospho-STAT5 was used at dilution of 1:100.

### BM-derived progenitor differentiation on OP9 stromal cells

BM Lin^−^ (B220^−^Mac1^−^Gr.1^−^CD4^−^CD8^−^Ter119^−^) progenitors were co-cultured with OP9 cells as previously described with minor modifications^69^. Briefly, BM cells from the experimental and control mice were treated with Gey’s solution to lyse RBCs and resuspended in PBS with 2% FBS. The cells were stained with a combination of biotin-conjugated antibody cocktail including anti-B220, anti-CD4, anti-CD8, anti-CD11b, anti-Gr-1, and anti-Ter119. Cells were then incubated with streptavidin-conjugated microbeads (BD Biosciences 557812) and passed through LS magnetic columns (Miltenyl Biotech 130-042-401). The flow-through containing the Lin^−^ BM cells were seeded in 12-well plates at 2–5 × 10^4^ cells per well with ~85% confluent of OP9 cells and with IL-7 (10 ng/ml), Flt-3L (5 ng/ml), and SCF (5 ng/ml). Non-trypsin passages were performed at 4 to 5-day intervals. On day 9, suspension cells were collected, filtered through a 40-μm cell strainer and stained with fluorescence-conjugated anti-B220 and anti-CD11b (Mac-1). Total live cell numbers were determined by trypan blue staining.

Differentiation of lineage-negative BM cells on OP9 cells following acute deletion of PLCγs: Lin^−^ BM cells from the CD45.1^+^ recipients of CD45.2^+^ BM with the indicated genotype were co-cultured with OP9 cells in the presence of IL-7 (10 ng/ml) and Flt-3L (5 ng/ml) for 5 days. Then, the cells were further cultured on OP9 in the presence of IL-7 without or with 4-OHT for 4 more days. The cells were collected, filtered through a 40-μm cell strainer and stained with fluorescence-conjugated anti-CD45.2, anti-B220 and anti-CD11b (Mac-1).

### High-throughput BCR heavy chain sequencing

Total RNA was isolated from the sorted B cells (5 × 10^4^) using RNeasy Plus Mini Kit (Qiagen Cat# 74134) and cDNA of each sample was generated from 50 ng RNA by using Sensiscript RT kit (Qiagen Cat# 205211). A two-round PCR strategy was used to amply IgM H chains from B cell samples. Briefly, in the 1st round PCR, a degenerate primer mixture 5′ Trp-VHcon1-4 (5′ Trp-VHcon1: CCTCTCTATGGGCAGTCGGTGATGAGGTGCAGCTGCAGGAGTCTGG, 5′ Trp-VHcon2: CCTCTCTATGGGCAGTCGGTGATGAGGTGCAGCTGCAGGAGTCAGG, 5′ Trp-VHcon3: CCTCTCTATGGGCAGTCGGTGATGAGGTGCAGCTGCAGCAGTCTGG, 5′ Trp-VHcon4: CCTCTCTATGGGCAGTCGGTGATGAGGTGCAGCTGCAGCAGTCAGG)^70^ and 3′ Linker-mCμ (3′ Linker-mCu: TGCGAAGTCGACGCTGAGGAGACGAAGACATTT GGGAAGGACTGAC)^71^ were used to amplify mouse B cell IgM H chain. For second round PCR, the same 5′ primers and a 3′A-barcode-linker primer with different barcode sequence were used for individual samples. The DNA samples were purified using XP Ampure bead purification and then size selected using the Pippin Prep (Sage Sciences). The samples were run on a 2% DF marker L Pippin Prep cassette with the size range set to elute from 300 to 600 bp. The concentrations of samples were determined by DNA High Sensitivity chip (Agilent Bioanalyzer) and equal amounts of DNA from each sample were pooled. The libraries (30 pg pooled DNA) underwent an emulsion PCR on Ion Torrent OneTouch2, prior to enrichment. The enriched libraries were loaded onto an Ion Torrent 314v2 chip for sequencing. Barcoded sequences were separated using Geneious software or custom analysis scripts. Trimmed sequences were uploaded onto IMGT/HighVQuest server for alignment to germline IgH VDJ regions.

### BrdU incorporation assay

Pro-B cells (B220^lo^CD43^+^CD24^+^BP-1^−^) were sorted from the experimental and control mice and cultured in a 24-well plate with OP9 cells in the presence of IL-7 (10 ng/ml). On day 5, pro-B cells were pulsed with BrdU (2 μM, BD Pharmingen) for 2 h, fixed and stained with anti-BrdU antibodies. BrdU incorporation was determined using the APC-BrdU flow kit according to the manufacturer’s instruction (BD Pharmingen).

### Proliferation and cell-cycle analysis

BM cells from *Rag1* ^*−*/*−*^ mice were cultured in vitro with IL-7 (10 ng/ml) for 7 days. The IL-7 culture-derived pro-B cells were washed and treated with the indicated inhibitors or DMSO in the presence of IL-7 for 48 h. Cells were harvested and followed by propidium iodide (Sigma) staining for cell-cycle analysis or pulsed for 16 h with ^3^H-thymidine (1 μCi per well). Thymidine-pulsed samples were collected with the use of a MACH III harvester (TOMEC, Hamden, CT) and the incorporation of ^3^H-thymidine was determined with a Wallac MicroBeta TriLux scintillation system (PerkinElmer, Waltham, MA).

### TUNEL assay

BM cells from *Rag1* ^*−*/*−*^ mice were cultured in vitro with IL-7 (10 ng/ml) for 7 days. The IL-7 culture-derived pro-B cells were washed and treated with the indicated inhibitors at different concentrations or DMSO in the presence of IL-7 for 18 h. Cells were then fixed, permeabilized, and labeled with fluorescein-conjugated dUTP according to the manufacturer’s instructions (In situ Cell Death Detection Kit, 11-684-795-910; Roche). Percentage of TUNEL positivity was determined by FACS analysis.

### Metabolism assays

BM cells from *Rag1* ^*−*/*−*^ mice were cultured in vitro with IL-7 (10 ng/ml) for 7 days. The IL-7 culture-derived pro-B cells were washed and treated with the indicated inhibitors or DMSO in the presence of IL-7 for 18 h. Cells were then harvested and resuspended in non-buffered media with IL-7 (10 ng/ml). OCR and ECAR were measured under basal conditions and in response to oligomycin A (1 μg/ml) (Sigma), FCCP (3 μM) (Sigma), and antimycin (10 μM) (Sigma) using Seahorse Bioscience Extracellular Flux Analyzer (Seahorse Bioscience).

### Immunoprecipitation and western blotting analysis

BM cells from *Rag1* ^*−*/*−*^ mice were cultured with IL-7 (10 ng/ml) for 7 days. The IL-7 culture-derived pro-B cells (10 × 10^6^) were washed, starved in RPMI-1640 medium with 0.1% BSA for 6 h, and then stimulated with IL-7 (100 ng/ml) for the indicated times. Cell lysates were immunoprecipitated with anti-PLCγ2 antibodies (Q-20, sc-407, Santa Cruz Biotechnology) and subjected to western blot analysis with anti-phosphotyrosine antibodies (4G10, Millipore). For inhibition experiments, cells (2 × 10^6^ per ml) were pre-treated with the indicated inhibitors or DMSO at 37 °C for 10 min and then stimulated with IL-7 (100 ng/ml) for 90 min. For PdBu and ionomycin stimulation, cells (1 × 10^6^ per ml) were starved in RPMI-1640 medium with 0.1% BSA for 6 h and then stimulated with PdBu, ionomycin, or PdBu plus ionomycin for the indicated times. Cell lysates were subjected to western blot analysis with the indicated antibodies. Anti-phospho-S6 (Ser235/236, D57.2.2E), anti-phospho-S6 kinase (T389, 108D2), anti-phospho-mTOR (S2448), anti-phospho-AKT (S473, D9E), anti-phospho-Akt (T308, 9275), and anti-phospho-PLCγ1 (Y783) antibodies were purchased from Cell Signaling Technology. Anti-phospho-ERK (E4) and anti-Akt (H-136) antibodies were from Santa Cruz Biotechnology. Anti-Actin antibodies were from Millipore. For western blot analysis, anti-actin antibodies were used at dilution of 1:1000, other primary antibodies were used at dilution of 1:1000, and secondary antibodies were used at dilution of 1:5000. Western blot band intensities were quantified using ImageJ software and the highest tense band of each row was set as 1.0. Full length uncropped western blots are presented in Supplementary Fig. 18.

### RNA-seq

CLPs (Lin^−^IL-7R^+^) and B cell progenitors (B220^+^IgM^−^IL-7R^+^) were sorted from three experimental and control mice. Total RNA was prepared using TRIzol LS (LifeTechnologies). Overall, 10–50 ng of total RNA was used to purify mRNA by NEBNext poly(A) mRNA Magnetic Isolate Module (New England Biolabs), and then converted into libraries using NEBNext Ultra RNA library Prep kit for Illumina (New England Biolabs). Libraries were quantified by QubitFluorometer (ThermoFisher) and Kapa Library Quantification Kit (KapaBiosystems). Average size of the libraries was estimated by D1000 ScreenTape system (Agilent) with region selection from 150 to 900 bp. Equal moles of libraries were mixed and a total library of 1.7 pmoles was sequenced on Illumina NextSeq 500 with NextSeq 500/550 v2 kit.

### RNA-seq data analysis

Raw reads of RNA-seq were preprocessed on the Illumina BaseSpace sequence hub and aligned to the mouse reference genome *Mus musculus*/mm10 (RefSeq) using the aligner STAR. Differentially expressed transcripts with FDR ≤0.05 were identified using the DESeq2 program^72^ as implemented on the Illumina BaseSpace hub. Functional enrichment and pathway analysis of gene lists was performed using the Ingenuity Pathways Analysis software (Qiagen) and the DAVID Bioinformatics Resources (https://david.ncifcrf.gov/).

### Intracellular Ca^2+^ measuring

B cell progenitors were derived from *Rag1*-deficient BM by culturing in vitro with IL-7 for about 7 days. The B cell progenitors were washed and starved in RPMI-1640 without sodium bicarbonate (Sigma-Aldrich; R7388) and IL-7 for 3 h prior to loading with 1 µM Oregon Green 488 BAPTA-2 (ThermoFisher; O6809) in the same medium for 1 h at 37 °C. The cells were washed and resuspended in medium without or with 25 ng/ml of IL-7, and then were plated onto µ-Slides (Ibidi USA; 80426) coated with 5 µg/ml Cell Tak (Corning; 354240). Relative intracellular calcium levels were evaluated by fluorescence lifetime microscopy (FLIM) using an inverted AxioObserverZ.1 microscope (Zeiss) equipped with a LuxX Diode 488 nm laser (Omicron-Laserage), intensifier (Lambert Instruments), CSU-X spinning disk (Yokogawa), coolsnap EZ CCD camera (Photometrics), and a 1.3 NA ×40 oil objective. Images were acquired and analyzed using Slidebook software (Intelligent Imaging Innovation).

### Statistical analysis

All statistical analysis was performed with the two-tailed unpaired student *t* test.

### Data availability

Sequence data that support the findings of this study have been deposited in GEO with the primary accession code GSE89352. However, BCR heavy chain sequence data are not deposited and are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary information

Peer review file

# Supplementary material for: PLCγ-dependent mTOR signalling controls IL-7-mediated early B cell development
**Source:** Nat Commun. 2017 Nov 13;8:1457. doi: 10.1038/s41467-017-01388-5
**Supplement:** Supplementary file 1 — Supplementary information

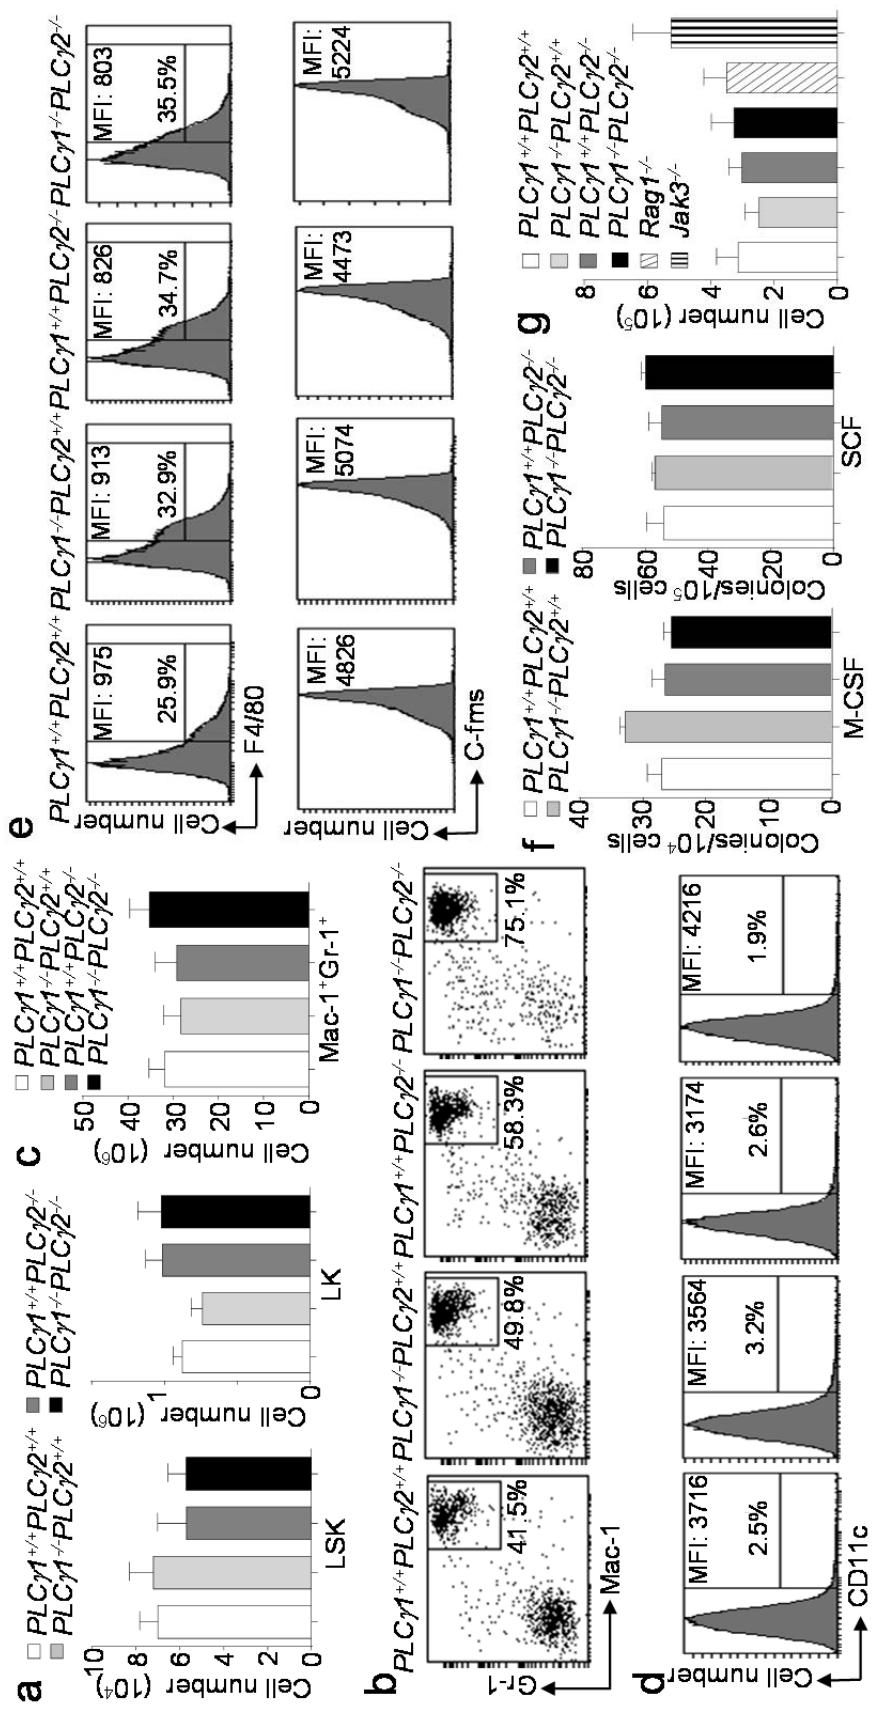

### Supplementary Figure 1.

**The effect of *PLCγ1/PLCγ2* double deficiency on hematopoietic progenitors and myeloid cells.** BM from poly(I-C)-treated *PLCγ1*<sup>+/+</sup>*PLCγ2*<sup>+/+</sup>, *PLCγ1*<sup>-/-</sup>*PLCγ2*<sup>+/+</sup>, *PLCγ1*<sup>+/+</sup>*PLCγ2*<sup>-/-</sup> or *PLCγ1*<sup>-/-</sup>*PLCγ2*<sup>-/-</sup> mice were transplanted into lethally irradiated congenic wild-type CD45.1<sup>+</sup> mice. Six to eight weeks after transplantation, BM cells from the recipients received the indicated donor BM were analyzed. (a) Bar graphs show the numbers of LSK (CD45.2<sup>+</sup>Lin<sup>-</sup>IL<sup>-</sup>7R<sup>-</sup>Sca1<sup>+</sup>c-Kit<sup>+</sup>) and LK (CD45.2<sup>+</sup>Lin<sup>-</sup>IL<sup>-</sup>7R<sup>-</sup>Sca1<sup>-</sup>c-Kit<sup>+</sup>) cells. Error bars show ± SEM. (b) Percentages of Mac-1<sup>+</sup>Gr-1<sup>+</sup> cells in the gated CD45.2<sup>+</sup> population. (c) Bar graphs show the numbers of CD45.2<sup>+</sup>Mac-1<sup>+</sup>Gr-1<sup>+</sup> cells. Error bars show ± SEM. (d,e) Histograms show percentages of CD11c<sup>+</sup> (d) and F4/80<sup>+</sup> (upper) and c-fms<sup>+</sup> (lower) (e) in the gated myeloid population. (f) BM cells from the recipients were plated in duplicate with M-CSF or SCF. Colonies were scored at day 12. (g) Lin<sup>-</sup> BM cells from the recipients, *Rag1*<sup>-/-</sup> or *Jak3*<sup>-/-</sup> mice were cultured on OP9 cells in the presence of SCF. The cells were stained with anti-CD45.2 and anti-Mac-1 after 9 days of co-culture. Bar graphs show the numbers of CD45.2<sup>+</sup>Mac-1<sup>+</sup> cells. Data shown are obtained from 12 (a), 11 (c) or 8 (g) mice of each genotype or representative of 11 (b), 4 (d,e) or 2 (f) independent experiments.

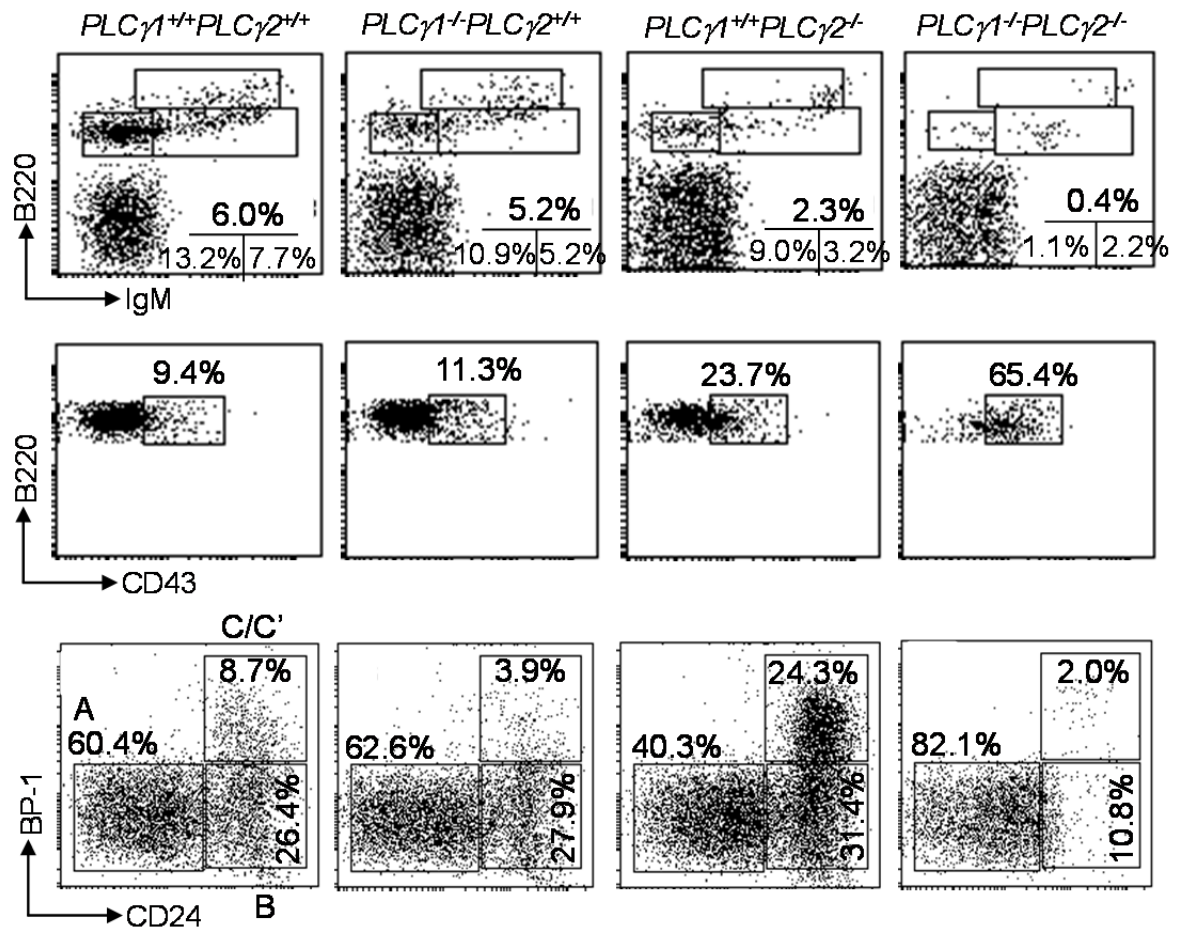

**Supplementary Figure 2.**

***PLCγ1/PLCγ2* double deficiency blocks B cell development at the pre-pro-B cell stage in nontransplanted mice.** Three weeks after the last poly (I-C) injection, BM cells from  $PLC\gamma1^{+/+}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{-/-}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{+/+}PLC\gamma2^{-/-}$  or  $PLC\gamma1^{-/-}PLC\gamma2^{-/-}$  mice were stained with anti-B220, anti-IgM, anti-CD43, anti-CD24 and anti-BP-1. Numbers indicate percentages of pro/pre-, immature and mature B cells in the gated YFP<sup>+</sup> live cell population (upper), percentages of pro-B cells in the gated B220<sup>+</sup>IgM<sup>-</sup> population (middle), and percentages of pre-pro-B (fraction A), early pro-B (Fraction B) and late pro-B/early pre-B (fraction C/C') cells in the gated B220<sup>+</sup>CD43<sup>+</sup> pro-B cell population (lower). Data shown are representative of 3 mice of each genotype.

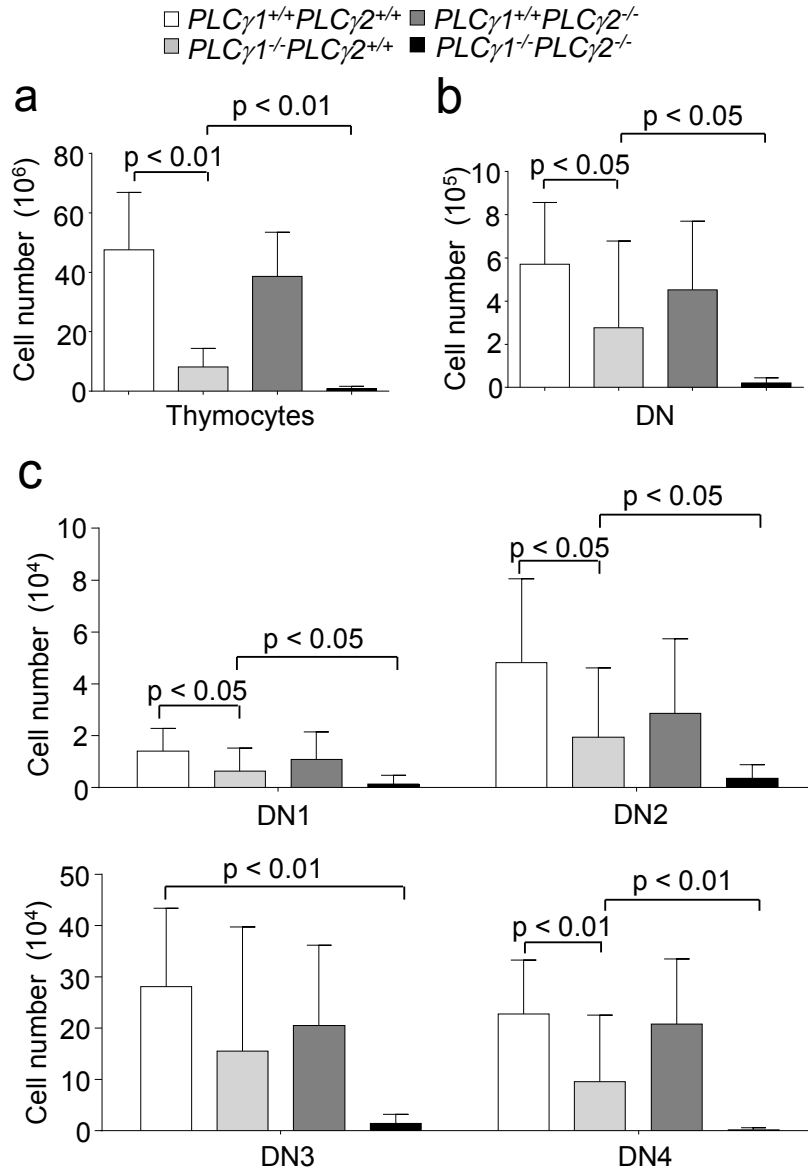

**Supplementary Figure 3.**

***PLCγ1/PLCγ2* double deficiency blocks T cell development at DN stage.** BM from poly(I-C)-treated  $PLC\gamma1^{+/+}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{-/-}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{+/+}PLC\gamma2^{-/-}$  or  $PLC\gamma1^{-/-}PLC\gamma2^{-/-}$  mice were transplanted into lethally irradiated congenic wild-type CD45.1<sup>+</sup> mice. Six to eight weeks after transplantation, thymocytes from the recipients were analyzed. Bar graphs show the numbers of total thymocytes (a), CD45.2<sup>+</sup>Lin<sup>-</sup>(B220<sup>-</sup>CD11b<sup>-</sup>Gr.1<sup>-</sup>NK1.1<sup>-</sup>) DN (CD4<sup>+</sup>CD8<sup>-</sup>) (b), and DN1 (CD4<sup>+</sup>CD8<sup>-</sup>CD44<sup>+</sup>CD25<sup>-</sup>), DN2 (CD4<sup>+</sup>CD8<sup>-</sup>CD44<sup>+</sup>CD25<sup>+</sup>), DN3 (CD4<sup>+</sup>CD8<sup>-</sup>CD44<sup>-</sup>CD25<sup>+</sup>) and DN4 (CD4<sup>+</sup>CD8<sup>-</sup>CD44<sup>-</sup>CD25<sup>-</sup>) (c) thymocytes of the recipients received indicated donor BM. Error bars show  $\pm$  SEM. Data shown are obtained from 16  $PLC\gamma1^{+/+}PLC\gamma2^{+/+}$ , 14  $PLC\gamma1^{-/-}PLC\gamma2^{+/+}$ , 8  $PLC\gamma1^{+/+}PLC\gamma2^{-/-}$  and 15  $PLC\gamma1^{-/-}PLC\gamma2^{-/-}$  mice.

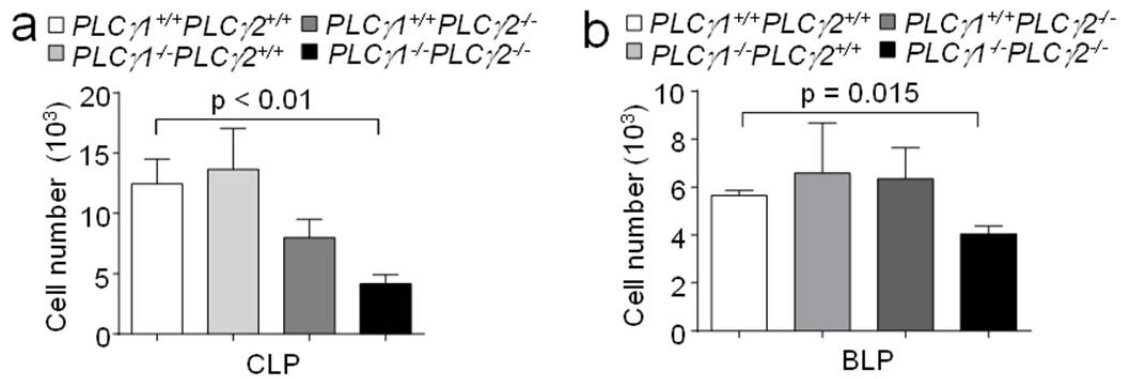

**Supplementary Figure 4.**

***PLCγ1/PLCγ2* double deficiency results in reduction of CLPs and BLPs.** BM from poly(I-C)-treated  $PLC\gamma1^{+/+}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{-/-}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{+/+}PLC\gamma2^{-/-}$  or  $PLC\gamma1^{-/-}PLC\gamma2^{-/-}$  mice were transplanted into lethally irradiated congenic wild-type  $CD45.1^+$  mice. Six to eight weeks after transplantation, BM cells from recipient mice were analyzed by flow cytometry. Bar graphs showed the cell numbers of CLP ( $CD45.2^+Lin^-IL-7R^+Sca1^{med}c-Kit^{med}$ ) (a) and BLP ( $CD45.2^+Lin^-IL-7R^+Sca1^{med}c-Kit^{med}Ly6D^+$ ) (b) populations in the BM of the recipients received the indicated donor BM. Error bars show  $\pm$  SEM. Data shown are obtained from 4 (a) or 3 (b) mice of each genotype.

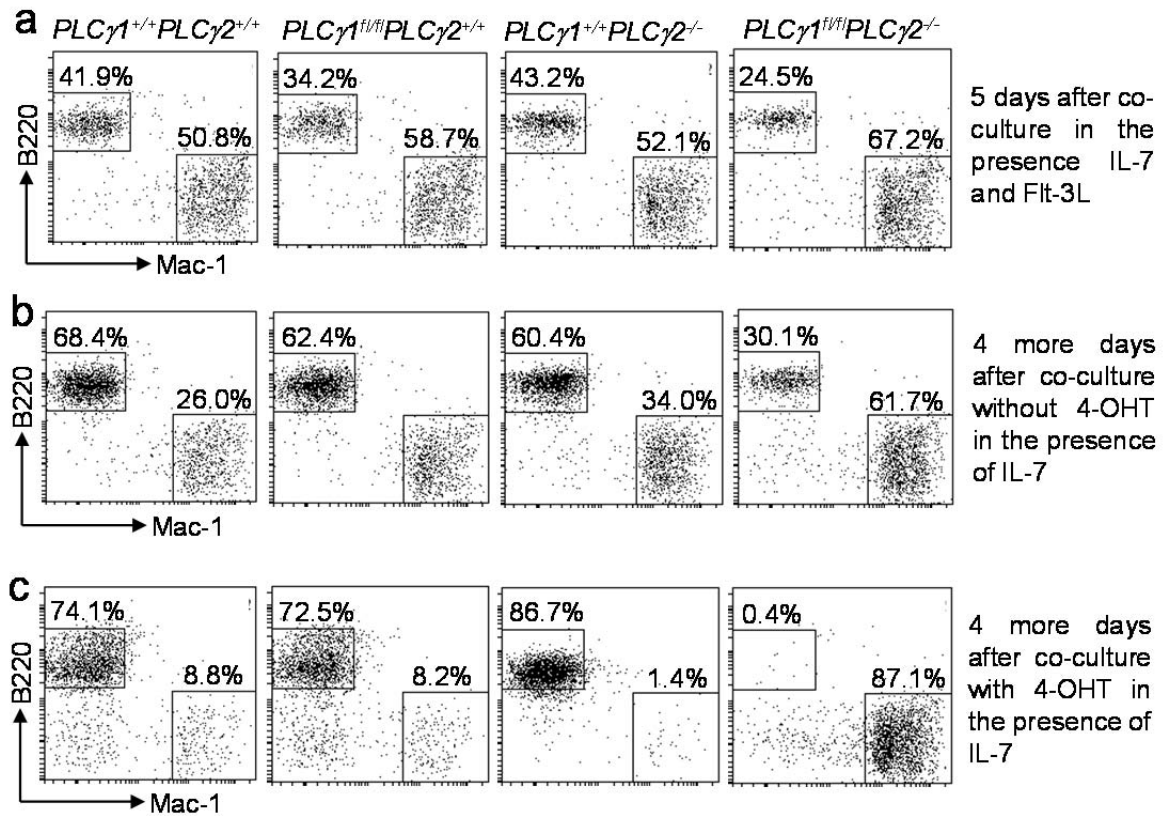

**Supplementary Figure 5.**

**Acute deletion of the both *PLCγ1* and *PLCγ2* genes in vitro inhibits IL-7-dependent B cell production.** BM from *ERCre PLCγ1*<sup>+/+</sup>*PLCγ2*<sup>+/+</sup>, *ERCrePLCγ1*<sup>fl/fl</sup>*PLCγ2*<sup>+/+</sup>, *PLCγ1*<sup>+/+</sup>*PLCγ2*<sup>-/-</sup> or *ERCrePLCγ1*<sup>fl/fl</sup>*PLCγ2*<sup>-/-</sup> mice were transplanted into lethally irradiated congenic wild-type CD45.1<sup>+</sup> mice. Six to 8 weeks after transplantation, Lin<sup>-</sup> BM cells from the recipients mice were cultured on OP9 cells in the presence of IL-7 and Flt3L for 5 days (a) and then 1x 10<sup>5</sup> cells from each genotype were further cultured on OP9 in the presence of IL-7 without (b) or with (c) 4-OHT for 4 days. The cells were stained with anti-CD45.2, anti-B220 and anti-Mac-1. Numbers indicate percentages of B (B220<sup>+</sup>) and myeloid (Mac-1<sup>+</sup>) cells in the gated CD45.2<sup>+</sup> population. Data shown are representative of 2 independent experiments.

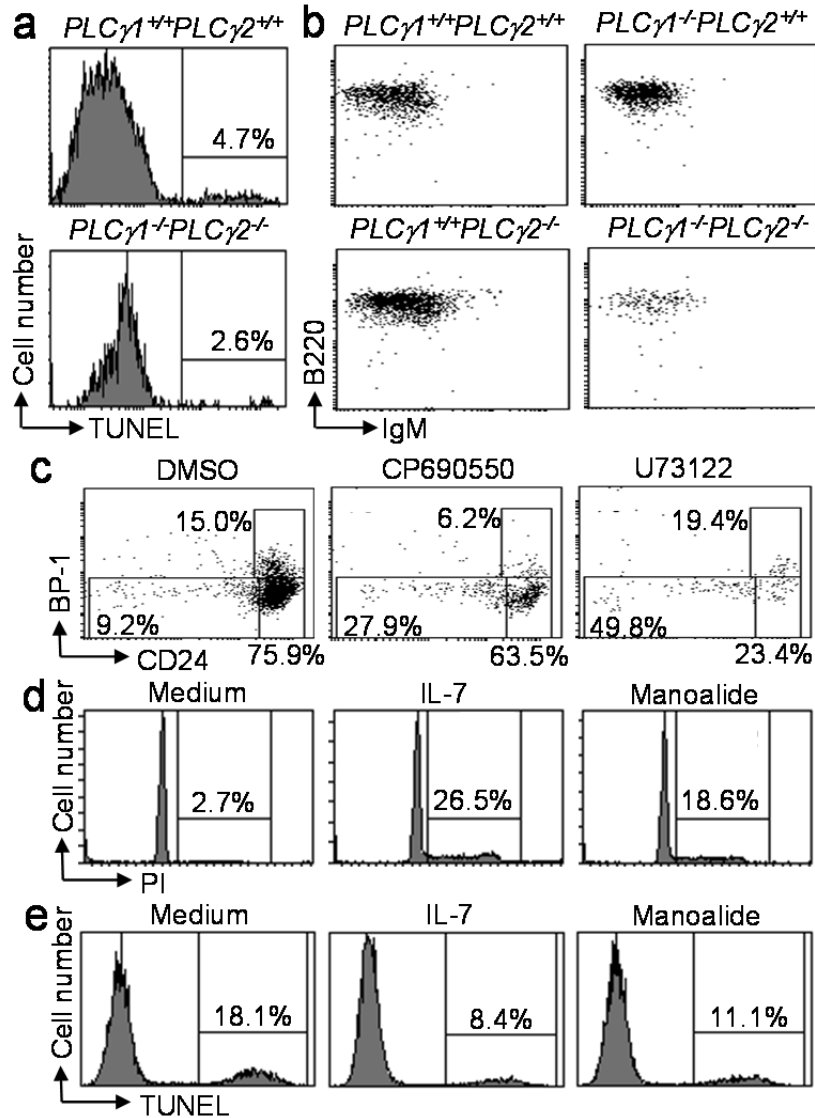

**Supplementary Figure 6.**

**Role of the PLC $\gamma$  pathway in IL-7-induced B cell production, proliferation and survival.**

(a,b)  $PLC\gamma1/\gamma2$  double deficiency impairs IL-7-mediated production but not survival of B cell progenitors. (a) YFP<sup>+</sup>CD45.2<sup>+</sup>B220<sup>+</sup>CD43<sup>+</sup>CD24<sup>+</sup> B cell progenitors were sorted from the recipients of  $PLC\gamma1^{+/+}PLC\gamma2^{+/+}$  or  $PLC\gamma1^{-/-}PLC\gamma2^{-/-}$  BM, and co-cultured with OP9 cells in and IL-7 for 3 days. Cell survival was measured by TUNEL staining. Numbers indicate percentages of TUNEL<sup>+</sup> cells among these B cell progenitors. (b)  $PLC\gamma1^{+/+}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{-/-}PLC\gamma2^{+/+}$ ,  $PLC\gamma1^{+/+}PLC\gamma2^{-/-}$  or  $PLC\gamma1^{-/-}PLC\gamma2^{-/-}$  BM were cultured with IL-7 alone. After 7 days, the cells were stained with anti-CD45.2, anti-B220 and anti-IgM and B220 and IgM staining of CD45.2<sup>+</sup> gated cells is shown. (c-e) Inhibition of the PLC $\gamma$  pathway impairs IL-7-induced B cell production, proliferation and survival. (c) Lin<sup>-</sup> BM cells from wild-type mice were cultured on OP9 cells with IL-7 for 1 day and the cells were then cultured with DMSO, CP690550 (0.1 mM) or U73122 (0.03 mM). Four days later, the cells were stained with anti-B220, anti-CD43, anti-

CD24 and anti-BP-1. CD24 and BP-1 staining of B220<sup>+</sup>CD43<sup>+</sup> gated cells is shown. Numbers indicate percentages of pre-pro-B (Fraction A), early pro-B (Fraction B) and late pro-B/early pre-B (Fraction C/C') cells in the gated B220<sup>+</sup>CD43<sup>+</sup> cells. (d,e) BM cells from wild-type mice were cultured in the presence of IL-7 for 7 days to derive B cell progenitors. Then, these B cell progenitors were cultured without IL-7 (medium) or with IL-7 plus DMSO or Manolidide. Cell cycle analysis was performed by PI staining (d) and cell survival was measured by TUNEL staining (e). Data shown are representative of 2 (a,b), 3 (c) or 4 (d,e) independent experiments.

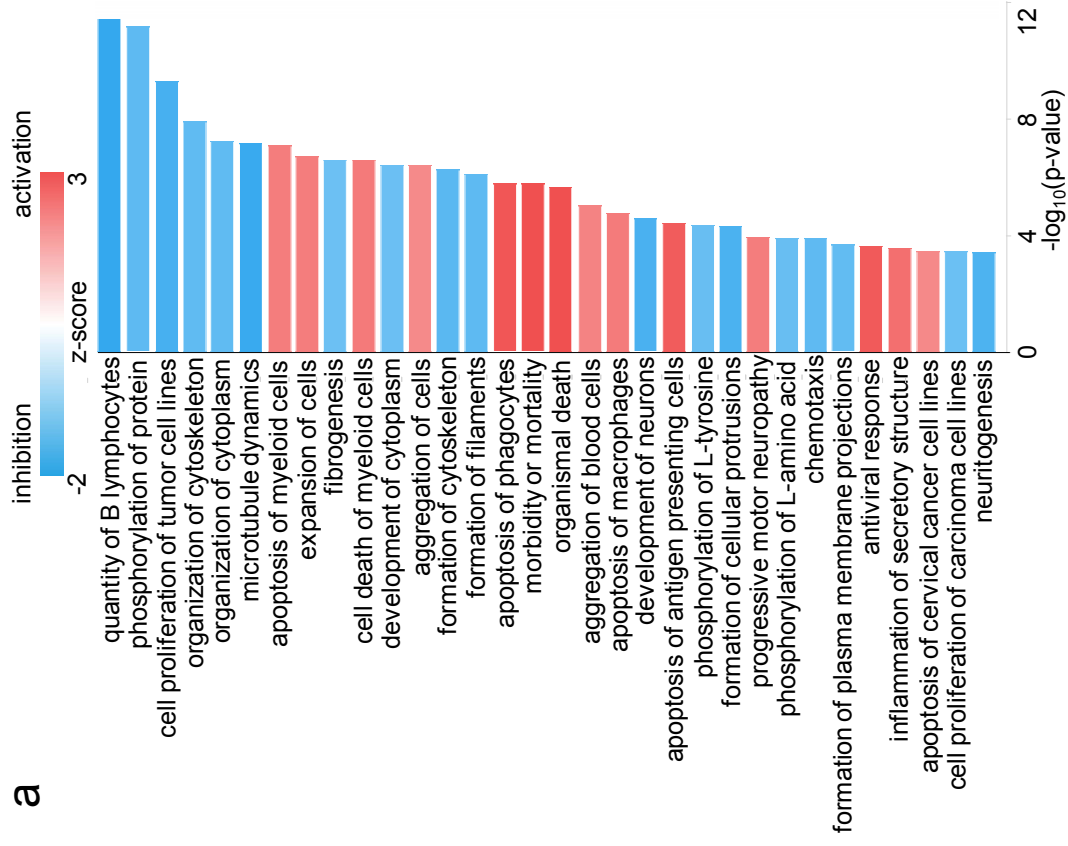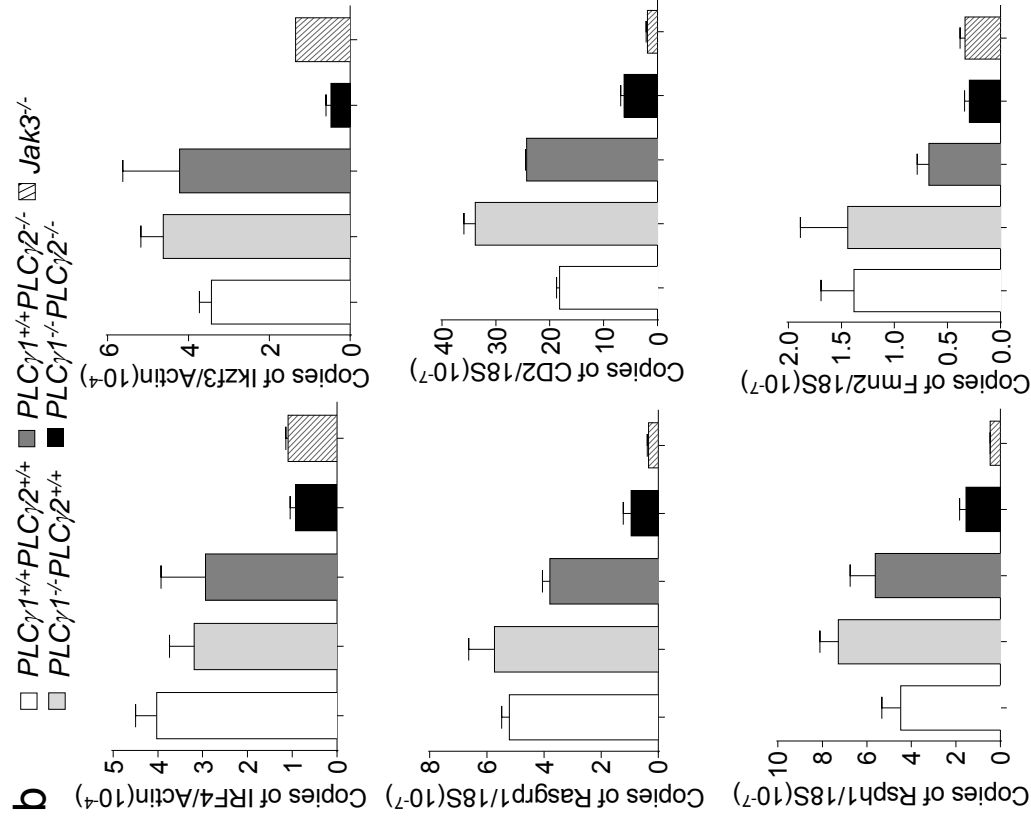

### Supplementary Figure 7.

***PLCγ1/PLCγ2* double deficiency alters gene expression in B cell progenitors.** (a) Top activated and inhibited pathways in *PLCγ1<sup>-/-</sup>PLCγ2<sup>-/-</sup>* pro-B cells. Genes differentially expressed (FDR < 0.05) in *PLCγ1<sup>-/-</sup>PLCγ2<sup>-/-</sup>* relative to *PLCγ1<sup>+/+</sup>PLCγ2<sup>+/+</sup>* pro-B cells from Fig 4 were analyzed using Ingenuity Pathways software. Top activated and inhibited pathways are shown. Bars are colored by Ingenuity z-score which estimates relative activation (positive z-score) or inhibition (negative z-score). (b) The reduction of some of the top listed genes from Figs 4d-g was confirmed by qRT-PCR. Data shown is representative of 3 independent experiments.

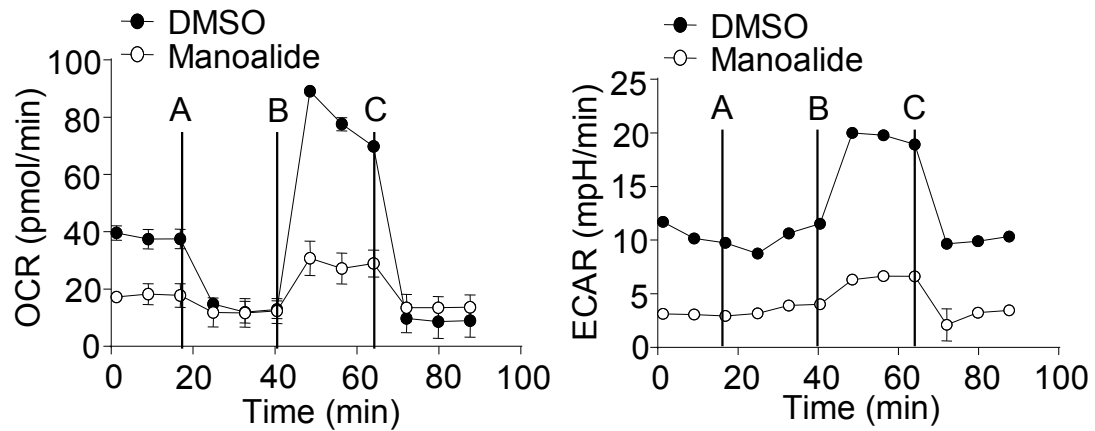

**Supplementary Figure 8.**

**Inhibition of the PLC $\gamma$  pathway by Manoalide impairs IL-7-mediated metabolism of B cell progenitors.** B220<sup>+</sup>IgM<sup>-</sup>IL-7R<sup>+</sup> B cell progenitors were sorted from wild-type mice and cultured without IL-7 (medium) or with IL-7 plus DMSO or Manoalide. After measuring basal OCR (left) and ECAR (right), oligomycin A (A), FCCP (B) and antimycin (C) were sequentially added. Error bars show  $\pm$  SEM. Data shown are obtained from 3 independent experiments.

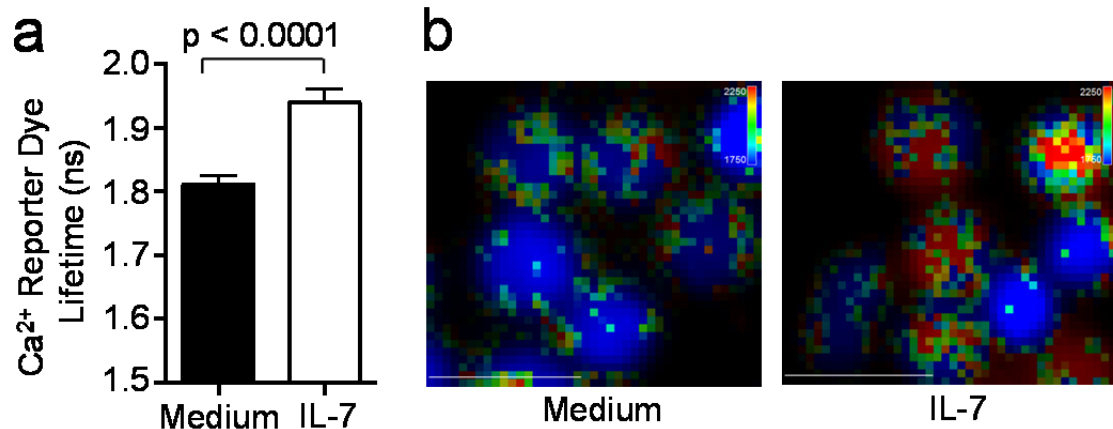

**Supplementary Figure 9.**

**Activation of the PLC $\gamma$  pathway upon IL-7 stimulation.** Pro-B cells derived from Rag1-deficient BM were starved without IL-7 for 3 hours and then loaded with Ca<sup>2+</sup> reporter dye Oregon Green 488 BAPTA-2 for 1 hour. Cells were washed and plated into  $\mu$ -Slides in the absence (Medium) or presence (IL-7) of IL-7 for 16 hours. Relative intracellular Ca<sup>2+</sup> levels were evaluated by fluorescence lifetime microscopy. (a) Average Ca<sup>2+</sup> reporter dye lifetime from analyzed cells (n = 75). Data are pooled from 2 independent experiments. (b) Representative lifetime images of Ca<sup>2+</sup> reporter dye signal. Blue and red colors were correlated with lower and higher Ca<sup>2+</sup> concentration, respectively.

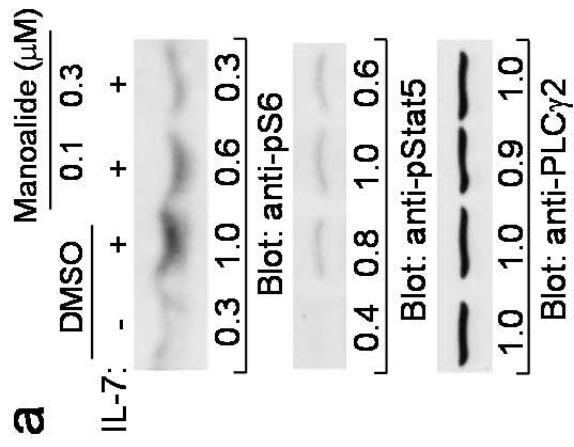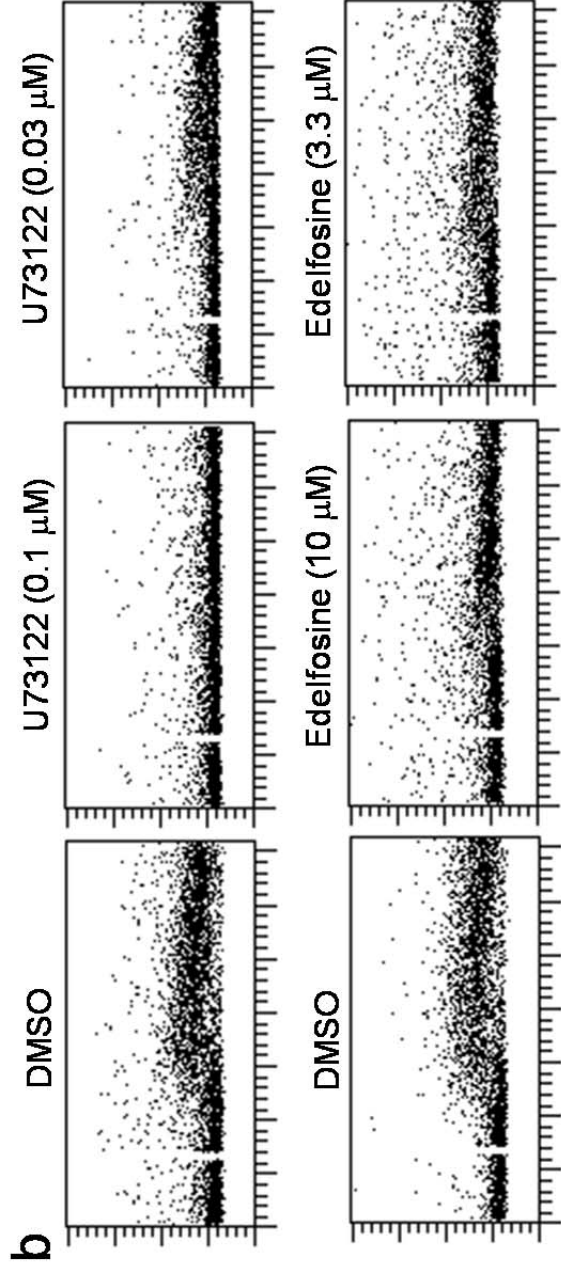

### **Supplementary Figure 10.**

**PLC $\gamma$  pathway inhibition impairs IL-7-induced mTOR activation in B cell progenitors and BCR-induced Ca<sup>2+</sup> flux in mature B cells.** (a) Inhibition of the PLC $\gamma$  pathway impairs IL-7-induced mTOR activation in B cell progenitors. Pro-B cells derived from wild-type BM were pre-treated with DMSO or Manoalide and then stimulated with IL-7. Cell lysates were subjected to Western blot analysis with the indicated antibodies. Data shown are representative of 4 independent experiments. (b) Inhibition of the PLC $\gamma$  pathway impairs BCR-induced Ca<sup>2+</sup> flux in mature B cells. Splenocytes from WT mice were labeled with Indo-1 and stained with anti-B220, anti-IgM and anti-IgD. The cells were treated with DMSO, U73122 or Edelfosine and then stimulated with anti-IgM, and Ca<sup>2+</sup> flux in mature B cells was measured by flow cytometry. Data shown are representative of 3 independent experiments.

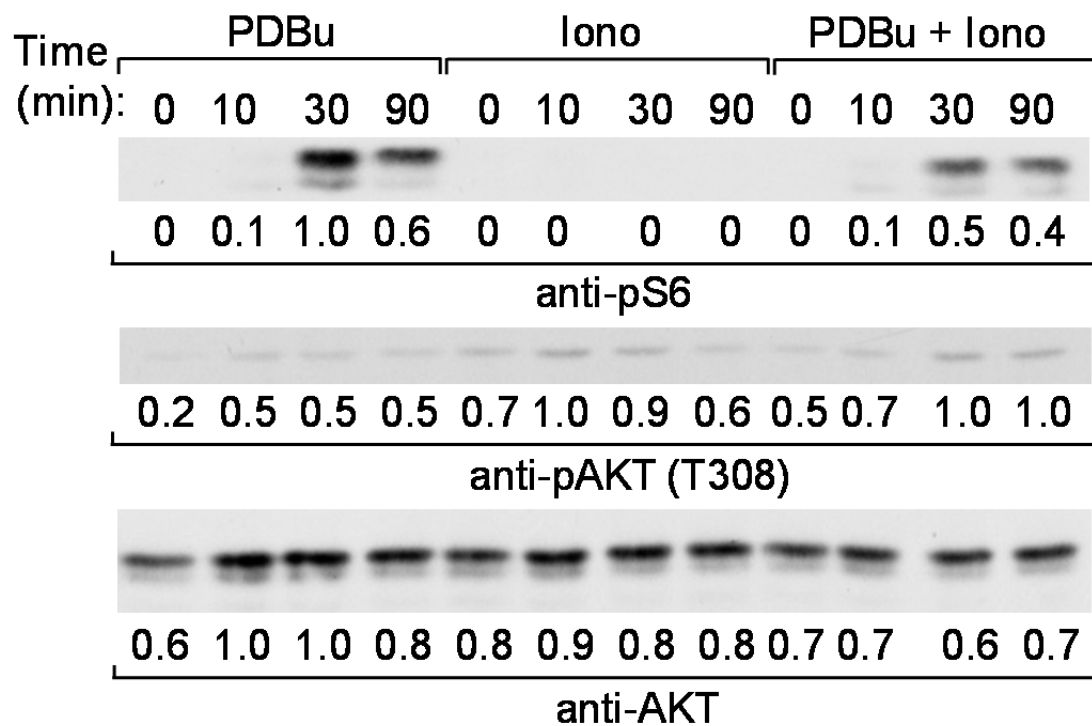

**Supplementary Figure 11.**

**The PKC pathway plays a minor role in Akt activation in pro-B cells.** Pro-B cells derived from *Rag1*-deficient BM were starved and stimulated with PDBu, ionomycin or PDBu plus ionomycin. Cell lysates were subjected to Western blot analysis with the indicated antibodies. Data shown are representative of 3 independent experiments.

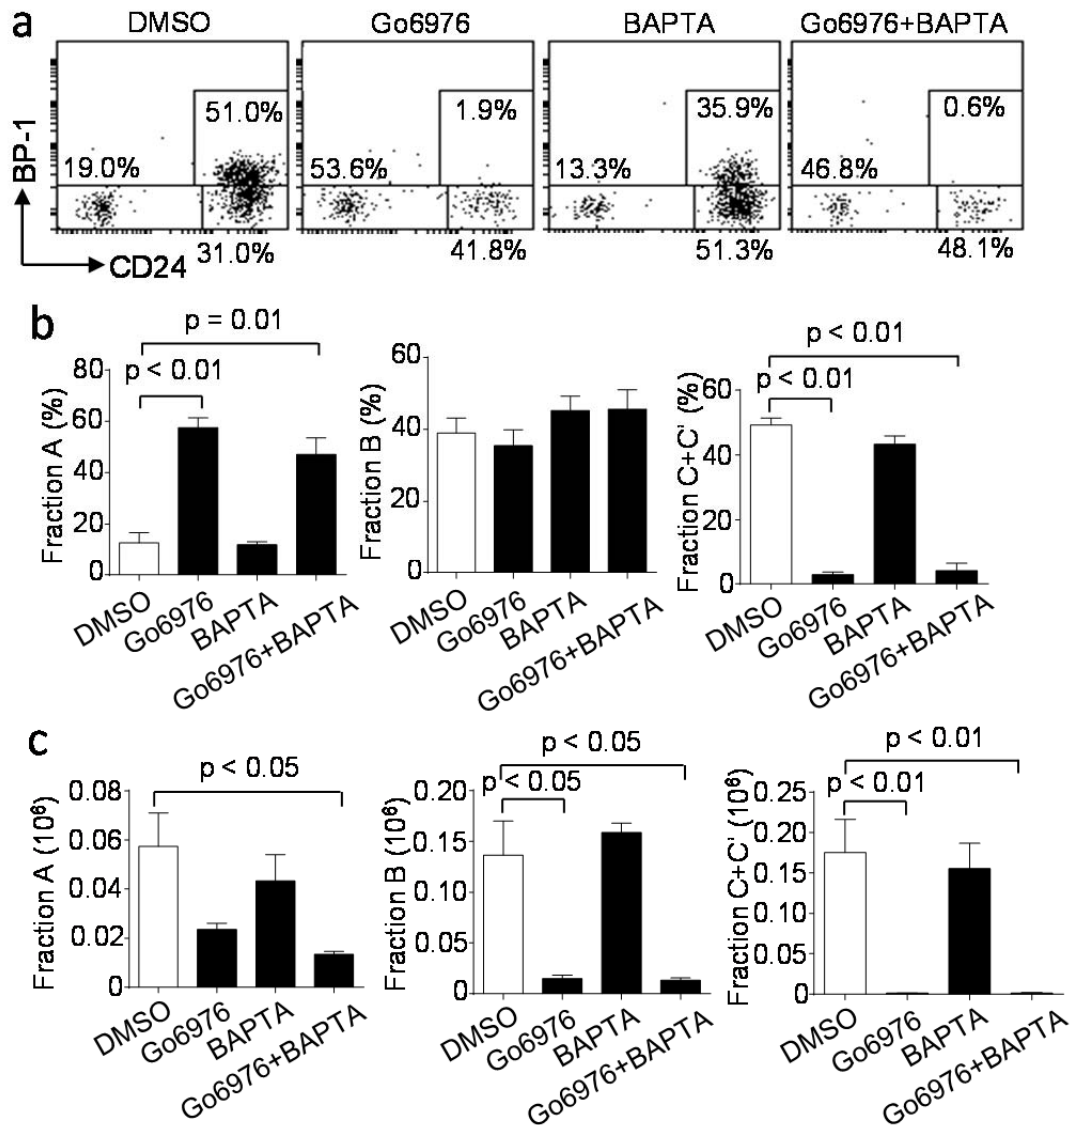

**Supplementary Figure 12.**

**PKC pathway inhibition impairs IL-7-dependent B cell development at the pre-pro-B cell stage in vitro.** Lin<sup>-</sup> BM cells from wild-type mice were cultured on OP9 cells in the presence of IL-7 for 1 day and then the cells were treated with DMSO, Go6976, BAPTA or Go6976 plus BAPTA. Four days later, the cells were stained with anti-B220, anti-CD43, anti-CD24 and anti-BP-1. Numbers indicate percentages of pre-pro-B (fraction A), early pro-B (Fraction B) and late pro-B/early pre-B (Fraction C/C') cells in the gated B220<sup>+</sup>CD43<sup>+</sup> cells (a) and bar graphs show the percentages (b) and numbers (c) of fractions A, B and C/C' cells in the culture. Error bars show  $\pm$  SEM. Data shown are obtained from or representative of 3 independent experiments.

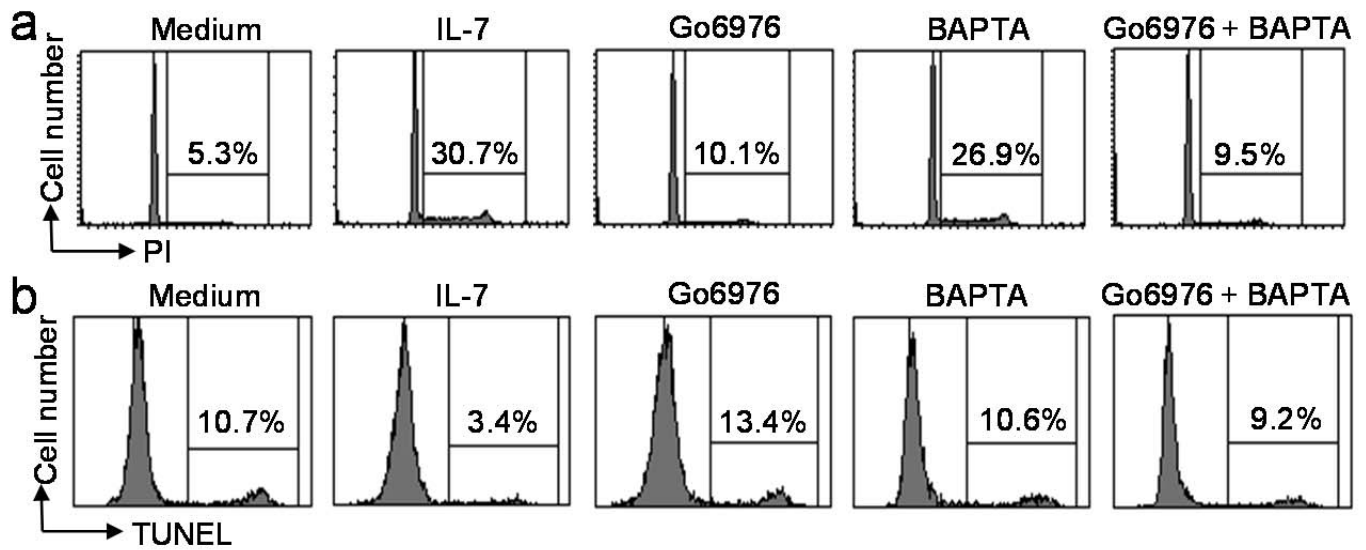

**Supplementary Figure 13.**

**Inhibition of the PKC pathway impairs IL-7-mediated proliferation and survival of unexpanded B cell progenitors.** B220<sup>+</sup>IgM<sup>-</sup>IL-7R<sup>+</sup> B cell progenitors were sorted from wild-type mice and cultured without IL-7 (medium) or with IL-7 and DMSO, Go6976, BAPTA or Go6976 plus BAPTA. Cell cycle analysis was performed by PI staining (a) and cell survival was measured by TUNEL staining (b). Data shown are representative of 5 independent experiments.

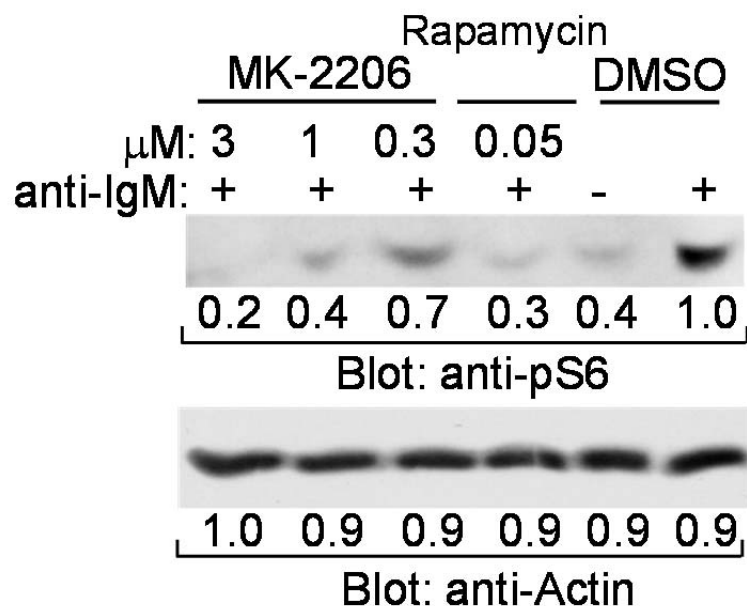

**Supplementary Figure 14.**

**AKT pathway inhibition impairs IgM-induced activation of mTOR.** Splenic B cells from wild-type mice were pre-treated with MK-2206, rapamycin or DMSO at the indicated concentration and stimulated with F(ab')<sub>2</sub> anti-IgM antibodies. Cell lysates were subjected to Western blot analysis with the indicated antibodies. Data shown are representative of 2 independent experiments.

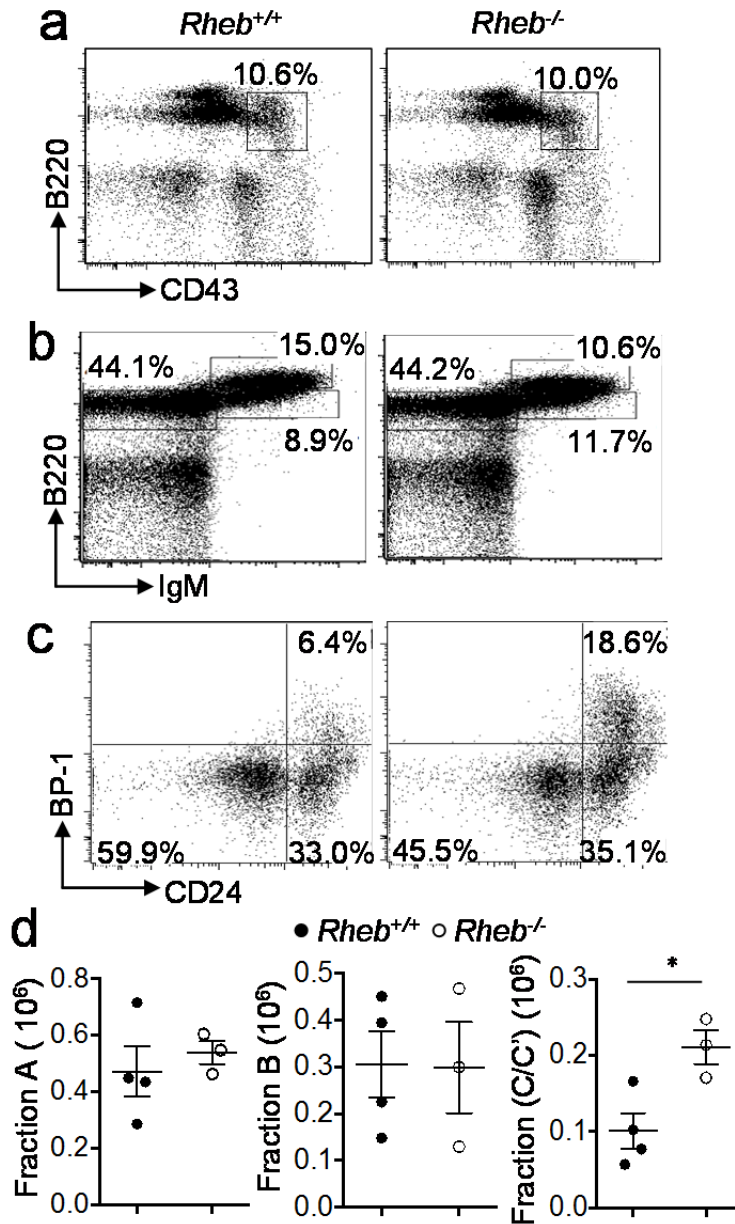

**Supplementary Figure 15.**

***Rheb* deficiency does not affect IL-7-mediated pre-pro-B to early pro-B cell transition.** BM cells from *Rheb*<sup>+/+</sup> and *Rheb*<sup>-/-</sup> mice were stained with anti-B220, anti-CD43, anti-BP-1, anti-CD24 and anti-IgM. Numbers indicate percentages of pro-B cells in the gated B220<sup>+</sup> population (a), percentages of pro/pre-, immature and mature B cells in the gated lymphoid population (b), and percentages of pre-pro-B (fraction A), early pro-B (fraction B) and late pro-B/early pre-B (fraction C/C') cells in the gated B220<sup>+</sup>CD43<sup>+</sup> pro-B cell population (c). (d) Dot plots show the numbers of fractions A, B and C/C' cells. Each dot represents an individual mouse, horizontal bars indicate mean values, and error bars show  $\pm$  SEM. Data shown are representative of or obtained from 4 *Rheb*<sup>+/+</sup> and 3 *Rheb*<sup>-/-</sup> mice.

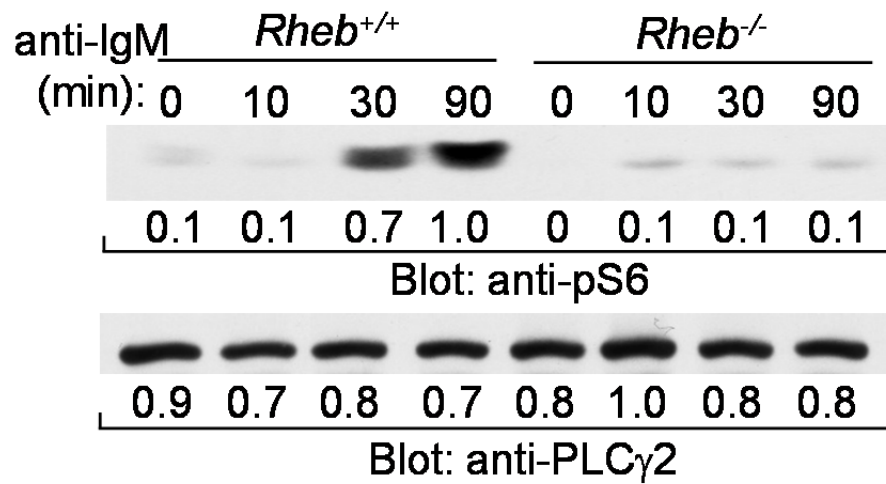

**Supplementary Figure 16.**

**BCR-induced mTOR activation is Rheb-dependent.** Splenic B cells from *Rheb*<sup>+/+</sup> and *Rheb*<sup>-/-</sup> mice were stimulated with anti-IgM. Cell lysates were subjected to Western analysis with the indicated antibodies. Data shown are representative of 2 independent experiments.

**a**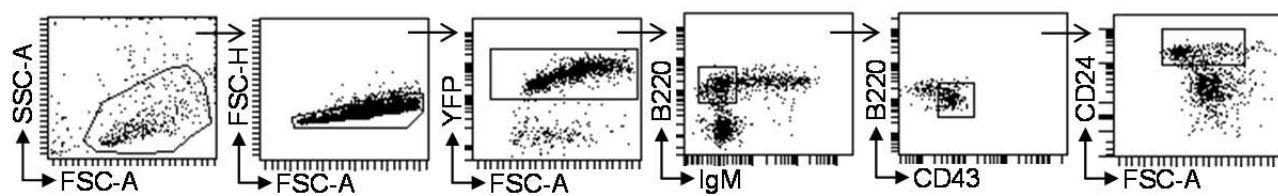**b**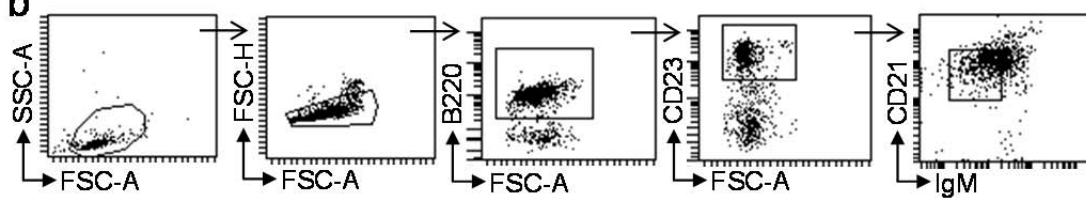**c**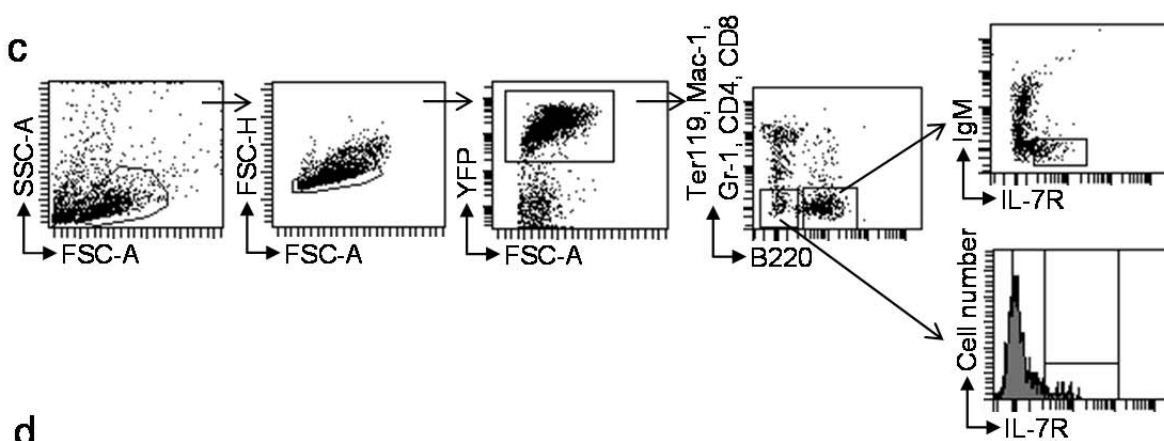**d**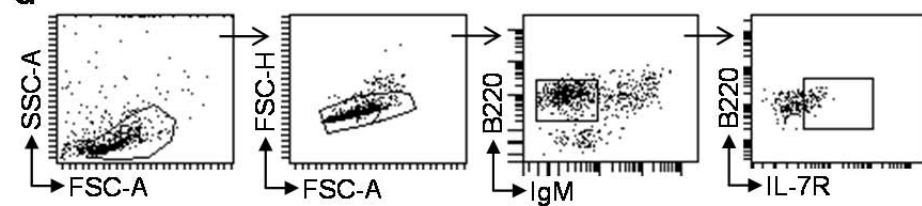

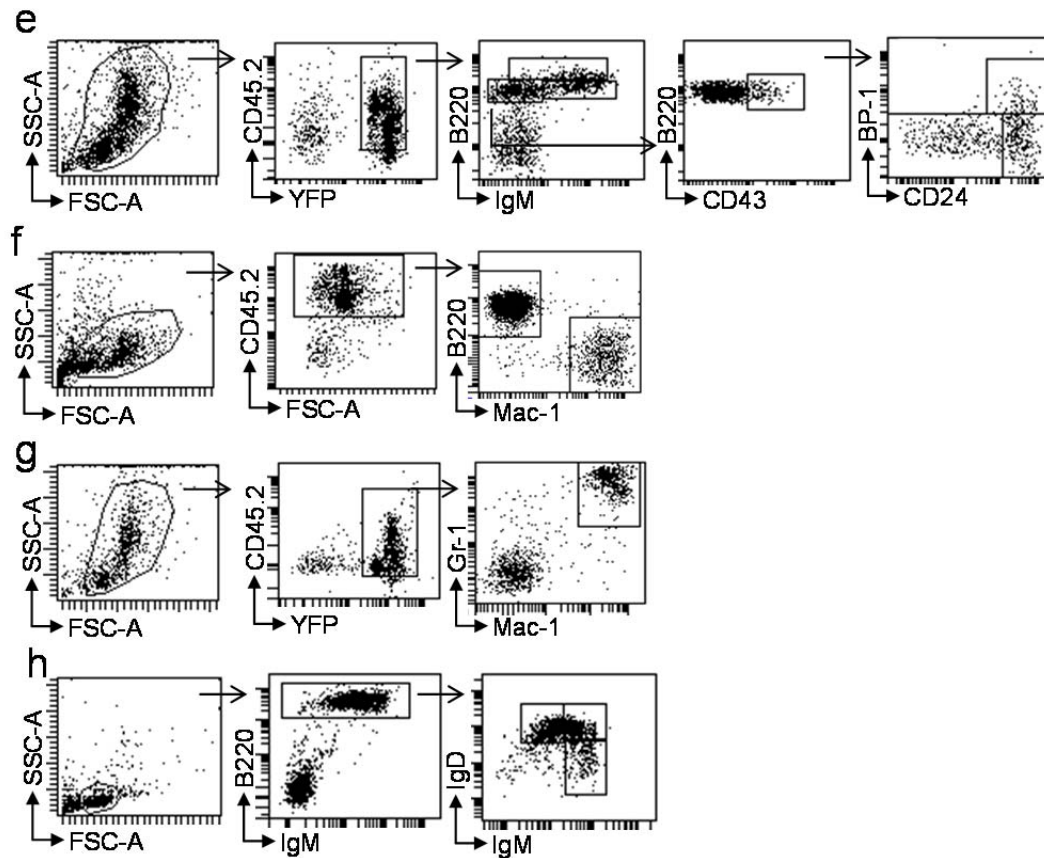

**Supplementary Figure 17.**

**Flow cytometry sorting and FACS gating strategies.** (a) Pro-B cell sort, related to Figure 1c, 2e-h, 6c, 7i, Supplementary 6a. (b) FO B cell sort, related to Figure 1c. (c) pro-B cell and CLP sort, related to Figure 4a-g, Supplementary Fig.7a,b. (d) wild-type B cell progenitor sort, related to Figure 3f-g, Figure 5c-d, Supplementary 8, Supplementary Figure 13a-b. (e) Gating strategy for flow cytometry analysis of B cell development in the bone marrow, related to Figure 1d-h, Figure 6d, Supplementary Figure 2, Supplementary Figure 15. (f) Gating strategy for flow cytometry analysis of in vitro OP9 culture, related to Figure 2a-d, g, Figure 3a-e, Figure 7c,d,f,g, Figure 8a,e,f,h,i, Supplementary Figure 5a-c, Supplementary Figure 6c-e, Supplementary Figure 12a-c. (g) Gating strategy for flow cytometry analysis of myeloid cells, related to supplementary Figure 1b-e. (h) Gating strategy for  $\text{Ca}^{2+}$  flux analysis in mature B cells, related to Supplementary Figure 10b.

Fig. 1b

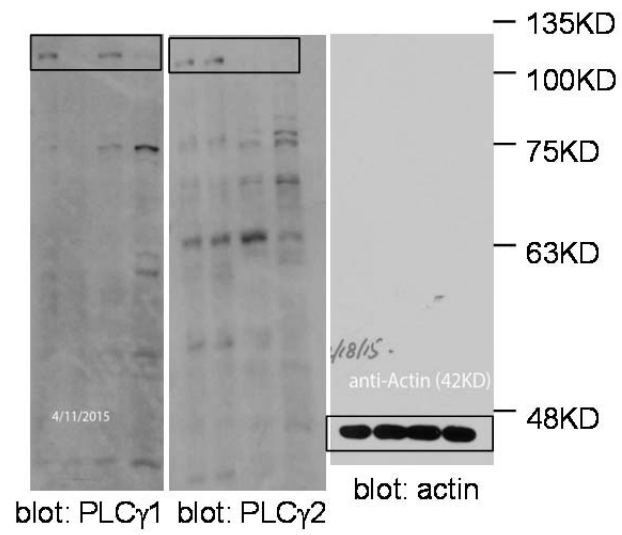

Fig. 1c

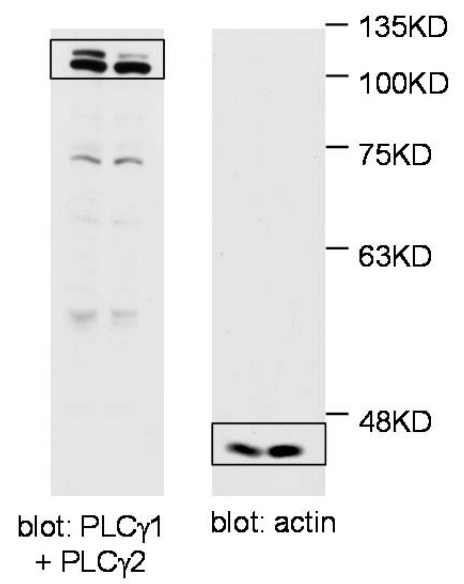

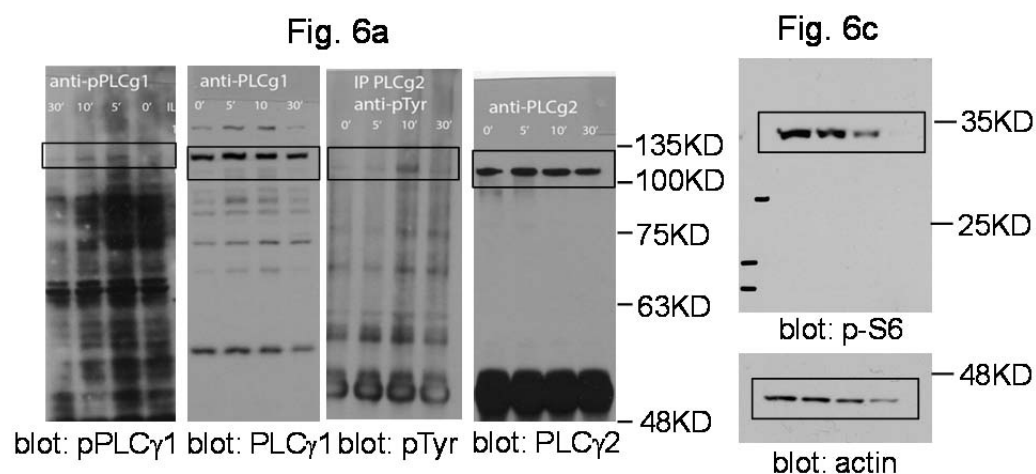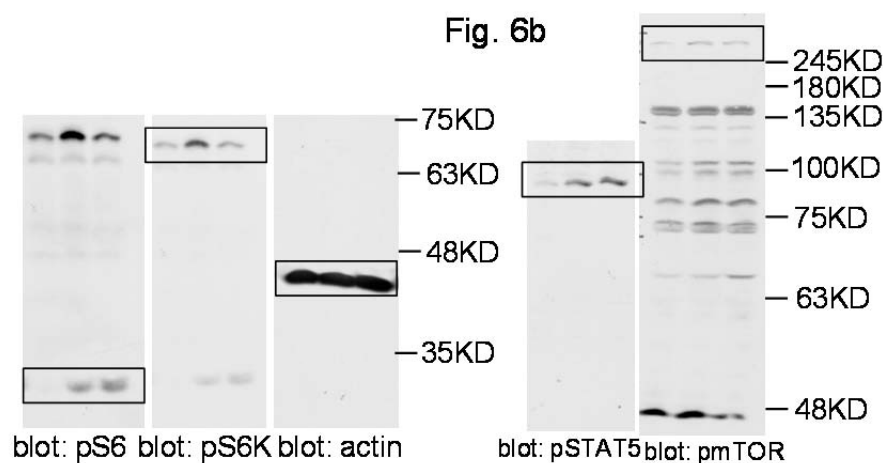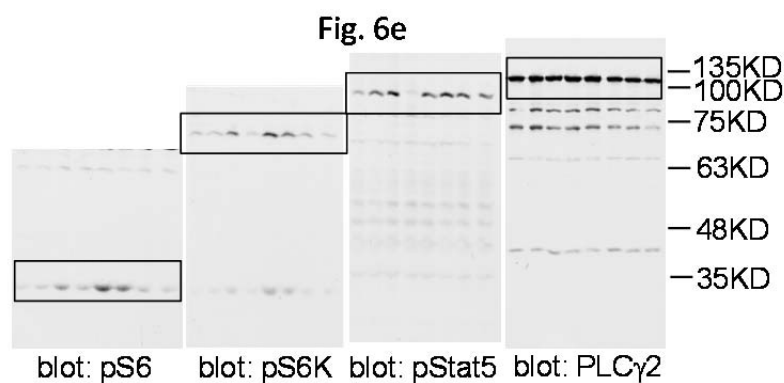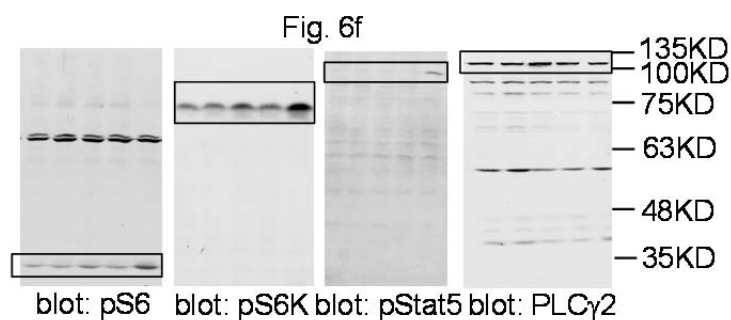

Fig. 7a

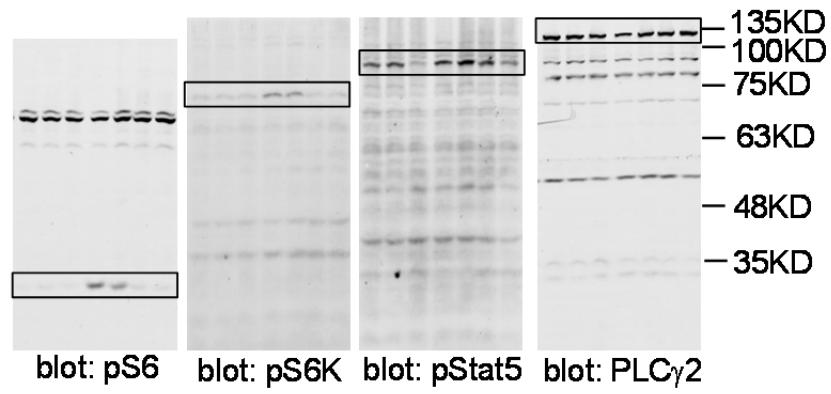

Fig. 7b

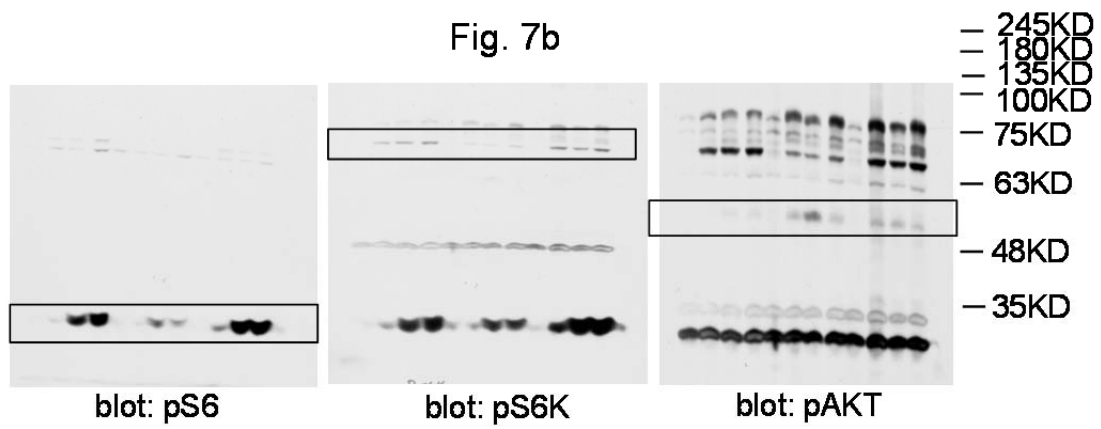

Fig. 7b

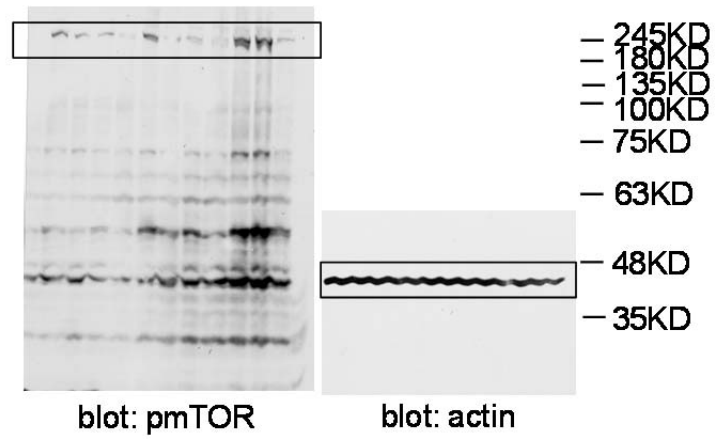

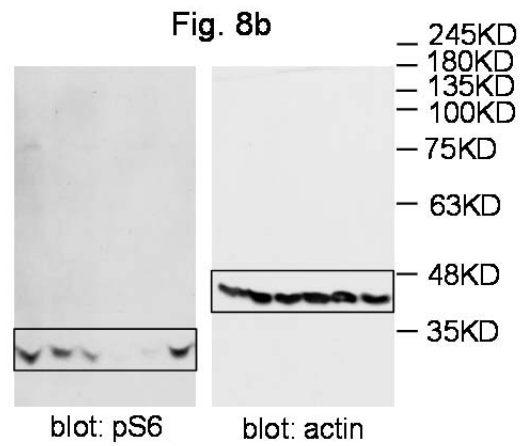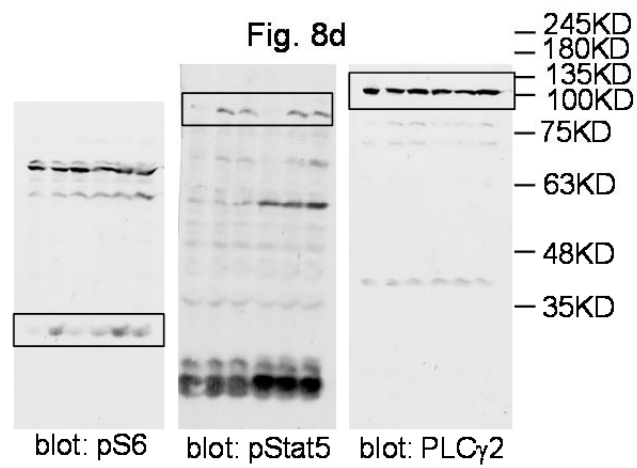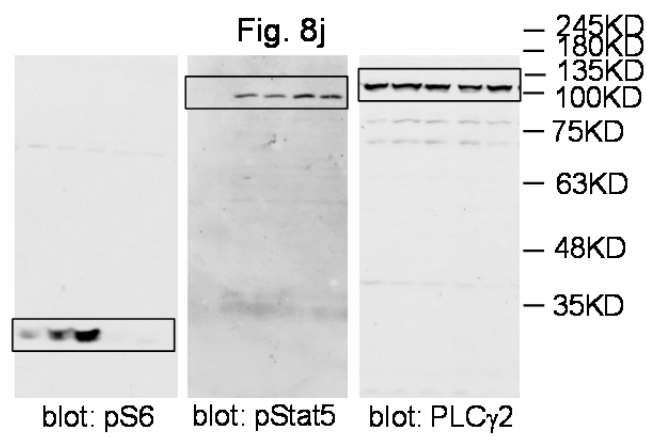

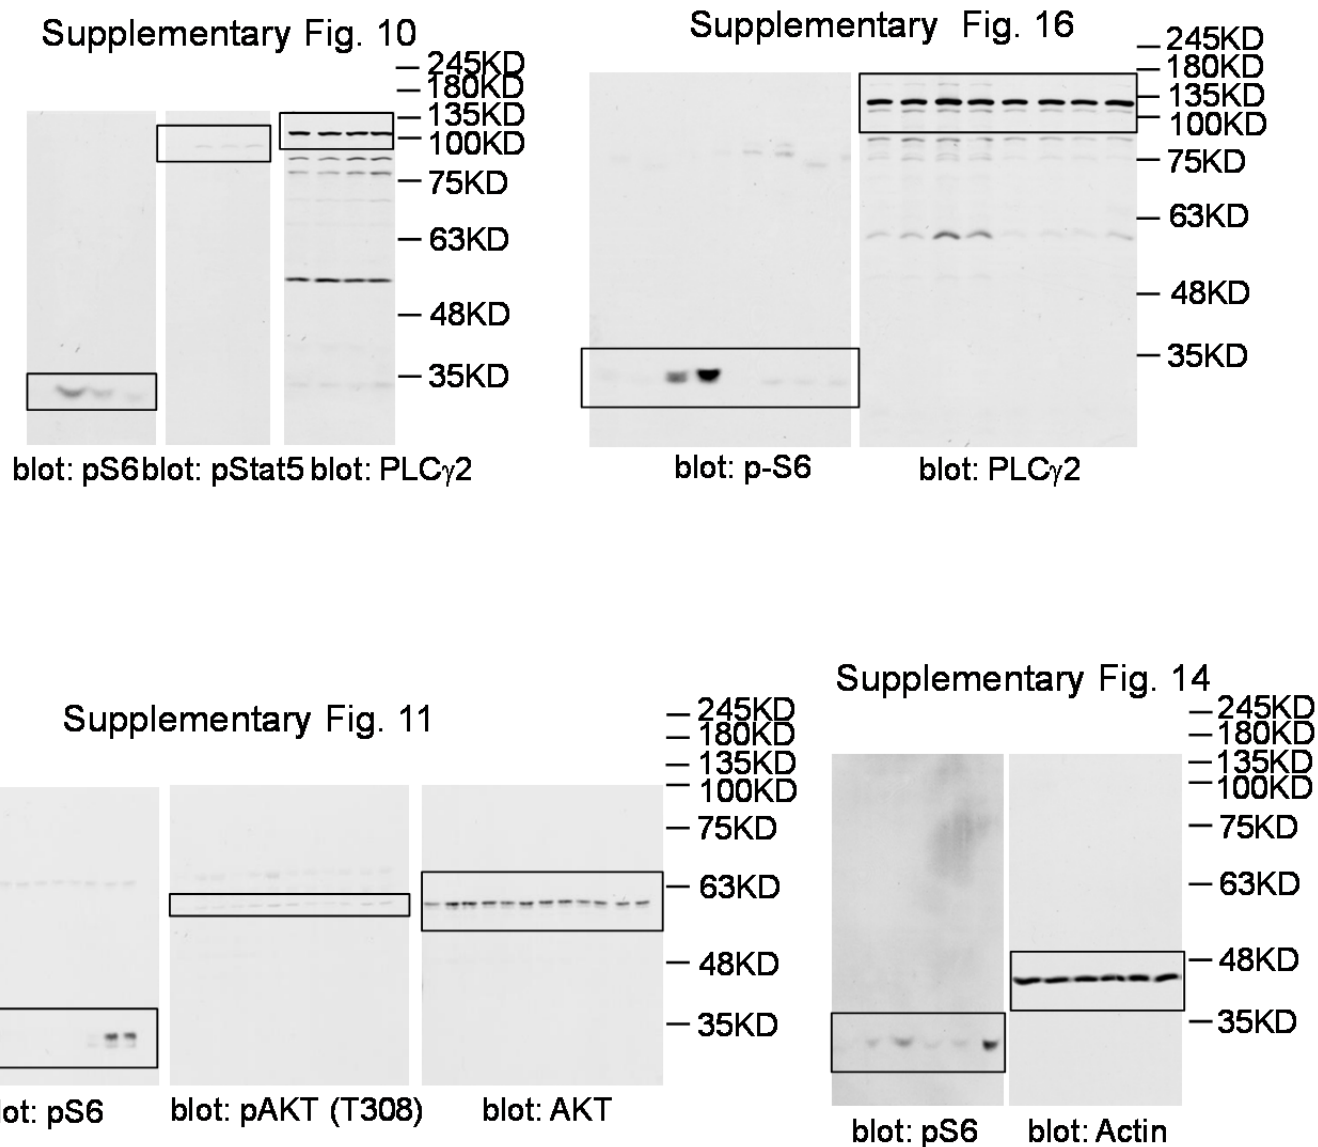

**Supplementary Figure 18. The uncropped scans of blots**

How the deposited data were processed for this re-analysis (not part of the article)

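RNA of CLPs (Lin−IL-7R+) and of B cell progenitors (B220+IgM−IL-7R+) was analysed from 4 genotypes with 3 mice each, 24 libraries in all. The authors sequenced poly(A) RNA on an Illumina NextSeq instrument, aligned the reads to mm10 with STAR through BaseSpace, and deposited for each library the raw count of reads on each of 24421 genes by symbol, without normalization. Each table ends with 2 lines for reads on no gene and ambiguous reads, which were left out of the tests. The paper's text does not name the program that made the counts. The authors tested differential expression with DESeq2 at an FDR of 0.05, and the legend of Fig. 4 adds a log2 fold change of 0.5. Genotype, population and mouse number were taken from the sample labels and the paper's methods.

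Reads on genes ranged from 4232345 to 33219995 per CLP library (median 16744580) and from 1479582 to 25057223 per B cell progenitor library (median 7496844). The 10 genes with most reads held between 2.93% and 4.28% of the reads on genes in CLPs and between 2.64% and 3.02% in B cell progenitors. TMM factors lay between 0.923 and 1.08. Replicates of one group differed by a chi-square per degree of freedom of 8.28 to 133, far above sampling noise, so no library is a copy of another and each was used as its own replicate. This does not show that they come from different donors. The mice were transplant recipients, and the paper does not state how many donors each genotype had. If recipients shared a donor, the tests measure the spread between recipients, and donor and genotype cannot be parted. Intervals that the depth gives cover counting error alone.

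The deposited counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment), in one fit per population with all 4 genotypes and no covariate. A gene counted as changed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. This kept 15209 genes in CLPs and 15001 in B cell progenitors. Normalized CPM are counts scaled to the size of the TMM-scaled library, and standard errors were derived from the F statistic. Each knockout genotype was compared with Plcg1+/+Plcg2+/+, the double-deficient genotype was compared with each single-deficient one, and interaction contrasts tested non-additive effects and a difference between both populations. Gene lists were tested with limma 3.58.1's camera test on log2 CPM with a prior count of 2. Genes of the heat maps in Fig. 4 were read from the figure. The genes named in the text were fixed by a rule before the counts were read: those the paper names, the targeted genes, Il7r, Stat5 and sex-linked lists, and in each comparison with Plcg1+/+Plcg2+/+ the 5 largest rises and 5 largest falls among changed genes whose 3 knockout libraries all lay on one side of the 3 Plcg1+/+Plcg2+/+ libraries.

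Alternatives, also fixed before the counts were read, were RLE size factors, no filter on low counts, adjusted p alone, DESeq2 1.42.0 on the same libraries, DESeq2 with a normal prior on the 2 groups compared alone, edgeR on those groups alone, the replicate number as a block, counts thinned to the smallest library, the mean log2 CPM of the Y-linked genes as a covariate, the fit without Xist, Tsix and Y-linked genes, and each library left out in turn. The pairing comes from the replicate numbers in the sample labels, which the genotypes share and which also pair the CLP and B cell progenitor libraries of a mouse; the labels do not say that mice of different genotypes with one number were handled together.

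The tests were first run on simulated counts in which 200 genes had known fold changes. edgeR recovered 55.5% of them with 6 false calls among 14844 genes at the depths of the CLP libraries, and 62% with 12 false calls among 14398 genes at those of the B cell progenitor libraries. With no gene changed edgeR made 0 calls. DESeq2 on the same libraries recovered 71% with 50 false calls among 15209 genes and 67.5% with 43 false calls among 15001 genes. DESeq2 with a normal prior made 31 and 18 calls with no gene changed, among 15209 and 15001 genes. Gene positions, GC content and lengths come from annotations of mm10 (GRCm38); 24299 of the 24421 symbols had one position. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Ingenuity and DAVID pathway results and the qRT-PCR are not analysed here.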

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

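The tests of library size and of myeloid cells in this part, and the comparison of sex-linked genes, were chosen after the results had been seen.

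Among the largest rises past the threshold were 20 that the paper does not discuss, counted per gene and comparison, in which all 3 knockout libraries lay above all 3 Plcg1+/+Plcg2+/+ libraries. In CLPs labelled Plcg1−/−Plcg2−/− these were Rnase12, Pcdh9, Cacna1i, a RIKEN cDNA gene and Ctse, with log2 fold changes of 4.37, 3.34, 3.25, 2.58 and 2.55. They were, in B cell progenitors labelled Plcg1−/−Plcg2−/−, Rnase12, Xist, Cdhr2, Tsix and Rnaset2b, with 4.59, 4.57, 4.11, 3.88 and 3.45. Those labelled Plcg1−/−Plcg2+/+ had rises in Xist, Tsix, Rnase12, Ctse and Kif5a, with 4.68, 4.46, 2.76, 2.29 and 1.98. Those in Plcg1+/+Plcg2−/− B cell progenitors were Rnaset2b, Rnase12, Mmp14, Cd36 and Synj2, with 4.57, 2.76, 2.34, 2.25 and 1.88.

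Library size was tested by thinning the counts of all libraries to the smallest one, after which 19 of the 20 rises kept at least 50% of their log2 fold change, and Cdhr2 in Plcg1−/−Plcg2−/− B cell progenitors no longer had enough reads to be tested. A different share of myeloid cells was tested by adding the mean expression of 10 myeloid marker genes to the fit, and all 20 rises kept at least 50% of their log2 fold change. Thinning leaves the expected fold change nearly as it is, so it does not decide whether library size plays a part. Reads on genes ranged from 12172383 to 25117842 in Plcg1−/−Plcg2−/− CLPs, within the 4291310 to 33219995 of Plcg1+/+Plcg2+/+. In B cell progenitors the ranges of Plcg1−/−Plcg2−/− (2858724 to 25057223) and Plcg1+/+Plcg2−/− (1479582 to 18959055) enclosed that of Plcg1+/+Plcg2+/+ (9826067 to 14212061). Library size thus did not part these genotypes from Plcg1+/+Plcg2+/+, while each rise did. The rises were chosen for that separation, so it is not separate evidence against library size. Plcg1−/−Plcg2+/+ B cell progenitor libraries were all smaller, at 5735871 to 7515523, so there library size and genotype cannot be parted. The myeloid score differed between replicate numbers as well as between genotypes, so the fit with it does not decide whether myeloid cells play a part in the rises either. The rises of Xist and Tsix go with the 4 Y-linked genes, each of which was lower in all libraries labelled Plcg1−/− than in all others in both populations, as a difference in the sex of the cells would give. Tsix overlaps Xist on the other strand, so its rise may not be separate from that of Xist. Rnase12 also rose in Plcg1+/+Plcg2−/− B cell progenitors, where no Y-linked gene was past the threshold against Plcg1+/+Plcg2+/+ and their median log2 fold change was −0.019, so that sex is not a sufficient explanation for it. Rnaset2b has a near-identical copy, Rnaset2a, with 0 reads in all 24 libraries, and reads shared between the copies cannot be told apart from a change of the gene. Because Rnase12 rose in every knockout genotype of B cell progenitors, and all of them were compared with the same 3 Plcg1+/+Plcg2+/+ libraries, a variant or another difference carried by the Plcg1+/+Plcg2+/+ donors would raise it by the same amount in each. The paper states a mixed strain background, and this explanation was not tested. The log2 fold changes of 2.76 in both single-deficient genotypes cannot be told apart from such a difference. Rnase12 was higher in Plcg1−/−Plcg2−/− than in Plcg1−/−Plcg2+/+ B cell progenitors by a log2 fold change of 1.83 (adjusted p = 0.0465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher than in Plcg1+/+Plcg2−/− ones by 1.84 (adjusted p = 0.0716 from the same test). Neither comparison involves the Plcg1+/+Plcg2+/+ libraries, and both were fitted without the replicate number as a block.

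No gene was found whose response to the double deficiency differed between CLPs and B cell progenitors at the adjusted threshold, where 0 of 17212 genes were called and 235 had an unadjusted p of at most 0.05. Groups of 3 libraries are too small to single out an outlying library.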

How the results depend on the processing

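All alternatives but those of the B cell stage lists were set before the data were examined. Of 16 results that answer a comparison, the count of genes whose response differed between CLPs and B cell progenitors was 0 under every alternative run for it, which leave out both kinds of fit on 2 groups alone. Adjusted p alone and RLE size factors kept every count within 1.5 times its value. Where a value changed, the cause was not tested.

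With DESeq2 on the same libraries, the genes changed rose from 14 to 170 in Plcg1−/−Plcg2−/− CLPs, from 1 to 13 in Plcg1−/−Plcg2+/+ CLPs, from 0 to 11 in Plcg1+/+Plcg2−/− CLPs, from 134 to 422 in Plcg1−/−Plcg2−/− B cell progenitors, from 9 to 24 in Plcg1−/−Plcg2+/+ ones and from 7 to 18 in Plcg1+/+Plcg2−/− ones. The genes past the threshold rose to 10 in Fig. 4b, 26 in Fig. 4d, 7 in Fig. 4e, 15 in Fig. 4f and 44 in Fig. 4g. Non-additive genes rose to 23 in CLPs and 858 in B cell progenitors.

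DESeq2 with a normal prior on the 2 groups compared called 140, 7 and 4 genes in Plcg1−/−Plcg2−/−, Plcg1−/−Plcg2+/+ and Plcg1+/+Plcg2−/− CLPs and 655, 91 and 18 in B cell progenitors. The panels had 10 genes in Fig. 4b, 42 in Fig. 4d, 12 in Fig. 4e, 31 in Fig. 4f and 74 in Fig. 4g. With edgeR on the same 2 groups, Plcg1−/−Plcg2−/− CLPs had 0 changed genes (988 at an unadjusted p of at most 0.05) and Fig. 4b had 0, Plcg1−/−Plcg2+/+ CLPs had 0 (271 unadjusted), Plcg1−/−Plcg2−/− B cell progenitors had 238, Plcg1+/+Plcg2−/− ones had 0 (389 unadjusted), and the panels had 19 in Fig. 4d, 7 in Fig. 4f and 27 in Fig. 4g.

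As a block, the replicate number gave Plcg1−/−Plcg2−/− CLPs 50 changed genes and 9 non-additive genes, and Plcg1−/−Plcg2−/− B cell progenitors 550 changed genes, with 30 of Fig. 4d, 9 of Fig. 4e, 26 of Fig. 4f and 51 of Fig. 4g. The total counts in single-deficient cells kept their value. In Plcg1+/+Plcg2−/− B cell progenitors, 4 genes were higher and 3 lower with the block, against 5 and 2 without it.

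With the counts thinned to the smallest library, Plcg1−/−Plcg2+/+ CLPs had 0 changed genes (432 at an unadjusted p of at most 0.05), Plcg1+/+Plcg2−/− B cell progenitors 1, Fig. 4f 1, and non-additive genes were 1 in CLPs and 2 in B cell progenitors. The smallest library is a Plcg1+/+Plcg2−/− B cell progenitor library of 1479582 reads, in which 3 reads are 2.03 CPM. With it left out, 0 genes were called changed for that genotype. Whether its depth limits what can be called was not tested.

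With the Y-linked score as a covariate, which nearly coincides with the Plcg1 genotype, Plcg1−/−Plcg2−/− and Plcg1−/−Plcg2+/+ cells had 0 changed genes in both populations (at an unadjusted p of at most 0.05, 964 and 1218 genes in CLPs and 616 and 745 in B cell progenitors), all panels had 0, and non-additive genes were 1 in CLPs and 2 in B cell progenitors. With the Y-linked score the cell-cycle median went from −0.44 to −1.54 in Plcg1−/−Plcg2−/− B cell progenitors and from −0.28 to −0.32 in Plcg1−/−Plcg2−/− CLPs. Neither was past the threshold of limma's camera test. Without Xist, Tsix and the Y-linked genes, Plcg1−/−Plcg2+/+ B cell progenitors had 0 changed genes, with 1484 at an unadjusted p of at most 0.05.

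For the B cell stage lists, the replicate number as a block was chosen after the data were seen. In Plcg1−/−Plcg2−/− CLPs the late median of −1.39 against Plcg1+/+Plcg2+/+, past the threshold of limma's camera test, was not past it with the block, at −1.47, nor was that of −1.19 against Plcg1−/−Plcg2+/+ CLPs, at −1.15, while the early median of 0.93 against Plcg1−/−Plcg2+/+ CLPs became past it, at 0.83.

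The cell-cycle median in Plcg1−/−Plcg2−/− CLPs of −0.28, not past the threshold of limma's camera test, was past it for S genes alone, at −0.30. The S genes were also past it in Plcg1−/−Plcg2+/+ and Plcg1+/+Plcg2−/− CLPs, at −0.24 and −0.23, so this is not particular to the double deficiency. With the inter-gene correlation preset at 0.01, the same medians of −0.28 in CLPs and −0.44 in B cell progenitors were past that threshold.

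With 1 library left out in turn, the changed genes ranged from 0 to 44 in Plcg1−/−Plcg2−/− CLPs, 0 to 2 in Plcg1−/−Plcg2+/+ CLPs, 0 to 1 in Plcg1+/+Plcg2−/− CLPs, 50 to 119 in Plcg1−/−Plcg2−/− B cell progenitors, 6 to 8 in Plcg1−/−Plcg2+/+ ones and 0 to 5 in Plcg1+/+Plcg2−/− ones. The panels ranged from 0 to 4 in Fig. 4b, 3 to 6 in Fig. 4d, 0 to 1 in Fig. 4e, 0 to 2 in Fig. 4f and 3 to 10 in Fig. 4g. Non-additive genes ranged from 1 to 4 in CLPs and 0 to 5 in B cell progenitors. The cell-cycle median ranged from −0.45 to −0.094 in Plcg1−/−Plcg2−/− CLPs, where it was past the threshold of the camera test when Plcg1+/+Plcg2+/+ replicate 1 was left out, and from −0.60 to −0.35 in B cell progenitors.

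Of 94 pairs of a named gene and a comparison, 63 kept their sign under every alternative and 31 did not. With the Y-linked score as a covariate, the log2 fold changes in Plcg1−/−Plcg2−/− CLPs became −1.22 for Plcg1, 1.17 for Kdm5d, 0.47 for Uty and −0.95 for Runx1, and in Plcg1−/−Plcg2+/+ CLPs 0.81 for Kdm5d and 0.69 for Uty. In Plcg1−/−Plcg2−/− B cell progenitors they became −0.66 for Plcg1, 0.54 for Eif2s3y, 1.18 for Kdm5d, 0.090 for Uty, −1.07 for Rptor, 0.089 for Rictor, 1.20 for Ikzf3, 3.44 for Rasgrp1, 2.30 for Cd2, 0.0052 for Rsph1, 0.92 for Socs3 and 0.35 for Rgs16. In Plcg1−/−Plcg2+/+ B cell progenitors they became 0.30 for Plcg2, 0.72 for Eif2s3y and 1.39 for Kdm5d. None of these values had an adjusted p of at most 0.05. Plcg1 in Plcg1−/−Plcg2+/+ CLPs, at −0.0017, became 0.023 with no filter on low counts, 0.0026 with RLE size factors, 0.0050 with DESeq2 and 0.013 with its normal prior.

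With 1 library left out in turn, the log2 fold change in Plcg1−/−Plcg2−/− CLPs ranged from −0.41 to 0.73 for Notch1, −0.55 to 0.15 for Il7r, −0.69 to 0.15 for Tcf3 and −0.55 to 0.55 for Ebf1, and in Plcg1−/−Plcg2+/+ CLPs from −0.23 to 0.23 for Plcg1 and −0.20 to 0.095 for Plcg2. In Plcg1−/−Plcg2−/− B cell progenitors it ranged from −0.49 to 1.00 for Osm, −1.27 to 0.83 for Socs3, −0.73 to 0.25 for Ebf1, −0.38 to 0.093 for Socs2 and −0.057 to 0.51 for Rptor, and in Plcg1+/+Plcg2−/− ones from −0.021 to 0.25 for Plcg1. Among the other values of named genes, 236 fell below the threshold in an alternative, 146 of them with a library left out, and 41 rose above it.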

Differences from the paper's values

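In CLPs labelled Plcg1−/−Plcg2−/−, 14 genes were called changed against the paper's 162, with 6 higher against the paper's 97 and 8 lower against the paper's 65. Among the alternatives set before the data were examined, DESeq2 on the same libraries gave 170 genes, 92 higher and 78 lower, and DESeq2 with a normal prior on the 2 groups compared gave 140, 81 higher and 59 lower, within 1.5 times the paper's values. None of the others came within it.

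In CLPs labelled Plcg1−/−Plcg2+/+, 1 gene was called changed against the paper's 7, and in Plcg1+/+Plcg2−/− CLPs 0 against the paper's 6. DESeq2 with a normal prior on the 2 groups compared gave 7 and 4, and no other alternative set before the data were examined came within 1.5 times the paper's values. DESeq2 on the same libraries gave 13 and 11.

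Against Plcg1+/+Plcg2+/+, 134 genes were called changed in B cell progenitors labelled Plcg1−/−Plcg2−/−, against the paper's 688, with 33 higher against the paper's 320 and 101 lower against the paper's 368. DESeq2 with a normal prior on the 2 groups compared gave 655, 305 higher and 350 lower. The replicate number as a block gave 550 and 360 lower, within 1.5 times the paper's values, but 190 higher. DESeq2 on the same libraries gave 257 lower, within that ratio, but 422 in all and 165 higher. None of the other alternatives set before the data were examined closed the gap.

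Called changed in B cell progenitors labelled Plcg1−/−Plcg2+/+ were 9 genes against the paper's 65, and in Plcg1+/+Plcg2−/− ones 7 against the paper's 18. DESeq2 with a normal prior on the 2 groups compared gave 91 and 18, within 1.5 times the paper's values, and DESeq2 on the same libraries gave 24 and 18, of which the latter equals the paper's value. None of the other alternatives set before the data were examined did so. Of the 91 genes in Plcg1−/−Plcg2+/+ B cell progenitors, 4 were higher and 87 lower. In edgeR's fit of all 4 genotypes, 1093 of the 1490 genes at an unadjusted p of at most 0.05 were higher.

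The paper shows the genes of its heat maps as differentially expressed. Past the threshold here were 3 of the 10 genes of Fig. 4b, 8 of the 44 of Fig. 4d, 2 of the 12 of Fig. 4e, 2 of the 34 of Fig. 4f and 16 of the 74 of Fig. 4g, while all of them moved in the drawn direction. They were chosen from these same libraries, so the shared direction is not an independent result. The paper states that cell-cycle genes were strongly downregulated in Plcg1−/−Plcg2−/− B cell progenitors; a separate list of 94 cell-cycle genes had a median log2 fold change of −0.44, which limma's camera test gave p = 0.123 and an exact permutation reached in 1 of 10 splits. The paper describes Stat5-related genes as not reduced; of 9 examined, 4 had a negative log2 fold change, with Socs1 at −1.10 (unadjusted p = 0.00844, adjusted p = 0.215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which with the replicate number as a block was past the threshold at −1.16 (adjusted p = 0.00659 from the same test). The paper describes Pax5 as not significantly altered in these cells; at −0.80 it was not past the threshold, and with the replicate number as a block it was, at −0.89 (adjusted p = 0.0350 from the same test). The paper describes the Plcg1 gene as deleted in Plcg1−/−Plcg2+/+ and Plcg1−/−Plcg2−/− cells; the log2 fold change of its reads was −0.0017 in Plcg1−/−Plcg2+/+ CLPs, 0.39 in Plcg1−/−Plcg2−/− CLPs, −0.22 in Plcg1−/−Plcg2+/+ B cell progenitors and 0.46 in Plcg1−/−Plcg2−/− ones, none past the threshold, and counts over a whole gene cannot show the loss of single exons.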

Other observations

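The tests of sex on single genes and on Plcg1−/−Plcg2+/+ B cell progenitors, of linked genes, of Xist in CLPs, of immunoglobulin genes, of the cells of one mouse and of B cell stages were chosen after the results had been seen. The tests of sex, myeloid share, GC content and length on the counts in Plcg1−/−Plcg2−/− cells, of strand and of the remaining splits of the samples were set before their own results were known, those of sex and strand after the library totals and the reads on sex-linked and a few marker genes had been read.

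Other splits of the 6 libraries of each comparison with Plcg1+/+Plcg2+/+ into groups of 3 were fitted in the same way. As replicate numbers are shared, the real split was set against the splits that also part all same-numbered libraries, 4 in number with the real one included, so a share under 0.05 cannot be reached; the 6 other splits keep some same-numbered libraries together. In Plcg1−/−Plcg2−/− CLPs, Plcg1−/−Plcg2+/+ CLPs, Plcg1−/−Plcg2−/− B cell progenitors, Plcg1−/−Plcg2+/+ and Plcg1+/+Plcg2−/− B cell progenitors, 1 of the 4 splits, the real one, gave as many changed genes as the real split. The same was 1 of 4 for the genes past the threshold in Fig. 4b, Fig. 4d, Fig. 4e, Fig. 4f and Fig. 4g, and for the cell-cycle median in Plcg1−/−Plcg2−/− B cell progenitors. In Plcg1+/+Plcg2−/− CLPs, where 0 genes were called and 596 had an unadjusted p of at most 0.05, and for the difference between populations, all 4 did. The cell-cycle median in Plcg1−/−Plcg2−/− CLPs was reached by 2 of the 4. With DESeq2 and a normal prior it was 1 of 4 for the counts in Plcg1−/−Plcg2−/− CLPs and in Plcg1−/−Plcg2−/− B cell progenitors, but 1 of the 6 other splits gave 809 genes in CLPs, against 140 for the real one, and 1 gave 551 in B cell progenitors, against 655. For non-additive genes, the genotypes were relabelled within replicate numbers in 100 ways, the real one included, and 3 of the 100 gave as many as the 3 genes in CLPs and 6 of the 100 as many as the 4 in B cell progenitors.

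All libraries labelled Plcg1−/−Plcg2+/+ or Plcg1−/−Plcg2−/− had more Xist and less Ddx3y, Eif2s3y, Kdm5d and Uty than all Plcg1+/+Plcg2+/+ and Plcg1+/+Plcg2−/− libraries, in 10 of 10 comparisons of a gene and a population. This is consistent with female donors for the former and male donors for the latter, and the paper states that mice of both sexes were used. In Plcg1−/−Plcg2+/+ B cell progenitors, 6 of the 9 changed genes lie on the X or Y chromosome, as do 478 of the tested genes (Fisher's exact test, p = 7.86e-08). These 6 are Xist, Tsix and the 4 Y-linked genes that prompted the test, so it adds no separate evidence. For Plcg1−/−Plcg2−/− cells, the comparison with Plcg1+/+Plcg2+/+ alone does not separate sex from genotype. Against Plcg1−/−Plcg2+/+ cells, which were also high in Xist but had more reads on Y-linked genes in CLPs (median log2 fold change −1.56 in Plcg1−/−Plcg2−/− relative to Plcg1−/−Plcg2+/+ CLPs), Plcg1−/−Plcg2−/− CLPs had 4 changed genes in place of 14 and Plcg1−/−Plcg2−/− B cell progenitors 32 in place of 134, the latter few enough to meet what had been set in advance for an effect of sex. Against Plcg1+/+Plcg2−/− cells, which differ from them in sex-linked genes, the counts were 8 and 23. In this fit the smaller counts are thus not particular to comparisons within a sex. All counts and calls between knockout genotypes in this paragraph come from the fit without the replicate number as a block. Same-numbered knockout libraries had a mean correlation of 0.430 in CLPs and 0.275 in B cell progenitors, and no count with the block is given for these comparisons. The 134 genes in Plcg1−/−Plcg2−/− B cell progenitors include 9 on the X or Y chromosome, and 127 genes were called without Xist, Tsix and the Y-linked genes. Plcg1−/−Plcg2+/+ B cell progenitors, which differ from Plcg1+/+Plcg2+/+ in the same sex-linked genes, had 9 changed genes, and 0 without these, with 1484 at an unadjusted p of at most 0.05. A difference of sex alone would act in both genotypes. Counts of called genes do not compare the size of effects, and the unadjusted count in Plcg1−/−Plcg2−/− B cell progenitors in that fit was 1835. The counts thus do not decide how many of the 127 a difference of sex gives. An effect of sex that depends on the genotype is not excluded either. Relative to Plcg1−/−Plcg2+/+ B cell progenitors, all 33 genes drawn as reduced in Fig. 4d were lower in Plcg1−/−Plcg2−/− ones, with a median log2 fold change of −0.88 and 2 past the threshold, as were all 37 drawn as reduced in Fig. 4g, with a median of −0.61 and 3 past it, and the 34 of Fig. 4f, with a median of −0.26 and 0 past it (6 at an unadjusted p of at most 0.05). These lower values do not rest on the Plcg1+/+Plcg2+/+ libraries, although the paper chose the genes from the same Plcg1−/−Plcg2−/− libraries.

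The 10 myeloid marker genes were higher than in Plcg1+/+Plcg2+/+ in all 3 knockout genotypes, with median log2 fold changes of 0.89, 1.00 and 0.83 in Plcg1−/−Plcg2−/−, Plcg1−/−Plcg2+/+ and Plcg1+/+Plcg2−/− CLPs and of 0.98, 0.99 and 0.79 in B cell progenitors. A share of myeloid cells in the sorted populations may contribute to the differences from Plcg1+/+Plcg2+/+. In B cell progenitors, 10 marker genes of T, NK and innate lymphoid cells were also all higher in each knockout genotype. Their medians, in the same order of genotypes, were 0.84, 1.55 and 0.53, so the rise there is not particular to myeloid genes. In CLPs their medians were −0.40, 0.20 and 0.30. With the mean of the myeloid genes as a covariate, 6 of the 14 genes changed in Plcg1−/−Plcg2−/− CLPs stayed past the threshold, among 10 called, 1 of them higher. The 5 named rises there kept log2 fold changes of 4.36, 2.95, 2.87, 2.66 and 2.54, so that calls were lost while fold changes moved little, and the lost calls do not show a myeloid contribution. Of the 134 genes in Plcg1−/−Plcg2−/− B cell progenitors 133 stayed, among 228 called. The cell-cycle median went from −0.28 to −0.31 in Plcg1−/−Plcg2−/− CLPs and from −0.44 to −0.26 in B cell progenitors. The score differed between replicate numbers too, at 9.04, 7.78 and 8.68 in Plcg1−/−Plcg2−/− CLPs, so these fits do not separate a share of myeloid cells from other differences between mice.

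GC content and transcript length, known for 99.3% of tested CLP genes and 99.2% of tested B cell progenitor genes, were set against the log2 fold change in Plcg1−/−Plcg2−/− cells across genes, which are not independent. Spearman's rho was 0.0510 for GC content and 0.0410 for length in CLPs, too small for such a bias, and 0.105 and −0.118 in B cell progenitors, where a weak bias cannot be excluded. Genes inherited with the targeted alleles could differ through the strain around them. Within 20 Mb of Plcg1 or Plcg2 lay 1 of 13 changed genes in Plcg1−/−Plcg2−/− CLPs and 5 of 133 in B cell progenitors, which is no excess over the other tested genes (one-sided Fisher's exact test, p = 0.388 and p = 0.525). All 5 in B cell progenitors were lower, and 3 of them are adjacent, between 163623273 and 163726158 on chromosome 2, where Plcg1 ends at 160775760. The 1 gene in Plcg1−/−Plcg2−/− CLPs is among these 3, with a log2 fold change of −2.07 there. A strain difference at these 3 genes was not tested.

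Lists of 10 early and 10 late B cell stage genes, written before the counts were read but compared only after, served to ask whether Plcg1−/−Plcg2−/− populations may hold a larger share of cells at an earlier stage. In Plcg1−/−Plcg2−/− CLPs the early genes had a median log2 fold change of 0.52 and the late genes one of −1.39, a difference of 1.91, which an exact permutation reached in 1 of 10 splits, the real one, while limma's camera test of each list gave p = 0.379 and p = 0.0364. The medians in Plcg1−/−Plcg2−/− B cell progenitors were 0.55 and −1.79, a difference of 2.34, which the exact permutation again reached in 1 of 10 splits, while camera gave p = 0.558 and p = 0.00576. Of the 4 splits that part all same-numbered libraries, 1, the real one, gave a difference as large in either population, and the largest among all other splits was 1.71 in CLPs and 1.80 in B cell progenitors. Relative to Plcg1−/−Plcg2+/+ cells the medians were 0.93 and −1.19 in CLPs and 1.03 and −1.68 in B cell progenitors. The replicate number as a block was added to these fits after the data were seen. Against Plcg1+/+Plcg2+/+, the early and late medians were then 0.56 and −1.47 in CLPs (camera p of 0.188 and 0.0923) and 0.35 and −1.83 in B cell progenitors (0.489 and 0.0267). Against Plcg1−/−Plcg2+/+ cells, camera p was 0.125 and 0.0154 in CLPs and 0.154 and 0.00949 in B cell progenitors without the block. With it the medians were 0.83 and −1.15 in CLPs (0.0422 and 0.0521) and 0.95 and −1.65 in B cell progenitors (0.103 and 0.0294). All 10 early genes were higher and all 10 late ones lower than in Plcg1−/−Plcg2+/+ cells in both populations. The early genes were themselves all lower in Plcg1−/−Plcg2+/+ than in Plcg1+/+Plcg2+/+ cells. Their medians there were −0.52 in CLPs and −0.47 in B cell progenitors, so part of the early difference comes from the cells it is measured against. In no fit were both lists past the threshold of the camera test. From these lists alone, a shift of stage thus cannot be told apart from a lower expression of late genes in cells of the same stage. The paper's flow cytometry does show a shift among B220+ progenitors of double-deficient BM. Pre-B cells were barely detectable there, and fractions B and C/C′ were strongly reduced (Fig. 1f–i). The sorted B220+IgM−IL-7R+ cells themselves were not staged, so how far such a shift accounts for their late genes stays open.

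A larger share of reads fell on no gene in B cell progenitors than in CLPs, with medians of 65.2% and 25.3%. Tsix, which overlaps Xist on the other strand, had at most 5 reads in CLPs and at least 17 in B cell progenitors, which would follow if reads had been counted by strand in one population alone. Among genes of at least 1 CPM, 91 with at least 50% of their exon length covered by exons on the other strand were higher in B cell progenitors, relative to CLPs, than 10889 genes with no such overlap by 0.56 on the log2 scale, between the size set in advance for such counting and that set against it. The tables list 0 immunoglobulin constant-region genes, so such transcripts may add to the reads on no gene, but their number is not known. The share of ambiguous reads was 1.06% to 1.44% in CLPs and 0.11% to 0.42% in B cell progenitors. A lower share would follow from counting by strand, but also from fewer reads on genes, so it does not decide. Counting by strand and missing immunoglobulin genes both remain open, and the populations were compared through genotype differences within each population.

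In Plcg1+/+Plcg2+/+ and Plcg1+/+Plcg2−/− CLPs, Xist varied between libraries. In Plcg1+/+Plcg2−/− replicate 3 it reached 42.6% of the mean of the high libraries and in Plcg1+/+Plcg2+/+ replicate 3 19.5%. Cells of the other sex in the sorted sample could raise Xist, and would lower the Y-linked genes by 36.7% in that Plcg1+/+Plcg2−/− library beyond the other libraries; they were lower there by 20.7% than in the other 5. This lies near the middle of what was to be told apart, so the source of Xist in these libraries stays open.

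After the mean of each population and genotype was removed, the CLP and B cell progenitor libraries of one mouse had a mean correlation of 0.114, against 0.0559 for different mice with the same replicate number and −0.0269 for different mice with different numbers. Cells shared by the sorted populations may add to this, but a mouse's own expression would do the same, and both cannot be told apart. Without Plcg1+/+Plcg2+/+ libraries, same-numbered libraries of one population had a mean correlation of 0.430 in CLPs and 0.275 in B cell progenitors, against −0.216 and −0.140 for different numbers, while knockout and Plcg1+/+Plcg2+/+ libraries did not follow this. With Plcg1+/+Plcg2+/+ CLPs the same-numbered libraries had 0.0738 for Plcg1−/−Plcg2−/−, −0.0427 for Plcg1−/−Plcg2+/+ and 0.0278 for Plcg1+/+Plcg2−/−, and in B cell progenitors 0.0549, −0.0841 and −0.213, the last against 0.103 for different numbers. The replicate number thus grouped the knockout libraries with each other, but hardly with Plcg1+/+Plcg2+/+, and in Plcg1+/+Plcg2−/− and Plcg1+/+Plcg2+/+ B cell progenitors same-numbered libraries were less alike than differently numbered ones. As a block, the replicate number gave 50 changed genes in Plcg1−/−Plcg2−/− CLPs and 550 in B cell progenitors.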
